# An in vitro approach reveals molecular mechanisms underlying endocrine disruptor-induced epimutagenesis

**DOI:** 10.7554/eLife.93975

**Published:** 2024-10-03

**Authors:** Jake D Lehle, Yu-Huey Lin, Amanda Gomez, Laura Chavez, John R McCarrey

**Keywords:** endocrine disrupting chemicals, epigenetics, DNA methylation, epigenetic reprogramming, transgenerational epigenetic inheritance, Mouse

## Abstract

Endocrine disrupting chemicals (EDCs) such as bisphenol S (BPS) are xenobiotic compounds that can disrupt endocrine signaling due to steric similarities to endogenous hormones. EDCs have been shown to induce disruptions in normal epigenetic programming (epimutations) and differentially expressed genes (DEGs) that predispose disease states. Most interestingly, the prevalence of epimutations following exposure to many EDCs persists over multiple generations. Many studies have described direct and prolonged effects of EDC exposure in animal models, but many questions remain about molecular mechanisms by which EDC-induced epimutations are introduced or subsequently propagated, whether there are cell type-specific susceptibilities to the same EDC, and whether this correlates with differential expression of relevant hormone receptors. We exposed cultured pluripotent (iPS), somatic (Sertoli and granulosa), and primordial germ cell-like (PGCLC) cells to BPS and found that differential incidences of BPS-induced epimutations and DEGs correlated with differential expression of relevant hormone receptors inducing epimutations near relevant hormone response elements in somatic and pluripotent, but not germ cell types. Most interestingly, we found that when iPS cells were exposed to BPS and then induced to differentiate into PGCLCs, the prevalence of epimutations and DEGs was largely retained, however, >90% of the specific epimutations and DEGs were replaced by novel epimutations and DEGs. These results suggest a unique mechanism by which an EDC-induced epimutated state may be propagated transgenerationally.

## Introduction

It has now been more than a half-century since Roy Hertz in 1958 first proposed the notion that certain chemicals, particularly those used in livestock feed at the time, could contaminate food sources and bioaccumulate in humans mimicking the activity of hormones (Gassner et al., 1958). As the number of potential chemicals that could exert these effects has grown, so too has the interest in this area to the point that this is now a major topic of active research. The dangers of many endocrine disrupting chemicals (EDCs) studied to date have largely been investigated utilizing animal models. A primary example is the multi-phased Toxicant Exposures and Responses by Genomic and Epigenomic Regulators of Transcription (TaRGET) program established to determine the contribution of environmental exposures to disease pathogenesis as a function of epigenome perturbation in mouse models (Wang et al., 2018). While the use of animal models has been quite informative for determining the various systemic or organ/tissue-specific disease-related effects associated with exposure to different EDCs, the molecular mechanisms underlying these phenomena remain poorly understood. Thus, questions persist regarding (i) the mechanisms by which exposure of cells to EDCs results in the initial formation of epimutations defined here as any change in epigenomic programming, (ii) potential cell-type specific differential susceptibility to epimutagenesis induced by different EDCs, (iii) the potential involvement of relevant hormone receptors and/or genomic hormone response elements in EDC-induced disruption of the epigenome, and (iv) the ability of an EDC-induced epimutated state to persist inter- or transgenerationally despite generational epigenetic reprogramming (Diaz-Castillo et al., 2019).

Questions about molecular mechanisms responsible for EDC-exposure based disruption of normal epigenetic programming have been difficult to interpret in whole animal models due, in part, to the inherent complexity of the intact animal including potential interactions among multiple different organs, tissues, and cell types at the paracrine, metabolic and/or systemic levels. To circumvent this challenge, we opted to expose homogeneous populations of specific cell types in culture to doses of the EDC, Bisphenol S (BPS), that are below the maximum safe limit previously set by the EPA for exposure of humans to the similar estrogen mimetic, Bisphenol A (BPA). In this way, we hoped to learn more about the manner in which direct exposure to a specific EDC induces epimutations and differential gene expression in different individual cell types including somatic cells, pluripotent cells, and germ cells. This approach was designed to distinguish the direct effects of an EDC exposure in vitro from indirect effects that may accrue as the result of an EDC exposure on one cell type inducing a secondary effect on a neighboring or related cell type in vivo.

Previous in vitro studies have demonstrated direct susceptibility of cultured cell types to EDC-induced epimutagenesis, however, those studies were focused on immortalized cancer cell lines that do not necessarily model key cell types involved in normal initial incursion or subsequent intragenerational propagation or inter- or transgenerational transmission of environmentally induced epimutations in vivo (Deb et al., 2016; Goodman et al., 2014; Huang et al., 2019; Karaman and Ozden, 2019; Senyildiz et al., 2017). We chose to examine direct exposure of three key types of cells relevant to environmental exposures and subsequent propagation and transmission of induced epimutations in vivo – somatic cell types known to be responsive to endocrine signaling (Sertoli cells and granulosa cells), pluripotent cells mimicking the preimplantation embryo (iPSCs), and germline cells (PGCLCs).

While there have been reports that have clearly indicated the ability of EDCs to disrupt classical endocrine signaling (Henley and Korach, 2010; Kelce et al., 1995; Swedenborg et al., 2009; vom Saal and Hughes, 2005; You et al., 1998), there exist other reports indicating EDCs can also disrupt non-classical endocrine signaling via nuclear receptors (Ozgyin et al., 2015; Myers et al., 2011), G protein-coupled receptors (Thomas and Dong, 2006), and calcium channel signaling (Brenker et al., 2018). This has further complicated our understanding of the mechanism(s) by which EDC exposure initially induces epimutations, and has particularly confounded insight into the susceptibility of germ cells to EDC-induced epimutagenesis given that germ cells are reported to lack expression of classical endocrine receptors (Meccariello et al., 2014). This is relevant to the effort to understand mechanisms underlying transgenerational epigenetic inheritance of EDC-induced epimutations (Anway et al., 2006; Guerrero-Bosagna et al., 2012; Nilsson et al., 2008) which clearly implicates transmission via the germ line.

The concept of germline transmission of EDC-induced epimutations is further confounded by the known epigenetic reprogramming events that occur in the preimplantation embryo and developing fetal and neonatal germ line. Thus, regardless of how EDC-induced epimutations become initially manifest in the germ line, it is not clear how they subsequently persist and are transmitted inter- or transgenerationally given the large portion of the epigenome that undergoes genome-wide erasure and resetting of epigenetic programming during each generation (Cantone and Fisher, 2013; Lee et al., 2014; Santos et al., 2002; Sanz et al., 2010). In vitro cell culture systems afford the opportunity to focus on individual cell types independently, including somatic cells which are likely initially exposed to most environmental disruptive influences, pluripotent cells which represent the preimplantation embryo in which the first major reprogramming event occurs during normal development, and early germline cells where the second major reprogramming event is initiated in primordial germ cells (PGCs). Importantly, in addition to the potential to study each of these cell types independently, it is possible to induce transitions in cell fate in vitro that model those that occur during normal development, thereby recapitulating normal reprogramming events in a way that can facilitate high resolution studies of the fate of EDC-induced epimutations once they have been induced in any of these cell types.

Here we describe our study of the relative susceptibility to induction of epimutations by direct exposure of four different cell types maintained in culture – somatic Sertoli and granulosa cells, pluripotent iPSCs, and germline PGCLCs – to BPS, followed by our analysis of the fate of epimutations initially induced in mouse iPSCs that are then induced to transition into PGCLCs. We found that there are cell-type specific differences in susceptibility to epimutagenesis and associated dysregulation of gene expression patterns following exposure of these different cell types to a similar dose of BPS below the maximum safe limit established by the EPA for exposure of human cells to BPA (Ribeiro et al., 2019). We further found that BPS induction of epimutations in both pluripotent and somatic cell types that express relevant estrogen receptors (ERs), as well as in germ cells which do not express ERs, suggests disruption of both canonical and non-canonical endocrine signaling. Most interestingly, we found that when iPSCs exposed to BPS were then induced to undergo a major transition in cell fate and related epigenetic reprogramming to form PGCLCs, a similar prevalence of epimutations and DEGs was retained, but, surprisingly, very few (<10%) specific epimutations or DEGs were conserved during this process. This suggests that the initial EDC exposure induces disruption of the chromatin landscape that subsequent epigenetic reprogramming is unable to fully restore. Thus, reprogramming during a major cell fate transition appears to correct many of the initially induced epimutations, but also appears to induce many de novo epimutations, and this imbalance may persist across multiple generations which may contribute to continued transgenerational epigenetic inheritance of EDC-induced phenotypes during succeeding generations.

## Results

### Dose-dependent epimutagenesis response to BPS exposure in iPSCs

To initially assess the extent to which epimutations and dysregulated gene expression can be induced in cells maintained in culture, we exposed mouse iPSCs to three doses of BPS (1, 50, and 100 μM) and measured the impact on the epigenome and transcriptome using the Illumina Infinium Mouse Methylation BeadChip Array and RNA-seq, respectively (Figure 1). 

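RNA from male mouse iPSCs, pluripotent cells that the authors reprogrammed from embryonic fibroblasts of a single fetus, was sequenced in 4 groups of 3 replicates each. BPS at 1, 50 or 100 μM, or the ethanol vehicle alone, was left on the cells in sealed flasks for 24 h, and the cells were then kept without it for a further 24 h. The authors selected poly(A) RNA, prepared strand-specific libraries, checked the reads with FastQC, aligned and counted them per gene on mm10 (GRCm38) with Rsubread, and used edgeR for TMM normalization and CPM. The annotation, the strand setting of the counting and any filter on low counts are not given in the sources used here. Their deposited values are log2 CPM of 22186 genes in all 42 RNA-seq libraries of the study, with a CPM of 0.0313 added before the log, which is worth 1 read in the average library. Dividing the CPM by the value of 1 read gave whole reads for at least 99.9% of values in every library at a tolerance of 0.05 reads, so depths could be recovered. By counted reads, vehicle libraries held 27782761 to 30991751 reads (median 28992436), and the libraries at 1 μM held 34409671 to 36943198 reads (median 35940619). At 50 μM the libraries held 28111640 to 31079851 reads (median 28918049) and at 100 μM 33363935 to 44524376 reads (median 41662857). Each dose was compared with the vehicle in 1 limma fit of the 12 libraries on the deposited values, over 16349 genes with a CPM of at least 0.5 in at least 3 libraries, at a Benjamini-Hochberg adjusted p of 0.05 or less. The filter, the fitting of all 4 groups together and the authors' scaling over cell types as well as doses could each change the counts. The replicates were separate flasks of 1 cell line, and the study does not define them as biological or technical, so that p-values measure only the spread between these samples. Transcripts of rRNA type took 0.148 to 0.629% of the reads in vehicle libraries and 0.114 to 1.02% at 1 μM, against 0.0968 to 0.144% at 50 μM and 0.0983 to 0.152% at 100 μM.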

All three doses of BPS induced individual differentially methylated CpGs (DMCs) as well as differentially methylated regions (DMRs) (Figure 1a), and differentially expressed genes (DEGs) (Figure 1b) when compared to control mouse iPSCs treated with vehicle (EtOH) only. 

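Cyp1a1, a cytochrome P450 of xenobiotic metabolism and the best known target of the aryl hydrocarbon receptor, rose at every dose of BPS. It lies on chromosome 9 from 57687928 to 57703824 of GRCm38, and its level went from 8.83 ± 0.332 to 16.9 ± 1.10 CPM at 1 μM (SD, n = 3), a log2 fold change of 0.93 (standard error 0.104, adjusted p = 2.06e-05). At 50 μM it was at 27.4 ± 2.14 CPM (log2 fold change 1.63, adjusted p = 2.63e-08) and at 100 μM at 24.6 ± 5.07 CPM (log2 fold change 1.45, adjusted p = 6.91e-08). Cyp1b1, a related P450, rose by log2 fold changes of 1.00, 1.77 and 1.73 (adjusted p = 0.00146, 1.17e-06 and 1.69e-06). Of 6 measured targets of this receptor, 4 rose at 1 μM, 4 at 50 μM and 5 at 100 μM, and 0 fell (5, 4 and 5 higher when adjusted over the list alone). The camera test of the list gave adjusted p = 1.56e-04, 1.56e-04 and 2.04e-04, and adjusted p = 0.420 with an estimated correlation at each dose. The annexin gene Anxa2, which encodes a calcium-dependent membrane-binding protein and lies on chromosome 9 from 69453683 to 69491792, went from 11.2 ± 1.49 to 27.4 ± 4.52 CPM at 1 μM (log2 fold change 1.28, standard error 0.125, adjusted p = 7.42e-06), with log2 fold changes of 1.72 and 1.46 at the higher doses. Krt18, a keratin of simple epithelia, rose by 1.25, 1.68 and 1.49, and S100a6, a calcium-binding protein, by 1.07, 1.61 and 1.38 on the log2 scale. Igf2, an imprinted growth factor on chromosome 7 from 142650768 to 142666816, went from 3.55 ± 0.358 to 7.22 ± 1.45 CPM at 1 μM (log2 fold change 1.00, adjusted p = 0.00139). Among the genes that fell, Cacna2d2, a subunit of voltage-gated calcium channels on chromosome 9 from 107399733 to 107529346, had log2 fold changes of -0.83, -0.85 and -1.0 (adjusted p = 1.56e-04 at 1 μM), and Lfng, a glycosyltransferase that modifies Notch receptors, of -0.68, -0.81 and -0.88. In total 1397 genes were differentially expressed at 1 μM (917 higher and 480 lower), 4314 at 50 μM (2139 and 2175) and 5023 at 100 μM (2503 and 2520). Of these, 70, 200 and 265 changed at least 2-fold. All 3 libraries of the dose lay on 1 side of all 3 vehicle libraries for 27.5, 43.9 and 49.2% of the genes tested, where chance gives 10%. At an unadjusted p under 0.05 there were 3946, 6323 and 6843 genes, and limma-voom on the recovered reads called 1184, 3953 and 4968. Of the calls 65.6, 49.6 and 49.8% were higher, and 78.8, 65 and 63.9% after rescaling to the upper quartile. The count at 1 μM was 602 without vehicle replicate 1, 675 without vehicle replicate 2, 645 without BPS replicate 3 and 2134 without BPS replicate 2, and the receptor's targets that rose at 1 μM were 2 without vehicle replicate 2, 2 in a fit of the 6 libraries compared and 1 in a fit of all 42 libraries, where Cyp1a1 and Cacna2d2 did not pass at this dose. With a stricter filter 2, 2 and 3 of these targets rose at the 3 doses. The count at 50 μM was 2449 without BPS replicate 3, 2765 without vehicle replicate 1 and 2814 with the rRNA-type share as a covariate, and that at 100 μM was 3322 without vehicle replicate 1.

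**Figure D1:**
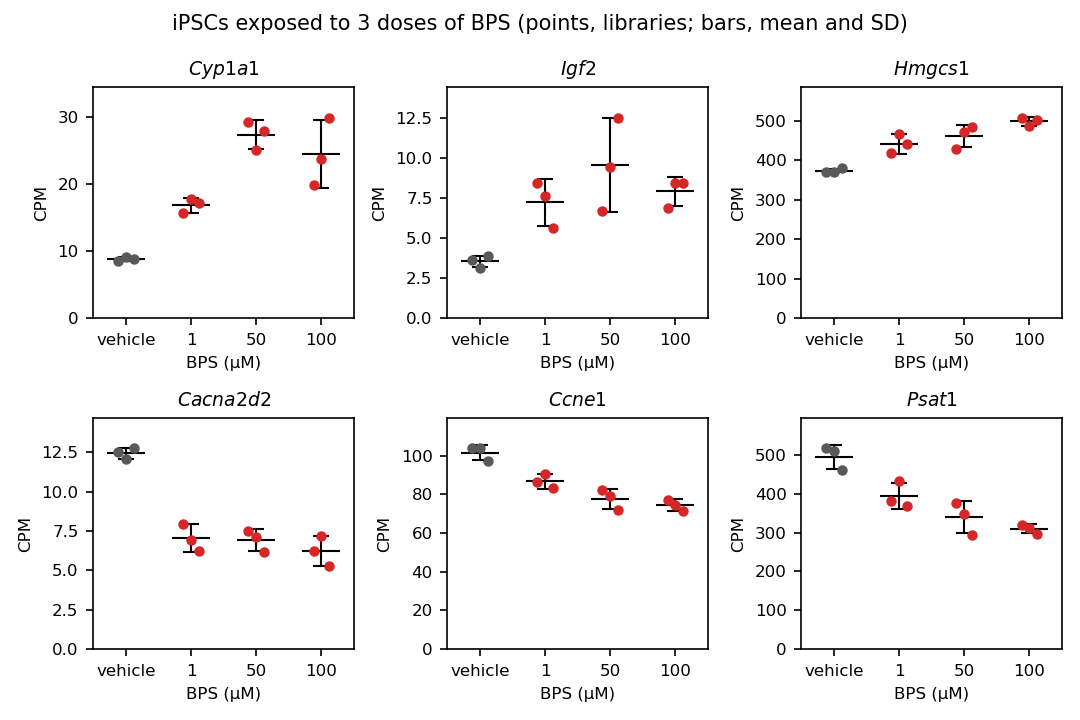
CPM of 6 genes in each of the 12 iPSC libraries at 0, 1, 50 and 100 μM BPS (n = 3 per group). Points are libraries, and bars are the mean and SD of a group. Cyp1a1 lay at 8.83 CPM in the vehicle and at 27.4 CPM at 50 μM, whereas Psat1 went from 495 to 309.7 CPM at 100 μM.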

The extent of this exposure-specific epimutagenesis was correlated with the dose of BPS used. Information regarding the overlap of DMCs/DMRs/DEGs identified for each dose of BPS is shown in Figure 1—figure supplement 1. We observed BPS-induced DMCs within both promoter and gene body regions of a portion of DEGs (17-38%) (Table 1). Importantly, in many cases, we observed a correlation between differential expression of a gene and the presence of DMCs in the promoter region of that gene (Figure 1—figure supplement 2a). These results provided an initial proof of concept that exposure of cells maintained in vitro to an EDC such as BPS can disrupt the epigenome and transcriptome in a dose-dependent manner. 

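Several gene groups in BPS-treated iPSCs held more changed members at the higher doses. Of 27 cell cycle genes, 6 fell at 1 μM, 18 at 50 μM and 21 at 100 μM, while 0, 1 and 0 rose (17, 22 and 22 lower when adjusted over the list alone). Ccne1, the G1/S cyclin E1, went from 102 ± 3.67 CPM in the vehicle to 77.7 ± 5.23 CPM at 50 μM and 74.4 ± 2.98 CPM at 100 μM (log2 fold changes -0.39 and -0.45, adjusted p = 6.84e-05 and 1.49e-05; SD, n = 3). At 100 μM the mitotic kinase gene Aurka changed by -0.34, the anaphase activator gene Cdc20 by -0.33 and the replication licensing gene Mcm5 by -0.31 on the log2 scale. The camera test of the cell cycle list gave adjusted p = 1.54e-06, 5.57e-07 and 4.13e-09, and adjusted p = 0.449, 0.424 and 0.420 with an estimated correlation. Of 22 genes of cholesterol synthesis, 4, 9 and 13 rose at 1, 50 and 100 μM and 0 fell (5, 10 and 15 higher when adjusted over the list alone; camera adjusted p = 0.00779, 4.96e-04 and 8.61e-06, and adjusted p = 0.586, 0.470 and 0.424 with an estimated correlation). Hmgcs1, the HMG-CoA synthase of this pathway, had log2 fold changes of 0.24, 0.30 and 0.41 (adjusted p = 0.00945, 5.24e-04 and 2.21e-05), and the squalene epoxidase gene Sqle reached 0.36 at 100 μM. Of 21 genes of the integrated stress response, which includes the serine synthesis enzymes, 8, 12 and 14 fell and 1, 2 and 2 rose (10, 13 and 15 lower when adjusted over the list alone). Psat1, a serine synthesis enzyme, had a log2 fold change of -0.55 at 50 μM and -0.68 at 100 μM (adjusted p = 4.50e-05 and 5.41e-06), and Phgdh, the first enzyme of that route, of -0.39 and -0.50. Against these, the list member Atf5, a stress-induced transcription factor, rose by 0.42 at 1 μM and 0.51 at 50 μM. The list gave camera adjusted p = 0.00322, 5.17e-04 and 2.99e-05, and adjusted p = 0.420 with an estimated correlation at each dose. Transcripts of rRNA type, 10 genes listed after the values were seen, moved with the 2 higher doses: 1 fell at 50 μM and 5 at 100 μM, with medians of -1.38 and -1.45 on the log2 scale. At 1 μM the lower cell cycle genes were 1 without vehicle replicate 1, vehicle replicate 2 or BPS replicate 3, 11 without BPS replicate 2, 3 after upper-quartile rescaling and 2 in a fit of the 6 libraries compared, the cholesterol genes that rose were 1 without vehicle replicate 2 and 2 in that fit, and the lower stress response genes were 1, 2, 4 and 2 without vehicle replicates 1 and 2 and BPS replicates 1 and 3 and 3 to 5 with no filter, upper-quartile rescaling, the 6-library fit, the 42-library fit or the rRNA-type covariate. At 50 μM the lower cell cycle genes were 11 without BPS replicate 3, and the lower stress response genes were 6 without vehicle replicate 2 and 7 with the rRNA-type covariate. From the larger effects at higher doses the paper reasons that the disruption depended on the dose, and it takes this experiment as proof of concept for an in vitro model.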

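At 1 μM BPS, 8 of 27 measured imprinted genes were higher than in the vehicle and 1 was lower (11 and 3 when adjusted over the list alone). Plagl1, a zinc finger regulator of imprinted genes on chromosome 10 from 13090832 to 13131694, went from 61.8 ± 1.95 to 77.3 ± 5.40 CPM (SD, n = 3; log2 fold change 0.32, standard error 0.0544, adjusted p = 0.00113). The paternally expressed gene Peg10 had a log2 fold change of 0.60 (standard error 0.127, adjusted p = 0.00575). Of 15 WNT target genes 6 rose and 0 fell (6 higher when adjusted over the list alone), among them Rnf43, a ubiquitin ligase that removes WNT receptors (0.99 on the log2 scale, adjusted p = 2.72e-04), and Wls, which carries WNT proteins to the cell surface (0.44, adjusted p = 0.00125). In the NODAL and TGF-beta pathway 4 of 13 genes fell and 0 rose (7 lower and 1 higher when adjusted over the list alone), and the NODAL antagonist Lefty1 went from 17.8 ± 1.46 to 12.1 ± 0.898 CPM (log2 fold change -0.56, adjusted p = 0.00398). Of 16 germline genes known to be silenced by promoter methylation, 3 rose and 0 fell (4 higher when adjusted over the list alone), with a log2 fold change of 0.70 for Dazl, an RNA-binding protein of germ cells (adjusted p = 5.33e-04). The camera tests gave adjusted p = 5.17e-04 for the imprinted genes, 0.0208 for the WNT targets, 0.0198 for the NODAL and TGF-beta pathway and 0.00400 for the germline genes. These were adjusted p = 0.420, 0.468, 0.420 and 0.420 with an estimated correlation. Over all DEGs at this dose the median absolute log2 fold change was 0.34. Without vehicle replicate 1 the imprinted genes that rose were 5 and the NODAL and TGF-beta genes that fell were 2, and without vehicle replicate 3 the WNT targets were 3 and the germline genes 1. The WNT targets were also 3 without BPS replicate 3, and in a fit of all 42 libraries the WNT targets were 3, the NODAL and TGF-beta genes 2 and the germline genes 1.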

Interestingly, exposure to 1 µM BPS induced very few DMRs, but did induce widespread DMCs and DEGs. Because 1 μM BPS is below the FDA’s suggested safe environmental level established for exposure of humans or intact animals to BPA (Ribeiro et al., 2019), and was sufficient to induce DMCs and dysregulated gene expression on all chromosomes in our cultured iPSCs, we utilized this dose and focused solely on DMCs when assessing epimutations in all subsequent experiments (Table 1).

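Genes that changed at 1 μM BPS were found on all 20 chromosomes that are autosomes or the X, with at least 30 on each. The share of tested genes that were differentially expressed ran from 5.73% on chromosome 17 to 11.5% on chromosome 6. Cyp1a1 and Anxa2 both lie on chromosome 9, Krt18 on chromosome 15, and Phlda1, a pleckstrin homology domain gene with a log2 fold change of 0.98 (adjusted p = 9.65e-04), on chromosome 10. Pik3r3, a regulatory subunit of PI3K, lies on chromosome 4 from 116221400 to 116303056 and had a log2 fold change of 0.61 (standard error 0.0618, adjusted p = 1.10e-05). On the Y chromosome 1 gene was called at this dose. At 50 and 100 μM every one of the same 20 chromosomes held at least 104 and 111 DEGs.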

**Figure 1.**
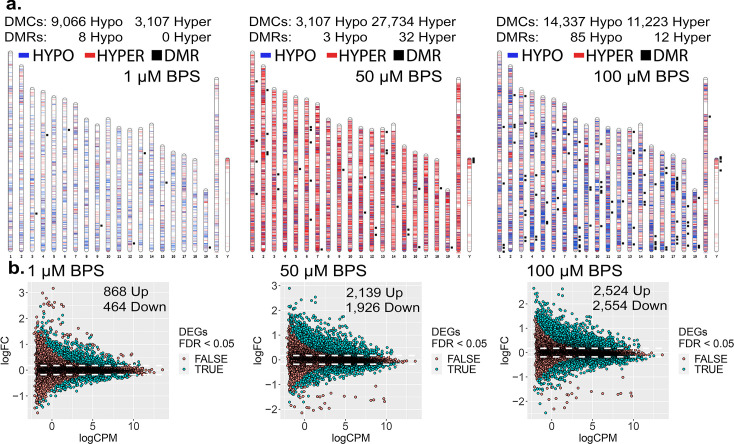
Dose-dependent impact of epimutagenesis measured in iPSCs exposed to 1, 50, and 100 μM BPS. (**a**) Ideogram plots displaying chromosomal distribution of genome-wide changes in DNA methylation caused by BPS exposure. (**b**) Mean difference (MD) plots of changes in gene expression following exposure to increasing doses of BPS. Exposure to increasing doses of BPS induced higher, although plateauing numbers of DMCs, DMRs, and DEGs. Blue horizontal lines = hypomethylated DMCs, red horizontal lines = hypermethylated DMCs, black squares = DMRs.

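Cyp1a1 was higher at 50 μM than at 1 μM BPS, by 0.70 on the log2 scale (standard error 0.104, adjusted p = 0.0289), and it was the only gene called between these doses. It was also higher at 100 μM than at 1 μM (log2 difference 0.52, adjusted p = 0.0290). Between the same doses Meg3, an imprinted noncoding RNA, differed by 0.43 (adjusted p = 0.0175), the serine synthesis enzyme gene Psat1 by -0.34 (adjusted p = 0.0479) and the cancer/testis gene Ct55 by -0.43 (adjusted p = 0.0479). From 1 to 100 μM 72 genes were called, 53 higher and 19 lower. From 50 to 100 μM 9 genes were called, 4 higher (Prlr, the prolactin receptor, at 0.61, and Nova2, G530011O06Rik and Slfn8_1) and 5 lower (Dll1, Serpinh1, Htr5a, Khdc1c and Ccdc124), named here after their values were seen. These comparisons of doses were added after the counts against the vehicle were seen. At an unadjusted p under 0.05 there were 1370 genes from 1 to 50 μM, 1472 from 50 to 100 μM and 2773 from 1 to 100 μM. Among genes called against the vehicle at every dose, the median absolute log2 fold change was 0.34 at 1 μM, 0.45 at 50 μM and 0.45 at 100 μM. Of these genes 78.9% changed more at 100 than at 1 μM, and 47.5% changed more at 100 than at 50 μM.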

**Figure 1—figure supplement 1.**
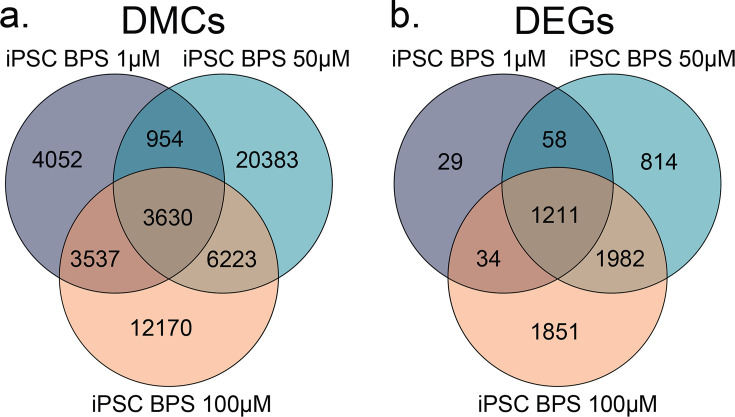
Overlapping DMCs and DEGs found among dose-dependent responses to BPS exposure. Venn diagrams of overlapping (**a**) DMCs and (**b**) DEGs identified when comparing iPSCs exposed to increasing doses of BPS (1, 50, and 100 μM). We detected an average of 51.25% overlap among DMCs and an average of 80.45% overlap among DEGs within each respective cell type across the different doses of BPS.

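Every one of the 1274 genes called at all 3 doses changed in the same direction at each, 853 higher and 421 lower. Among them were Anxa2, Krt18, Cyp1a1 and Cacna2d2, and Cyba, a subunit of the NADPH oxidase, with log2 fold changes of 0.99, 1.34 and 1.28 (adjusted p = 1.31e-05, 1.41e-07 and 2.31e-07). A further 2050 genes were called at 50 and 100 μM only, 60 at 1 and 50 μM only and 34 at 1 and 100 μM only, whereas 29, 930 and 1665 were called at 1, 50 or 100 μM alone. For each dose, the share of its DEGs that was called at 1 or both of the other doses was 97.9% at 1 μM, 78.4% at 50 μM and 66.8% at 100 μM, on average 81.1%. The doses shared their vehicle libraries, which by itself makes changes alike. In 100 simulations of groups with no change against those libraries, log2 fold changes across genes correlated at 0.498 between 1 and 50 μM and 0.499 for either other pair, against observed values of 0.779 (1 and 50 μM), 0.741 (1 and 100 μM) and 0.861 (50 and 100 μM). Genes are not independent replicates. The observed covariances of 0.0592, 0.0589 and 0.0863 lay above the simulated covariance by 0.0482, 0.0478 and 0.0752. At most 1 gene was called in both of a simulated pair, against 1334, 1308 and 3324 observed. Independent lists of these sizes would share 369, 429 and 1325 genes, 120.0, 140.4 and 328 of them higher in both and 63.9, 74.0 and 335 lower in both, against 886, 872 and 1717 higher and 448, 436 and 1607 lower. With 3 vehicle libraries the controls could not be split into parts of at least 2 each, so part of the excess may come from the shared controls. The 1274 genes became 567 without vehicle replicate 1, 632 without vehicle replicate 2, 597 without 1 μM replicate 3 and 698 in fits of the 6 libraries compared.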

**Figure 1—figure supplement 2.**
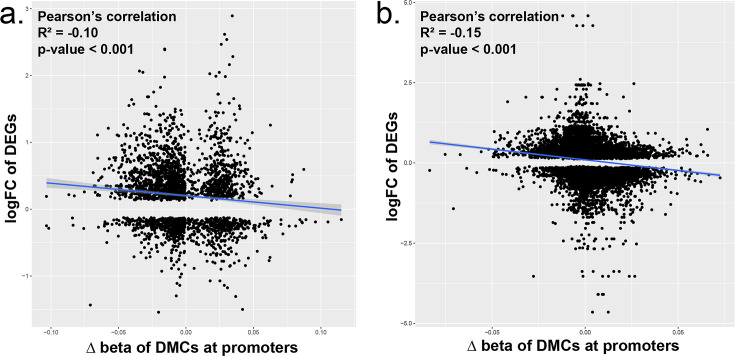
Relationship between DMCs at promoters and DEGs. We compared the correlation between the differential expression of genes and the presence of DMCs in the promoter region of that gene in (**a**) iPSCs exposed to increasing doses of BPS (1, 50, and 100 μM) or (**b**) Sertoli, Granulosa, iPSCs, and PGCLCs. We found that there was a significant negative correlation indicating in our data that promoters that had a loss of DNA methylation tended to also have higher upregulation of gene expression and vice versa when observing hypermethylation and downregulation of gene expression.

**Figure 1—figure supplement 3.**
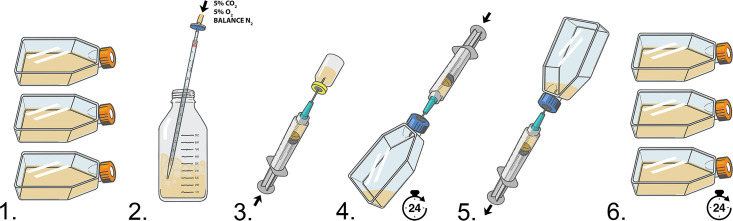
Chemical exposure experimental workflow. (**1**) Cells are passaged into T-25 flasks with filter caps. (**2**) Mixed blood gas (carbon dioxide 5%, oxygen 5%, and balance nitrogen) is filtered and bubbled into media to prepare media to be mixed with diluted chemical treatment and added to air-tight cell culture flasks. (**3**) Media is transferred into glass vials and diluted chemical is added. (**4**) T-25 filter caps are replaced with air-tight caps with septums and cell media containing chemicals is added via syringe and left for 24 hr. (**5**) After 24 hr, chemical-containing media is removed and cells are washed with buffer. (**6**) T-25 air-tight septum caps are replaced with filter caps and cells are cultured for an additional 24 hr ‘chase’ period.

**Figure 1—figure supplement 4.**
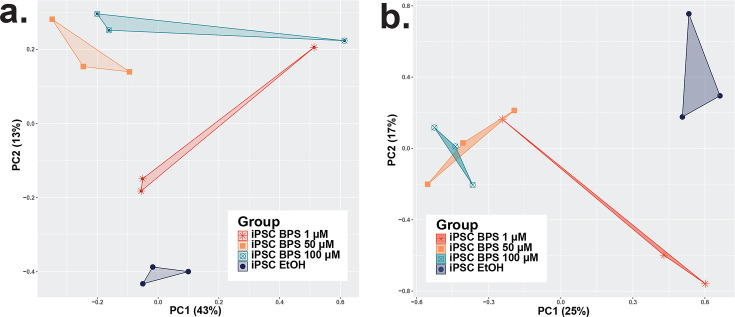
Consistency among iPSC replicates and variation between RNA-seq and DNA methylation Infinium Beadchip array experimental and control groups. Plots displaying principle component analyses of data from the BPS dose determination experiments showing dose-dependent susceptibility to BPS in iPSCs utilizing data from (**a**) DNA methylation data from Infinium Beadchip array analysis and (**b**) gene expression data from bulk RNA-seq analysis. The dimensional reduction of the variation in plots demonstrates a partially additive dose-dependent relationship between the concentration of BPS added to the media and an increasing distinction between the control and treated samples, although this relationship plateaued at higher doses of BPS.

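In a principal component analysis of the 12 iPSC libraries, the first component took 34.9% of the variance and the second 11.7%. On the first component the vehicle libraries lay between 20.5 and 29.2, the 1 μM libraries between -4.09 and 4.72, the 50 μM libraries between -20.7 and -3.99 and the 100 μM libraries between -15.3 and -14.6. No dose group overlapped the vehicle group on this component, the ranges at 1 and 50 μM overlapped between -4.09 and -3.99, and the range at 100 μM lay within that at 50 μM. Cyba, Igf2 and the calcium channel subunit gene Cacna2d2 did not overlap between vehicle and any dose.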

**Figure 1—figure supplement 5.**
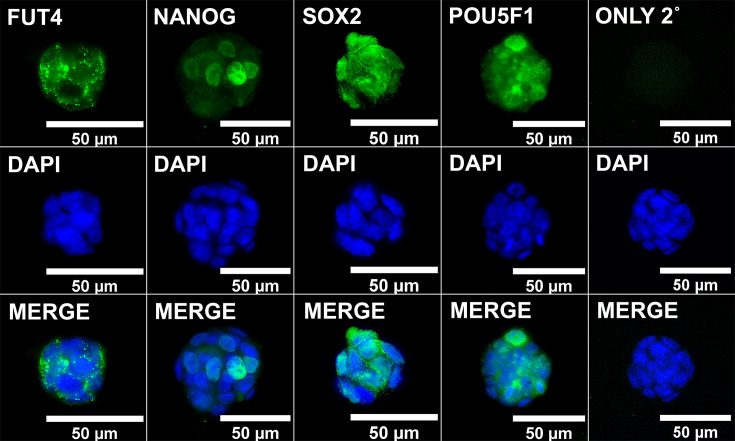
ICC validation of MF5-9-1 iPSCs. iPSCs from reprogrammed MEFs were validated for immunolabeling with known pluripotency markers along with negative control results when labeling was conducted with the secondary antibody only (ONLY 2°).

**Table 1.** DEGs containing DMCs observed in iPSC exposed to increasing doses of BPS.

DEGs containing DMCs	iPSC 1 μ**M**	iPSC 50 μ**M**	iPSC 100 μ**M**
Promoter	264 (19.82%)	693 (17.04%)	1136 (22.37%)
Gene body	436 (32.73%)	1541 (37.91%)	1934 (38.08%)

### Cell-type specific susceptibility to induction of epimutations following BPS exposure

We next sought to determine if different key cell types – somatic, pluripotent or germ – are differentially susceptible to induction of epimutations in response to direct exposure of each to a similar dose of BPS. Thus, we exposed pluripotent (iPSCs), somatic (Sertoli and granulosa cells), and germ (PGCLCs) cell types to 1 μM BPS and measured changes in DNA methylation patterns. We identified exposure-specific DMCs in each exposed cell type relative to its corresponding control (exposed to carrier only; Figure 2a). We observed overall differences among the different cell types in total numbers of DMCs, with iPSCs showing the highest number of DMCs, followed by Sertoli cells and granulosa cells, and then PGCLCs, respectively (Table 2).

**Figure 2.**
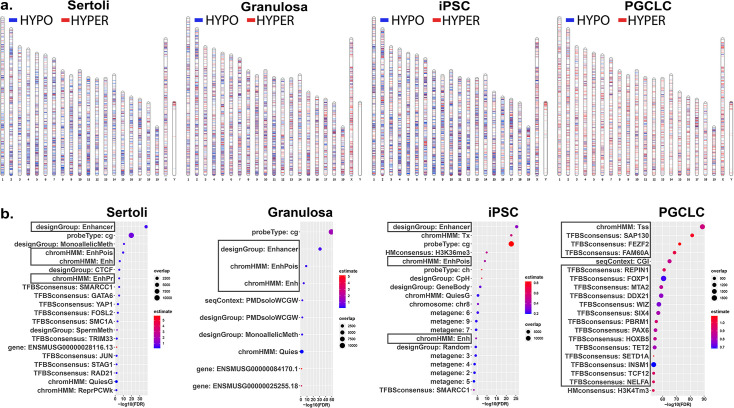
Chromosomal distributions and annotations of BPS-induced epimutations in pluripotent, somatic, and germ cell types. (**a**) Ideograms illustrating chromosomal locations of DMCs induced by exposure of each cell type to 1 μM BPS. Blue horizontal lines = hypomethylated DMCs, red horizontal lines = hypermethylated DMCs. (**b**) Enrichment plots indicating feature annotations in genomic regions displaying prevalent BPS-induced epimutations in each cell type. Dot size = number of overlapping DMCs with specific annotation, dot color = enrichment score reflecting the relative degree to which epimutations occurring in a specific annotated class are overrepresented.

**Figure 2—figure supplement 1.**
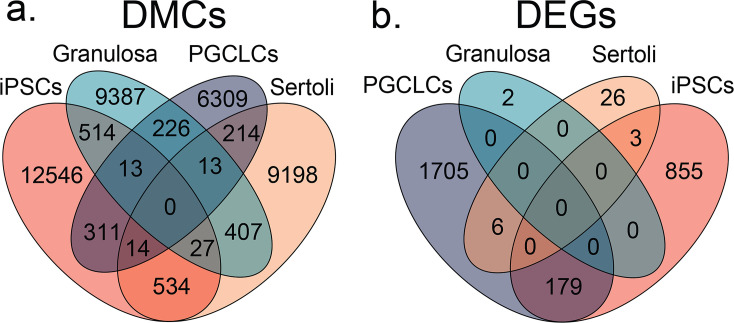
Overlapping DMCs and DEGs found among cell-type specific responses to BPS exposure. Venn diagrams of overlapping (**a**) DMCs and (**b**) DEGs identified when comparing iPSCs, granulosa cells, Sertoli cells, and PGCLCs exposed to the established minimum dose of 1 μM of BPS. We only detected an average of 11.05% among DMCs and 13.26% among DEGs between different cell types.

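Pfkfb3, an enzyme that speeds glycolysis, responded differently to 1 μM BPS in PGCLCs, cells that resemble primordial germ cells, in tests of the difference itself: the log2 difference was -1.49 (standard error 0.0835, adjusted p = 3.66e-09) from Sertoli cells of the testis and -1.50 (adjusted p = 3.35e-09) from granulosa cells of the ovary. For the hexokinase gene Hk2 these differences were -0.62 (adjusted p = 5.64e-07) and -0.74 (adjusted p = 5.81e-08). Cdk1, the kinase that drives entry into mitosis, and Ube2c, a ubiquitin-conjugating enzyme of mitotic exit, had log2 differences in response between Sertoli and granulosa cells (Sertoli minus granulosa) of 0.35 (standard error 0.0540, adjusted p = 0.00268) and 0.41 (adjusted p = 0.00132). For Gsta4, a glutathione transferase, this difference was -0.54 (adjusted p = 2.50e-04), and for Clu, the secreted chaperone clusterin, it was -0.46 (adjusted p = 0.00724). In limma fits of 18439 genes, 164 differed in their response between Sertoli and granulosa cells, 2527 between PGCLCs and Sertoli cells and 1836 between PGCLCs and granulosa cells (2328, 4972 and 4232 at an unadjusted p under 0.05). PGCLCs were exposed in aggregates and collected after 8 h without BPS, and the somatic cells were exposed in flasks and collected after 24 h. The differences with PGCLCs therefore cannot separate cell type from recovery time and form of exposure. Of 100 splits of the Sertoli and granulosa libraries drawn, the real one included, 5 gave a count as large as 164, 1 of them with the labels of one cell type exchanged and 3 with the Sertoli grouping kept, and the 74 splits that kept neither grouping gave at most 4. With the PGCLC grouping kept and the somatic libraries regrouped, splits reached 2427 genes against Sertoli cells and 2128 against granulosa cells, and with neither grouping kept 3 and 37. For each of the 4 cell types, the share of its DEGs called in at least 1 other type was 35.1% in Sertoli cells, 50.6% in granulosa cells, 39.5% in iPSCs of the dose series and 16.6% in PGCLCs, on average 35.5%. Of 6062 genes called in any of them, 853 were called in at least 2 and 4 in all (Gsn, Lgals1, Sulf1, Tubb6, named here after their values were seen). Sertoli and granulosa cells shared 61 DEGs, 48 of them in the same direction, where independent lists would share 21.5 (Fisher's exact test, one-sided, p = 1.13e-13). Sertoli cells and PGCLCs shared 199, 68 of them in opposite directions, where 222 would be shared (p = 0.972 by the same exact test), and granulosa cells and PGCLCs 120, of which 64 went in opposite directions, where 104 would be shared (p = 0.0358, adjusted p = 0.0669 over the pairs of comparisons). iPSCs shared 68 DEGs with Sertoli cells, 44 of them in opposite directions (66 for independent lists, p = 0.417), 72 with granulosa cells, 7 in opposite directions (30.0, p = 1.49e-12) and 467 with PGCLCs, 213 in opposite directions (364, p = 4.82e-11). The exact test treats genes as independent, which they are not, so its p-values may overstate the evidence. Log2 fold changes over all genes had a Pearson r of -0.0757 for Sertoli and granulosa cells. It was -0.0323 for iPSCs and granulosa cells and -0.017 for iPSCs and PGCLCs. Spearman's rho was 0.0826, 0.141 and 0.031 in the same order. With the iPSCs of a second experiment in place of the dose series the average was 32.0%, with an iPSC share of 50% from 2 DEGs. This average was 19.5% without any single 1 of vehicle replicates 1, 2 and 3 and BPS replicates 1 and 3 of these iPSCs. It was 21.1% with the stricter filter, 20.2% by limma-voom and 19.6% with the rRNA-type share as a covariate. In all of these 0 iPSC DEGs were called, and their undefined share was averaged in as 0%, which lowers the average. It was 15.7% in a fit of all 42 libraries, with 2046 iPSC DEGs, where the 35.5% became 14.9%. With only the other 3 cell types it was 26.0%, with 14 genes in all 3. The 853 genes became 532 when all 18 libraries of the other 3 cell types entered 1 fit, 185 in a fit of all 42 libraries and 557 with the rRNA-type share as a covariate.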

**Figure 2—figure supplement 2.**
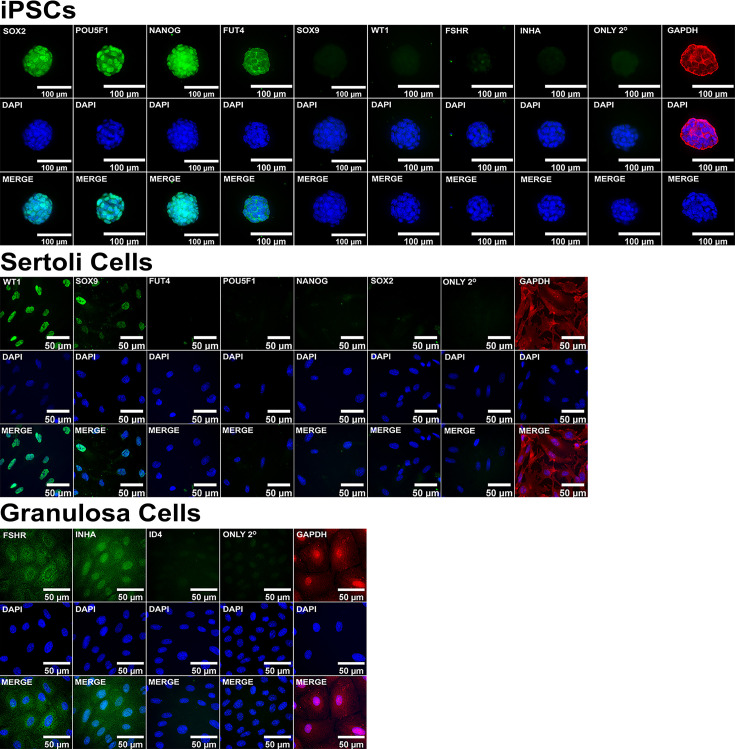
ICC control staining of cell type-specific markers. Validation of immunolabeling for known pluripotent and somatic cell type markers in iPSCs, Sertoli Cells, and Granulosa cells along with negative secondary antibody only (ONLY 2°) and positive (GAPDH) controls.

**Figure 2—figure supplement 3.**
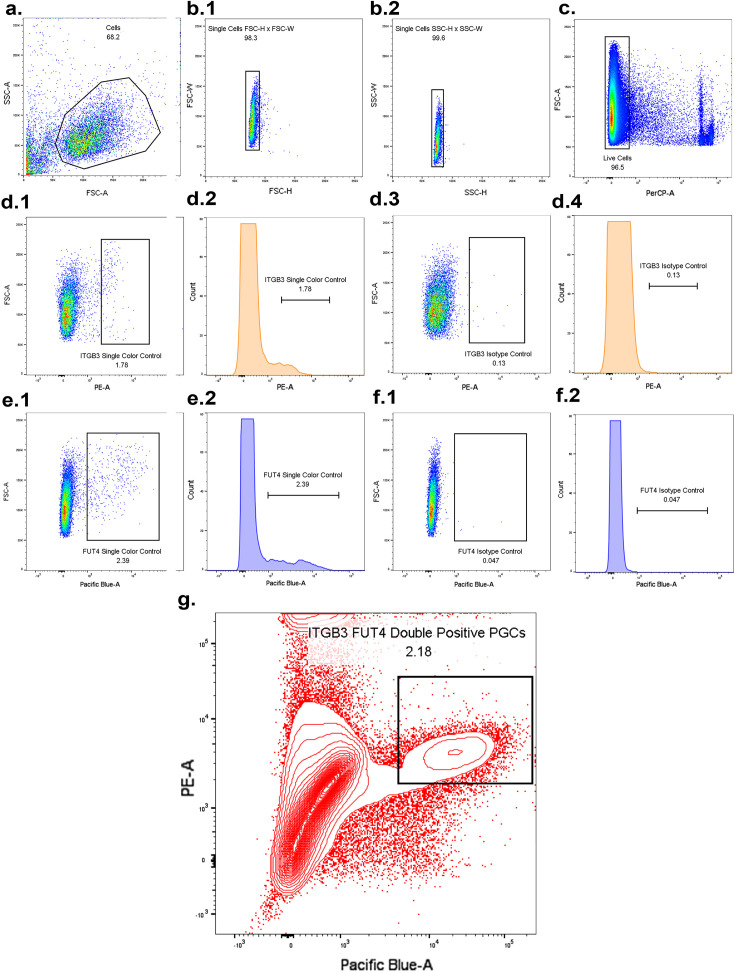
FACS sorting for ITGB3/FUT4 enriched primordial germ-cell like cells. (**a**) Gating for cells. (**b**) (1–2) Gating for singlet cells. (**c**) Gating for live cells. (**d**) (1–2) Single color control ITGB3-positive cells. (**d**) (3–4) IgG isotype control. (**e**) (1–2) Single color control FUT4-positive cells. (**f**) (3–4) IgG isotype control. (**g**) Sorting for PGCLC-enriched ITGB3/FUT4 double positive population (2.18% of total cells).

**Figure 2—figure supplement 4.**
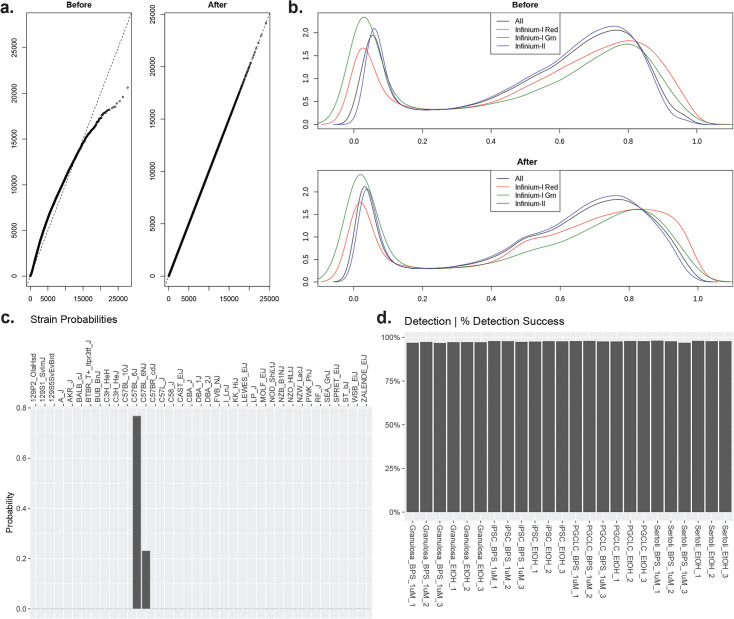
Quality control for Infinium Mouse Methylation BeadChip Array data. (**a**) Non-linear correction of dye bias removal from sample data. (**b**) Background signal subtraction from samples to limit noise. (**c**) Prediction of correct C57B6 mouse strain from samples included in the study based on built-in controls on Infinium Mouse Methylation BeadChip Array. (**d**) Average CpG probe detection success of 97.58% across all samples indicating efficient bisulfite conversion of all samples.

**Table 2.** Treatment-specific differentially methylated sites (DMCs) (treated vs. control).

DMCs	Sertoli	Granulosa	iPSCs	PGCLCs
Hypomethylated*	7385	6444	9651	2315
Hypermethylated^†^	3022	4143	4308	4785
Total	10,407	10,587	13,959	7100

* A CpG site that was predominantly methylated in the control samples but unmethylated in the exposed samples.

† A CpG site that was predominantly unmethylated in the control samples but methylated in the exposed samples.

Interestingly, among the exposure-specific DMCs identified in each cell type, we observed predominantly hypomethylated DMCs in the somatic and pluripotent cell types, but predominantly hypermethylated DMCs in PGCLCs (Table 2). These findings confirm that there are both quantitative differences among cell types in overall susceptibility to epimutagenesis, and qualitative cell-type specific differences in the prevalence of hypo- versus hypermethylated DMCs following exposure to BPS. The latter likely reflects the fact that the epigenome in PGCs is naturally more hypomethylated than that in pluripotent or somatic cell types (Hajkova, 2011), enhancing the likelihood that most changes in DNA methylation induced in PGCLCs will necessarily involve hypermethylation.

### Annotation of BPS-induced epimutations

As we only found an average of 11.05% direct overlap in DMCs between two or more cell types and no overlapping DMCs shared between all cell types (Figure 2—figure supplement 1), we next analyzed annotations associated with genomic sites of BPS exposure-specific DMCs in each cell type. We mined annotations associated with genomic regions included on the Infinium array and found that a substantial group of exposure-specific DMCs was associated with enhancer regions in the two somatic (Sertoli and granulosa) and one pluripotent (iPS) cell types exposed to BPS, while in PGCLCs BPS-induced DMCs were more prevalent at promoter regions containing transcription start sites (TSSs) and transcription factor binding sites (Figure 2b), indicative of yet another qualitative cell-type specific difference in induction of epimutations by the same dose of BPS.

### Relationship between susceptibility to BPS-induced epimutagenesis and expression of relevant hormone receptors

As EDCs are thought to induce epimutations via disruption of classical hormonal signaling (Henley and Korach, 2010; Kelce et al., 1995; Swedenborg et al., 2009; vom Saal and Hughes, 2005; You et al., 1998), we next sought to determine if the differential extent of BPS induction of epimutations we observed in different cell types was associated with differential expression of relevant hormone receptors in each. We performed immunocytochemistry (ICC) to detect the presence of the relevant estrogen receptors – ERα and ERβ, while co-staining for cell-type specific markers (WT1 [Sertoli cell marker], FSHR [granulosa cell marker], FUT4 [iPSC marker], and NANOG [PGCLC or endogenous PGC marker]) to confirm the identity of the four cultured cell types examined in this study (Sertoli cells, granulosa cells, iPSCs and PGCLCs), as well as endogenous mouse PGCs (Figure 3a). Both somatic cell types (Sertoli and granulosa) showed positive immunolabeling for both ERα and ERβ, whereas the pluripotent cells showed positive immunolabeling for ERβ, but negative immunolabeling for ERα, and the PGCLCs and endogenous PGCs showed negative immunolabeling for both ERα and ERβ. Importantly, the latter result is consistent with previous reports of lack of expression of either ERα or ERβ at the protein level in endogenous PGCs (Meccariello et al., 2014).

**Figure 3.**
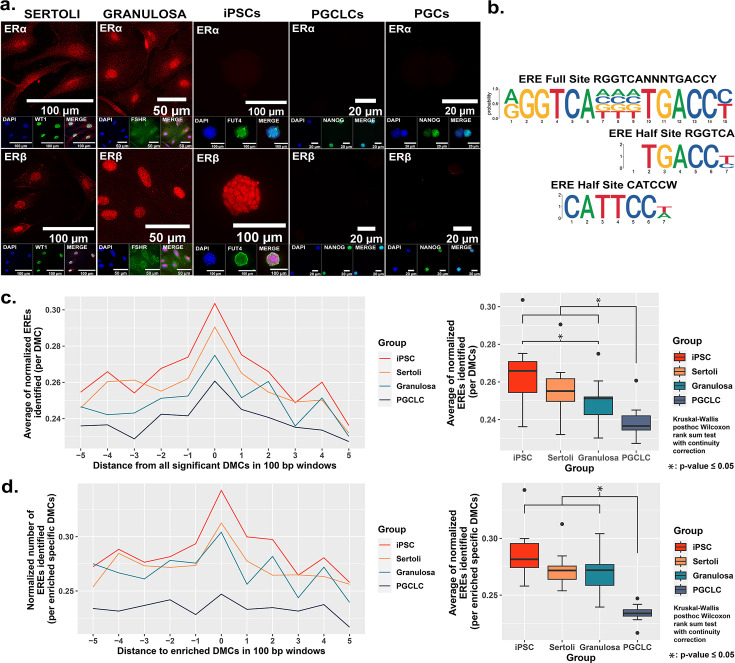
Correlation between cell-type specific expression of estrogen receptors and density of genomic EREs associated with BPS-induced epimutations. (**a**) Assessment of expression of ERα and ERβ by cell types co-stained for known cell-type specific markers. Somatic cell types express both receptors, pluripotent cells express ERβ but not ERα, and germ cells do not express either estrogen receptor. (**b**) Motif plots displaying the full ERE consensus sequence and the more biologically relevant ERE half-site motifs found to be enriched from ERα ChIP-seq. (**c,d**) Normalized density plots and box plots displaying the frequency of ERE half-sites identified (**c**) within 500 bp of all BPS-induced DMCs genome-wide, or (**d**) within 500 bp of the most enriched categories of BPS-induced DMCs in each cell type (=enhancer regions for somatic and pluripotent cell types and promoter regions in the germ cell type).

**Figure 3—figure supplement 1.**
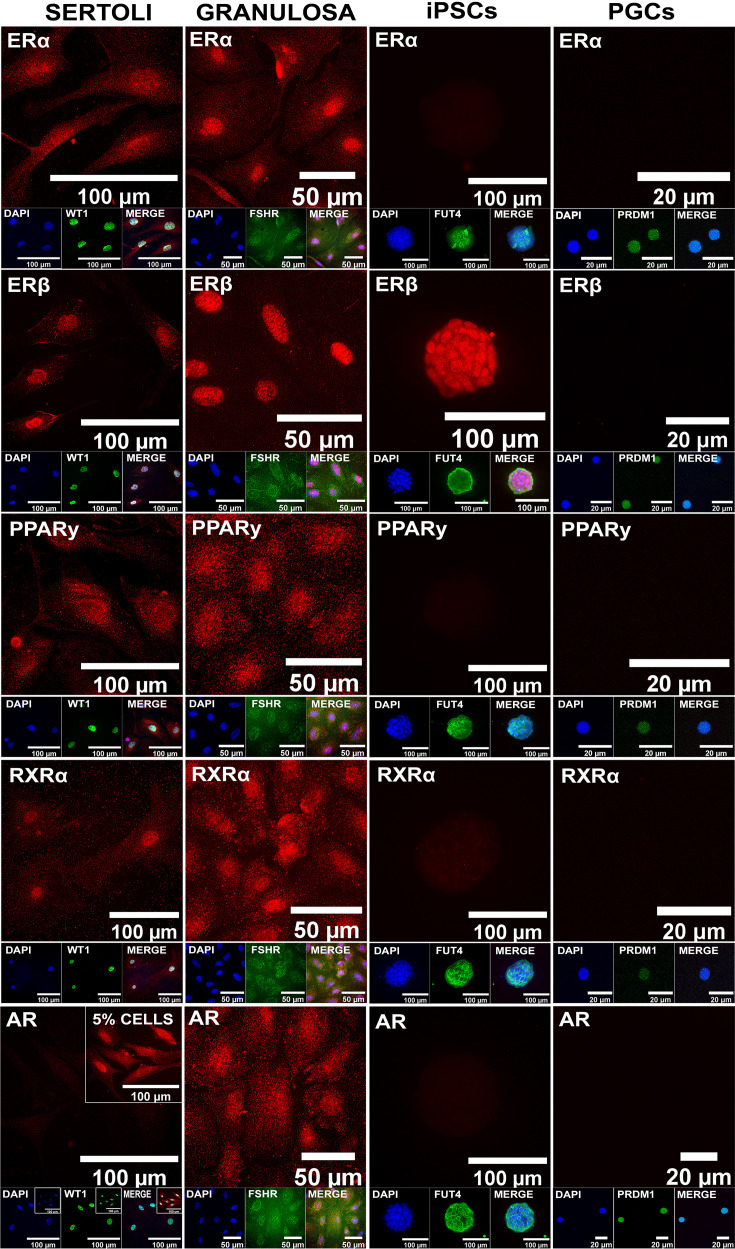
Assessment of expression of additional endocrine receptors potentially involved in cell type-specific responses to BPS exposure. Immunocytochemistry staining of expression of ERα, ERβ, PPARγ, RXRα, and AR is shown, along with staining for known cell-type-specific markers. Somatic cell types express all receptors, pluripotent cells express ERβ but not ERα, PPARγ, RXRα or AR, and germ cells do not express any of the endocrine receptors.

**Figure 3—figure supplement 2.**
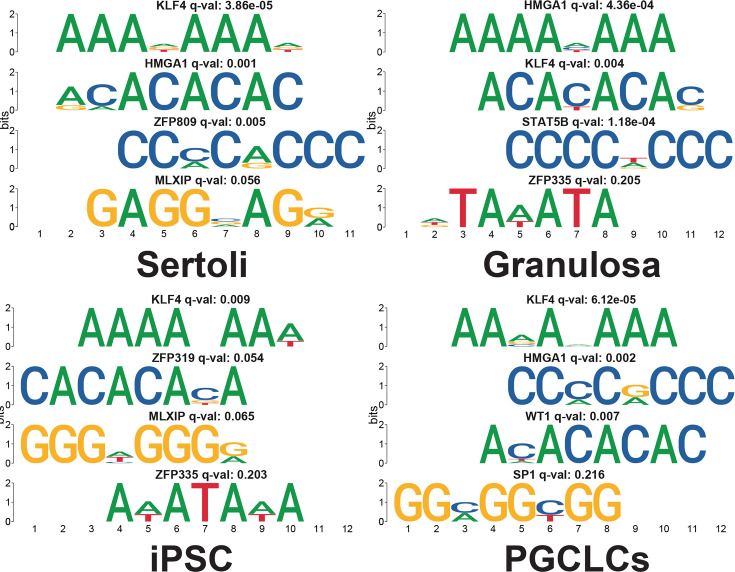
Motifs near enriched DMCs. Identification of the top 4 motif sequences (e-value <0.05) within 500 bp of cell type-specific enriched DMCs that were either associated with enhancer regions in Sertoli, granulosa, and iPS cells or with transcription factor binding sites in PGCLCs. Each motif was compared with the JASPAR database for potential transcription factor binding capability associated with the motif. Transcription factors with potential binding capability are listed above each corresponding motif along with the adjusted p-value (q-value) of the association. Interestingly we see that the two most common motifs across all cell types were associated with either the chromatin remodeling transcription factor HMG1A or the pluripotency factor KLF4.

**Figure 3—figure supplement 3.**
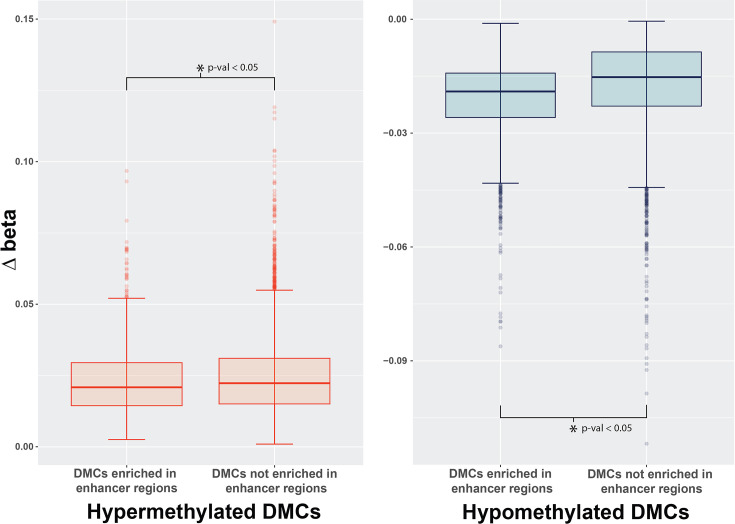
Comparison of delta beta values at significant DMCs. Analysis of the differences in beta values at DMCs from Sertoli, Granulosa, and iPSCs that were enriched at enhancer regions and associated with closer proximity to ERE elements or DMCs that were not enriched at enhancers that had a lower frequency of ERE elements in close proximity. Box plots display a high degree of similarity in the delta beta intensities measured for these specific DMCs in BPS-treated samples vs control samples. Interestingly, the differences between the distribution of beta values were sufficient to be significant based on the two-sample Kolmogorov-Smirnov test. These observed differences indicate that there is higher variability of the delta betas associated with hypomethylated changes occurring at DMCs associated with enhancers but not hypermethylation indicating a trend for a higher proportion of cells to have hypomethylated changes at these specific regions.

**Figure 3—figure supplement 4.**
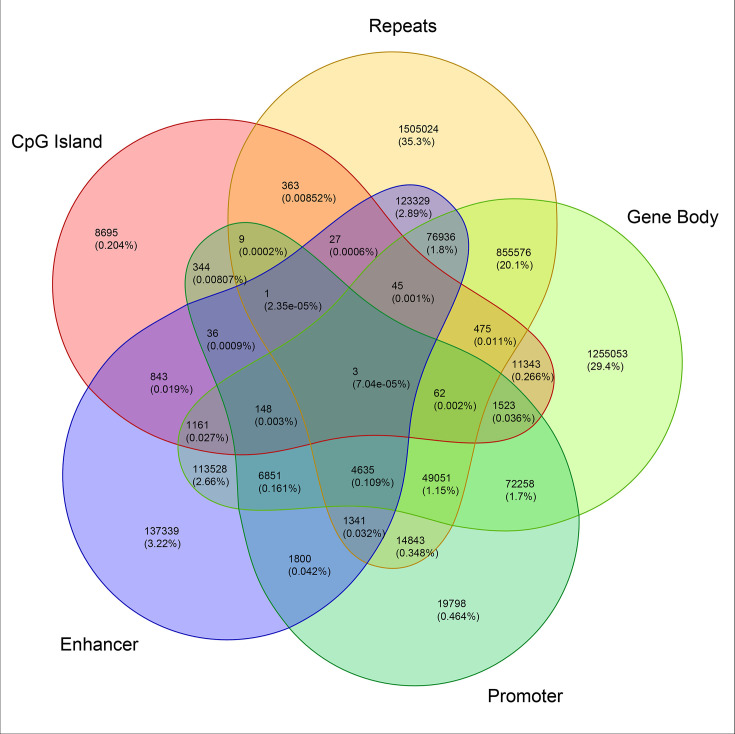
Genome-wide annotation of ERE half-sites. Venn diagram displaying the identification of ERE half-sites localized in known genic and intergenic regions.

These results demonstrate cell-type specific differences in expression of hormone receptors (ERα and ERβ) which are potentially relevant to the disruptive action of the estrogen mimetic, BPS. We noted that expression of at least one potentially relevant hormone receptor (ERβ) in either somatic or pluripotent cells correlated with a higher incidence of DMCs induced by exposure of somatic or pluripotent cell types to 1 µM BPS relative to the incidence of DMCs induced by exposure of PGCLCs, which do not express either estrogen receptor, to the same dose of BPS (Table 2). Nevertheless, we did still observe induction of DMCs when PGCLCs were exposed to BPS, demonstrating that expression of relevant canonical hormone receptors is not an absolute requirement for induction of epimutations in response to an EDC. To exclude the possibility that the observed susceptibility in germ cells could be correlated with the presence of other endocrine receptors that could interact with BPS, we performed additional ICC for the presence of AR, PPARγ, and RXRα and found they were all absent as well in endogenous PGCs (Figure 3—figure supplement 1). This result and our observation noted above that somatic and pluripotent cell types showed a higher incidence of epimutations at apparent enhancer regions while germ cells showed a higher epimutation incidence at apparent promoter regions reveal cell-type specific differences in susceptibility to induction of epimutations by exposure to the EDC, BPS.

### Proximity of BPS-induced epimutations to genomic EREs

The relatively higher incidence of BPS-induced epimutations in cell types expressing one or both estrogen receptor(s) suggests BPS-induced epimutagenesis may be manifest, at least in part, through canonical endocrine signaling pathways. If this is the case, we might expect to see elevated induction of epimutations in genomic regions enriched for relevant HREs which, for interactions with the estrogen mimetic, BPS, would be EREs. Previous studies have defined a full ERE consensus sequence (Bourdeau et al., 2004), but other reports have indicated that estrogen receptors can often bind to ERE half-sites (Mason et al., 2010; Figure 3b). Indeed, when we mined publicly available ERα ChIP-seq peaks from the UCSC genome browser database (Dunham and Kundaje, 2012; Myers et al., 2011; Sloan et al., 2016; Wang et al., 2013; Wang et al., 2012) and performed motif enrichment, we identified two distinct ERE half-sites within regions enriched for DMCs rather than one full-sized ERE consensus sequence, with the half-sites appearing to be more biologically relevant to interaction with estrogen or its mimetics (Figure 3b). We then plotted the frequency of ERE half-sites in genomic regions within 500 bp of BPS-induced epimutations (Figure 3c and d). We found an increase in the frequency of ERE half-sites identified within 500 bp of BPS-induced DMCs genome-wide in all four cell types investigated, but the frequency was notably lower in germ cells (Figure 3c). Thus, this higher frequency of ERE half-sites within 500 bp of BPS-induced DMCs was conserved in three of the four cell types – somatic (Sertoli and granulosa) and pluripotent (iPSCs) when we focused solely on apparent enhancer regions, but not in germ cells (PGCLCs) where the majority of DMCs occurred at apparent promoter regions (Figure 3d). We also mined the UCSC mouse genome sequence for genome-wide prevalence of ERE half-sites and found that while these sites occur in both promoter and enhancer regions, they are nearly fourfold more frequent in enhancers (Figure 3—figure supplement 4 and Table 3). Thus, it is perhaps not surprising that BPS-induced epimutations were more prevalent in enhancer regions in somatic and pluripotent cell types that express one or both ERs, than in germ cells that do not express either ER.

**Table 3.** Summary of ERE annotations.

CpG islands	Repeat regions	Gene bodies	Promoters	Enhancers
25,079	2,631,743	2,448,668	172,707	468,072

Taken together, these results suggest a relationship between (i) expression of either ERβ alone or ERα and ERβ together, (ii) elevated susceptibility to BPS-induced epimutagenesis, and (iii) the occurrence of BPS-induced DMCs in genomic regions – particularly enhancers – containing EREs. These observations are consistent with the notion that one mechanism contributing to EDC-based induction of epimutations involves disruption of canonical endocrine signaling pathways. However, the fact that exposure to BPS also induced epimutations in germ cells, even in the absence of expression of estrogen-related receptors, and generated many DMCs in regions not inclusive of EREs, suggests that disruption of canonical endocrine signaling pathways is not the only mechanism by which exposure to an EDC can induce epimutations.

### Cell-type specific features of BPS-induced epimutations

To further interrogate cell-type specific differences in the genesis of epimutations following exposure to BPS, we compared DNA methylation patterns detected in the control (vehicle only) samples to identify naturally occurring, cell-type specific DMCs inherently associated with each different cell fate. Interestingly, of the 297,415 distinct CpGs interrogated by the Illumina Infinium Mouse Methylation BeadChip Array used for this analysis, >240,000 showed some degree of inherent differential methylation among the four cell types tested, suggesting they are tied to cell-fate specific differential DNA methylation (Figure 4a). We next determined the extent to which DMCs induced specifically by exposure of each cell type to BPS occurred at CpG dinucleotides that were among these naturally occurring cell-type specific DMCs. We found that a large majority of BPS exposure-specific epimutations detected in each cell type occurred at CpGs that also show inherent, cell-type specific variation in DNA methylation (>95% of BPS-induced epimutations in somatic and pluripotent cell types and ~89% in germ cells; Figure 4a). As with the overall pattern of BPS-induced epimutations shown in Figure 2, BPS-induced epimutations at CpGs showing inherent cell-type specific variation were enriched in apparent enhancer regions that occurred near EREs in somatic and pluripotent cell types, whereas those in germ cells were found predominantly in promoter regions containing significantly fewer EREs (Figure 4b and d). However, the low percentage of BPS-induced epimutations that occurred at CpGs that did not show inherent cell-type specific variation in DNA methylation patterns were found to be enriched in promoter regions lacking nearby EREs in all four cell types (Figure 4c and d). Thus, this latter group of BPS-induced epimutations appears to represent a small core group that arises following exposure to BPS via a mechanism that does not rely upon disruption of canonical endocrine signaling, and so is common to all cell types, regardless of expression of relevant endocrine receptors or nearby residence of relevant HREs within the genome.

**Figure 4.**
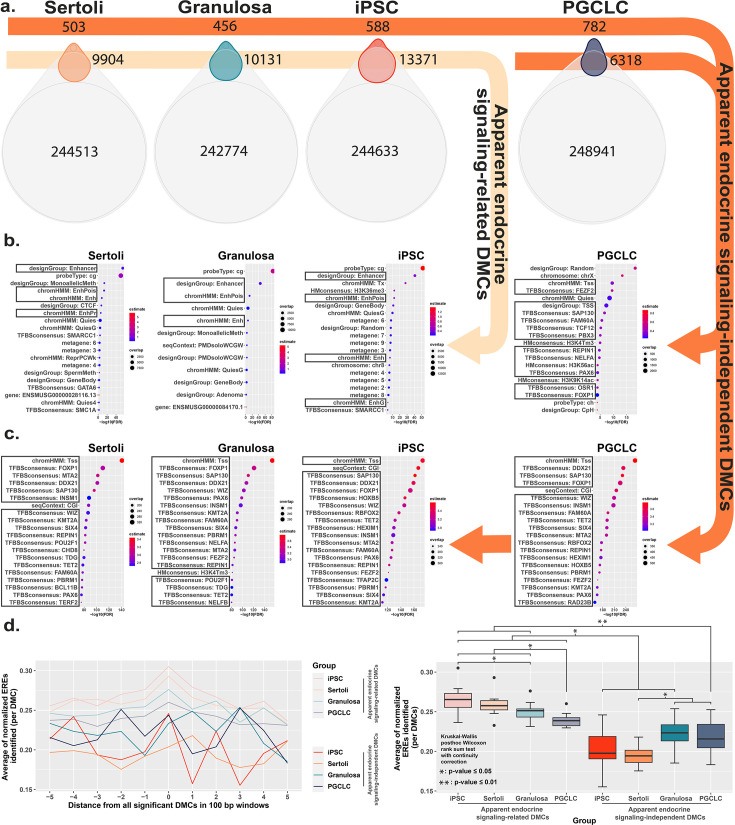
Direct comparison of BPS exposure-specific and cell-type specific features between cell types. (**a**) Assessment Venn diagrams indicating DMCs that are due either to BPS exposure (top, smaller ovals) or inherent cell-type specific differences (bottom, larger ovals). Numbers of apparent endocrine-signaling related DMCs are shown in the light orange arrow, and apparent endocrine-signaling independent DMCs are shown in the dark orange arrows. Enrichment plots indicating feature annotations in genomic regions displaying (**b**) apparent endocrine-signaling related DMCs occurring predominantly in enhancer regions in somatic Sertoli and granulosa cell types or pluripotent cells expressing one or more estrogen receptors, or (**c**) a smaller set of apparent endocrine-signaling independent DMCs occurring predominantly in promoter regions in all four cell types regardless of +/-expression of relevant endocrine receptors. (**d**) Normalized density plots and box plots displaying the frequency of ERE half-sites identified within 500 bp of apparent endocrine-signaling related DMCs occurring predominantly in enhancer regions and apparent endocrine-signaling independent DMCs occurring predominantly in promoters.

### Impact of BPS exposure on gene expression

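RNA was sequenced from 3 further cell types, each exposed to 1 μM BPS or the ethanol vehicle for 24 h, with 3 replicates per group. Sertoli cells, which nurse germ cells in the testis, and granulosa cells, which surround the oocyte, were primary cultures from mice at postnatal day 20, kept for 24 h without BPS before collection. For each of these somatic types, tissue of several littermates was digested together and the cells were plated into the flasks of both groups, so that the replicates share animals and their p-values measure only the spread between flasks. PGCLCs were made from iPSCs through 2 days as epiblast-like cells and 4 days in aggregates, exposed within the aggregates, collected after 8 h without BPS and sorted for ITGB3 and FUT4. A Tris shock was used to remove most germ cells from the Sertoli cultures. Library preparation, alignment, counting and CPM were those of the dose series, and all libraries were scaled together. Sertoli vehicle libraries held 28870702 to 32277152 reads (median 29994049) and BPS libraries 30203931 to 32656557 reads (median 32015607). Granulosa vehicle libraries held 29354492 to 34341910 reads (median 32480941) and BPS libraries 31170573 to 39955477 reads (median 32265522). PGCLC vehicle libraries held 26693847 to 30231927 reads (median 28869454) and BPS libraries 27791608 to 35632730 reads (median 32873937). Each cell type was tested in its own limma fit of 6 libraries, over 15648 genes in Sertoli cells, 15712 in granulosa cells and 16342 in PGCLCs. Fitting each type alone lets its own spread set the test, and a fit of all 18 libraries, or any other scaling, could change the counts. Sox9, a Sertoli transcription factor, stood at 336 ± 8.03 CPM in vehicle Sertoli cells and 19.5 ± 1.35 in granulosa cells, and Foxl2, its granulosa counterpart, at 0.299 ± 0.196 and 140.3 ± 3.05 (SD, n = 3). The paper uses the proteins of Fshr and Inha to mark granulosa cells. Fshr stood at 3.93 ± 0.684 CPM in Sertoli cells and 0.451 ± 0.130 in granulosa cells, whereas Inha stood higher in granulosa cells, at 216.6 ± 16.3 and 1300 ± 54.3 CPM. Amhr2, on the granulosa list, stood at 52 ± 6.32 and 58.7 ± 1.21 CPM. Acta2, a marker of smooth muscle and peritubular cells, stood at 945 ± 62.9 and 1909 ± 33.5 CPM, and the fibroblast collagen gene Col1a1 at 636 ± 16.4 and 1311 ± 37.4. Transcripts of rRNA type took 0.145 to 1.50% of the reads in granulosa vehicle libraries and 0.0853 to 0.200% in granulosa BPS libraries, and 0.0943 to 2.37% and 0.0881 to 0.637% in those of PGCLCs.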

We next sought to determine if the cell-type specific differential susceptibility to BPS-induced epimutagenesis translated to a similar extent of dysregulation of gene expression in each cell type. We found that there was a similar relationship between the presence of DMCs in the promoter region of a gene and differential expression of that gene in all four cell types examined (Figure 1—figure supplement 2b). Somewhat surprisingly, RNA-seq analysis of gene expression patterns in each exposed cell type relative to its corresponding control (same cell type exposed to carrier only) revealed the greatest number of dysregulated genes in PGCLCs, despite PGCLCs being the cell type that showed the lowest number of epimutations following exposure to BPS (Tables 2 and 4). iPSCs showed the second highest level of dysregulated genes, while somatic Sertoli and granulosa cells showed relatively low levels of dysregulated gene expression (Table 4). Indeed, numbers of dysregulated genes were three orders of magnitude lower in differentiated somatic cells than in either pluripotent cells or germ cells (Table 4).

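In PGCLCs exposed to 1 μM BPS, genes of glycolysis and the hypoxia response fell together: 18 of 22 measured members were lower than in vehicle PGCLCs and 0 were higher (18 lower when adjusted over the list alone). Pfkfb3, which makes the activator of glycolytic phosphofructokinase and lies on chromosome 2 from 11471430 to 11554071 of GRCm38, went from 39.9 ± 1.80 to 14.2 ± 1.50 CPM (SD, n = 3), a log2 fold change of -1.50 (standard error 0.0685, adjusted p = 9.60e-09). Hk2, the first enzyme of glycolysis, went from 278 ± 1.83 to 179 ± 7.07 CPM (log2 fold change -0.64, adjusted p = 1.27e-08), and the glucose transporter gene Slc2a1 from 407 ± 14.3 to 283 ± 7.69 CPM (-0.53, adjusted p = 4.01e-08). Of 19 naive pluripotency genes 18 fell and 0 rose (18 lower when adjusted over the list alone), among them the orphan receptor genes Nr0b1 (-0.63 on the log2 scale) and Esrrb (-0.48, from 542 ± 10.6 to 389.6 ± 16.2 CPM) and the transcription factor gene Klf4 (-0.46). Fosb, an immediate early transcription factor, went from 1.74 ± 0.248 to 9.44 ± 1.59 CPM (log2 fold change 2.42, standard error 0.142, adjusted p = 3.53e-08), and Nkd1, an inhibitor induced by WNT signaling and a member of the WNT target list, from 22.6 ± 1.73 to 41.4 ± 3.55 CPM (0.87, adjusted p = 3.41e-07). Bnip3, a mitophagy receptor of the hypoxia and glycolysis list, went from 25.0 ± 1.81 to 9.32 ± 1.12 CPM (-1.43, adjusted p = 3.53e-08) and Bhlhe40, a circadian repressor, from 171 ± 4.21 to 88.8 ± 10.5 CPM (-0.95, adjusted p = 5.37e-08). In total 4354 genes were differentially expressed, 2511 higher and 1843 lower (6261 at an unadjusted p under 0.05, and 4282 by limma-voom), and 71 of them changed at least 2-fold. The BPS and vehicle libraries did not overlap for 41.3% of genes, where chance gives 10%. Of the calls 57.7% were higher, and 41.1% after rescaling to the upper quartile. Camera gave adjusted p = 2.70e-18 for the hypoxia and glycolysis genes and 3.99e-17 for naive pluripotency, and adjusted p = 0.420 and 0.421 with an estimated correlation. In a fit of all 18 libraries of the 3 cell types 5 naive pluripotency genes passed and Esrrb did not, and in a fit of all 42 libraries 1619 genes were called, with 11 hypoxia and glycolysis genes, 6 naive pluripotency genes and not Esrrb.

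**Figure D2:**
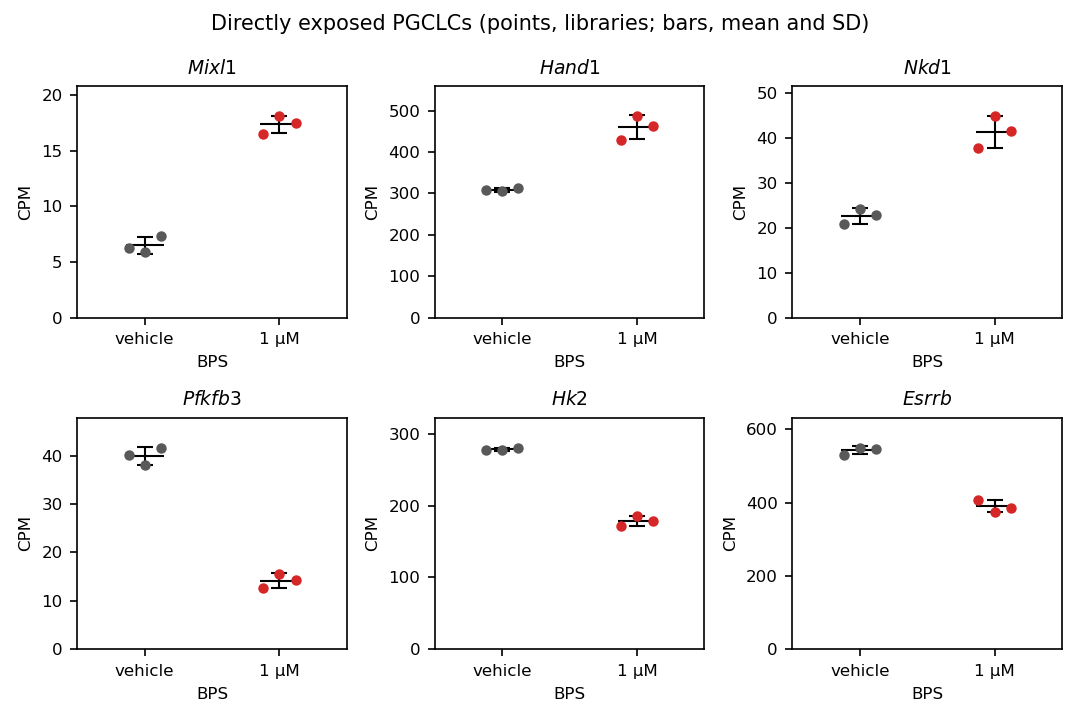
CPM of Mixl1, Hand1, Nkd1, Pfkfb3, Hk2 and Esrrb in vehicle PGCLCs and PGCLCs exposed to 1 μM BPS (n = 3 per group). Points are libraries, and bars are the mean and SD. The groups do not overlap for any of the 6 genes, as for Pfkfb3 at 39.9 and 14.2 CPM.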

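In Sertoli cells exposed to 1 μM BPS, 18 of 27 cell cycle genes rose and 1 fell (21 and 1 when adjusted over the list alone). Ube2c, on chromosome 2 from 164769929 to 164772902 of GRCm38, went from 119 ± 0.121 to 149.9 ± 8.78 CPM (SD, n = 3; log2 fold change 0.34, standard error 0.0388, adjusted p = 3.35e-04), and Cdk1 from 153 ± 6.56 to 187 ± 11.2 CPM (0.29, adjusted p = 0.00302). The S/G2 cyclin gene Ccna2 changed by 0.26 on the log2 scale (adjusted p = 0.00304) and the spindle checkpoint kinase gene Bub1 by 0.26 (adjusted p = 0.00432). The cell cycle gene that fell was the cyclin gene Ccnd2, at -0.15. Of 16 Sertoli cell markers 4 fell and 0 rose (8 lower when adjusted over the list alone): the clusterin gene Clu went from 4404 ± 130.4 to 3678 ± 346 CPM (-0.26, adjusted p = 0.00875), and the others were the transferrin gene Trf (-0.22) and the inhibin subunit genes Inhbb (-0.20) and Inha (-0.21). Outside these lists, the laminin gene Lama1 went from 100.5 ± 14.7 to 71.4 ± 8.53 CPM (-0.49, adjusted p = 0.00432). Camera gave adjusted p = 1.23e-15 for the cell cycle and 1.11e-04 for the Sertoli markers, and adjusted p = 0.420 and 0.470 with an estimated correlation. Markers of fibroblasts, another cell type such cultures can hold, had negative log2 fold changes for 10 of 10 members, and 2 fell, Col1a1 (-0.22) and the fibronectin gene Fn1 (-0.17; 3 lower when adjusted over the list alone; camera adjusted p = 2.49e-04, and adjusted p = 0.470 with an estimated correlation). Markers of smooth muscle and peritubular myoid cells were negative for 7 of 7 members, and the myosin gene Myh11 fell (-0.24; 1 lower when adjusted over the list alone; camera adjusted p = 0.0119, and adjusted p = 0.424 with an estimated correlation). Spermatogenic markers were negative for 6 of 6, and the germ cell gene Dazl fell (-0.61; 4 lower when adjusted over the list alone; camera adjusted p = 1.56e-04, and adjusted p = 0.420 with an estimated correlation). Of 11 granulosa cell markers 3 fell and 0 rose, the steroid transport gene Star (-0.13), the receptor gene Amhr2 (-0.39) and Inha, which is also on the Sertoli list (4 lower when adjusted over the list alone; camera adjusted p = 0.0779, and adjusted p = 0.424 with an estimated correlation). Without BPS replicate 1, 0 markers of myoid, spermatogenic and granulosa cells fell, and 0 granulosa markers fell without vehicle replicate 2 or BPS replicate 2 and 1 without vehicle replicate 1, while 2, 2 and 3 spermatogenic markers fell without vehicle replicate 1, vehicle replicate 3 and BPS replicate 3. In total 820 genes were differentially expressed, 588 higher and 232 lower, of which 4 changed at least 2-fold (Ccl27b, Dok2, Olfml1 and Pramel13, named after their values were seen), with 3425 at an unadjusted p under 0.05, and 846 called by limma-voom. The groups did not overlap for 25.6% of genes, where chance gives 10%. Of the calls 71.7% were higher, against 56.7% after rescaling by median ratios and 40.4% after rescaling to the upper quartile. Without BPS replicate 1 the count was 43, with 3 cell cycle genes higher and 0 Sertoli markers lower (Clu at -0.18), without vehicle replicate 2 it was 186 with 9 and 1 (Clu at -0.24), without vehicle replicate 3 291 with 11 cell cycle genes, without BPS replicate 2 238 with 2 Sertoli markers, and without vehicle replicate 1 1239, while 7 Sertoli markers and 4 fibroblast markers fell without BPS replicate 3 and 1 fibroblast marker without BPS replicate 1, BPS replicate 2 or vehicle replicate 2. In a fit of all 42 libraries the count was 207, with 10 cell cycle genes higher and 0 Sertoli markers lower, and with the rRNA-type share as a covariate it was 442.

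**Figure D3:**
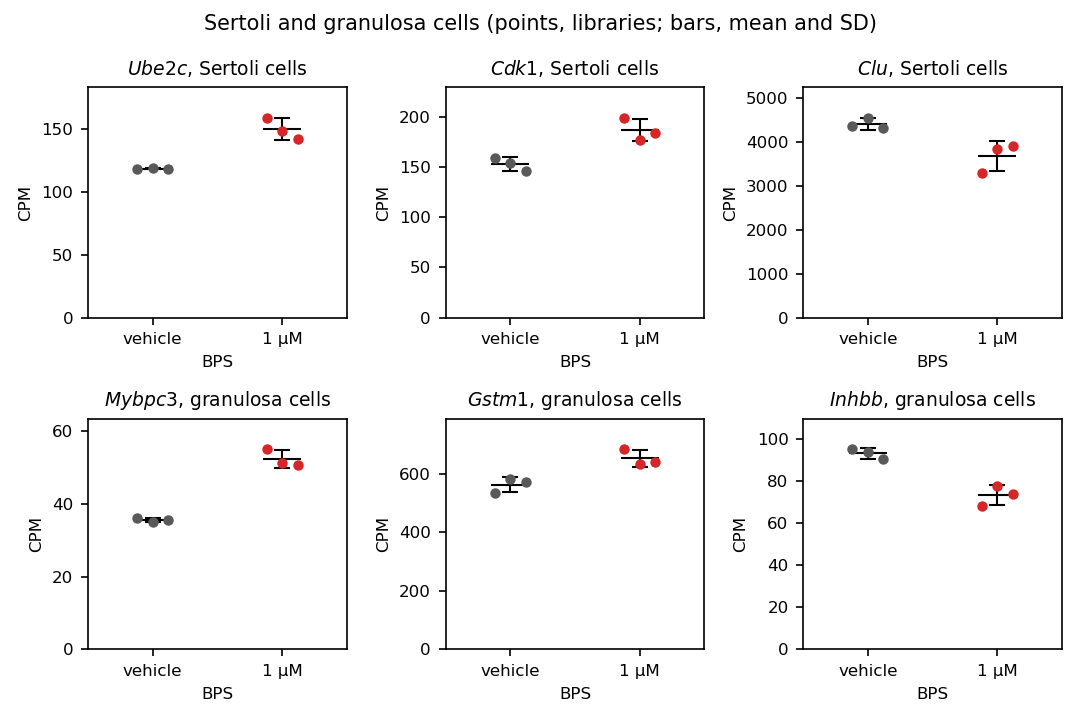
CPM of Ube2c, Cdk1 and Clu in Sertoli cells and of Mybpc3, Gstm1 and Inhbb in granulosa cells, with vehicle or 1 μM BPS (n = 3 per group). Points are libraries, and bars are the mean and SD. Ube2c lay at 119 CPM in vehicle and 149.9 CPM in BPS-treated Sertoli cells.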

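In granulosa cells exposed to 1 μM BPS, 7 of 17 genes of the NRF2 oxidative stress response rose and 0 fell (10 higher when adjusted over the list alone). Gstm1, a glutathione transferase of this list, went from 562 ± 25.4 to 652 ± 27.9 CPM (SD, n = 3; log2 fold change 0.22, standard error 0.0331, adjusted p = 0.00126), and Gsta4, a relative on the same list, from 9.41 ± 0.553 to 13.9 ± 0.189 CPM (0.56, adjusted p = 1.31e-04). Sulf1, an enzyme that trims heparan sulfate, rose by 0.49 on the log2 scale (adjusted p = 1.09e-04), and Mybpc3, a myosin-binding protein, went from 35.6 ± 0.552 to 52.4 ± 2.42 CPM (0.55, adjusted p = 4.46e-07). Inhbb, which encodes the beta B subunit of inhibin and activin, went from 93.1 ± 2.47 to 73.2 ± 4.79 CPM (-0.35, adjusted p = 6.76e-05). The camera test of the NRF2 list gave adjusted p = 1.74e-06, and adjusted p = 0.420 with an estimated correlation. Of 7 markers of smooth muscle cells 4 were higher and 0 lower (4 higher when adjusted over the list alone; Acta2 at 0.16; camera adjusted p = 3.46e-04, and adjusted p = 0.421 with an estimated correlation). Of 10 rRNA-type transcripts 9 were lower after BPS, at a median of -2.60 on the log2 scale. In total 409 genes were differentially expressed, 306 higher and 103 lower, of which 19 changed at least 2-fold (2412 at an unadjusted p under 0.05, and 403 by limma-voom). The groups did not overlap for 19.9% of genes, where chance gives 10%. Of the calls 74.8% were higher, against 54% after rescaling by median ratios and 54.8% after rescaling to the upper quartile. The count was 134 without vehicle replicate 3, 167 without BPS replicate 1 and 232 without BPS replicate 2, and the NRF2 genes that rose were 3, 2 and 3 without vehicle replicate 3, BPS replicate 1 and BPS replicate 3. In a fit of all 18 libraries of the 3 cell types, a fit of all 42 and a fit with the rRNA-type share as a covariate, 100, 38 and 60 genes were called, with 2, 1 and 1 NRF2 genes and 0 smooth muscle markers in each, Gstm1 did not pass in the last 2 of these, Mybpc3 in the first 2 and Inhbb in that of all 42.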

**Table 4.** Exposure-specific differentially expressed genes^*^.

DEGs	Sertoli	Granulosa	iPSCs	PGCLCs
Down-regulated	3	0	343	844
Up-regulated	32	2	694	1046
Total	35	2	1037	1890

* Genes showing significant differential expression following exposure of each cell type to 1 µM BPS relative to matched control cell types exposed to carrier only.

Because BPS-exposed PGCLCs showed the highest level of dysregulated genes, as well as the highest enrichment of DMCs occurring primarily at promoters (Figure 2b), we next assessed the general proximity between DMCs and promoter regions in each cell type to determine if DMCs in promoter regions may be more likely to predispose dysregulated gene expression than DMCs elsewhere in the genome (Figure 5a). Indeed, we found that in all four cell types, the smaller the median distance between BPS-induced DMCs and neighboring promoter regions, the larger the number of BPS-induced DEGs (Figure 5b). Thus, it appears that while PGCLCs showed the fewest overall BPS-induced DMCs among the four cell types exposed to BPS, this exposure induced a higher proportion of epimutations in regions within or adjacent to promoters in this cell type. This, and the relatively high extent of decondensed chromatin genome-wide in fetal germ cells, appear to have contributed to the higher incidence of dysregulated gene expression in BPS-exposed PGCLCs than that observed in the other three BPS-exposed cell types, even though the overall numbers of BPS-induced epimutations were greater in the other cell types.

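The DEGs of BPS-exposed PGCLCs also included genes of cell fate. Whether the mix or stage of the sorted cells differed between BPS and vehicle was not tested. The values of these genes and of the naive pluripotency list therefore cannot separate a response within cells from a different mix. Of 18 mesoderm and endoderm genes 13 rose and 0 fell (13 higher when adjusted over the list alone). Mixl1, a homeobox gene of the primitive streak on chromosome 1 from 180693043 to 180697034, went from 6.47 ± 0.747 to 17.4 ± 0.797 CPM (SD, n = 3; log2 fold change 1.42, adjusted p = 3.53e-08), Hand1, a transcription factor of lateral mesoderm, from 309 ± 4.55 to 459.6 ± 29.2 CPM (0.57, adjusted p = 1.03e-07) and the caudal homeobox gene Cdx2 rose by 0.49. Of 17 genes of germ cell specification 10 fell and 1 rose (12 and 2 when adjusted over the list alone), with log2 fold changes of -0.46 for the germline regulator Prdm14 (adjusted p = 1.75e-05) and -0.33 for the receptor gene Kit (adjusted p = 3.79e-05). The list member that rose was Ifitm3, a membrane protein of early germ cells (0.09), named after its values were seen. Among 10 BMP target genes 7 rose and 0 fell (7 higher and 2 lower when adjusted over the list alone), including the inhibitory SMAD gene Smad6 (0.52, adjusted p = 7.39e-06) and the pseudoreceptor gene Bambi (0.37). Camera gave adjusted p = 4.22e-07 for mesoderm and endoderm, 3.33e-04 for germ cell specification and 8.55e-04 for the BMP targets, and adjusted p = 0.441, 0.470 and 0.424 with an estimated correlation. In a fit of all 18 libraries of the 3 cell types, the mesoderm and endoderm genes that passed were 4, the germ cell genes that fell 1 and the BMP targets 4, and Hand1, Cdx2, Prdm14 and Kit did not pass. In a fit of all 42 libraries these counts were 4, 0 and 4, and Mixl1, Hand1, Prdm14 and Kit did not pass. From the higher number of DEGs in PGCLCs together with the shorter distance of their DMCs from promoters, the paper proposes that epimutations near promoters and open chromatin contributed to dysregulated expression in this cell type.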

**Figure 5.**
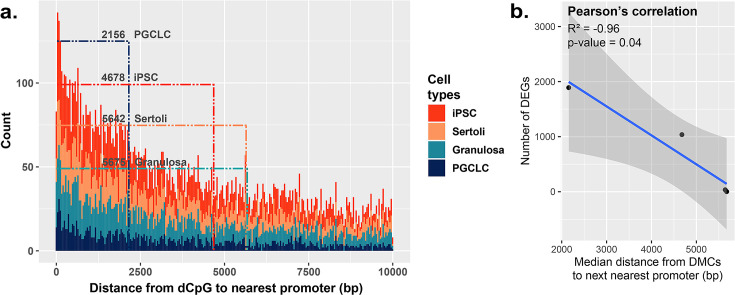
Correlation between the proximity of DMCs to promoters and dysregulation of gene expression. (**a**) Proximity plot displaying distances from exposure-specific DMCs to nearest promoter regions. Dotted lines indicate median points of the data for each cell type. (**b**) Correlation plot displaying a negative relationship between the distance from DMCs to nearest promoters and resulting dysregulation of gene expression within each cell type.

**Figure 5—figure supplement 1.**
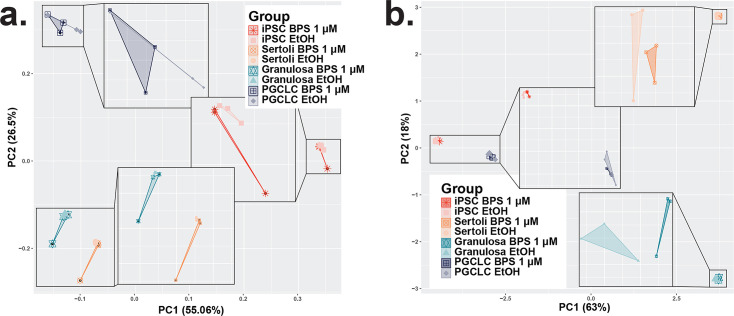
Consistency among replicates of pluripotent, somatic, and germ cell types and variation between DNA methylation Infinium Beadchip array experimental and control groups. Plots displaying principle component analyses of data from the cell-type-specific susceptibility to BPS via changes in DNA methylation from DNA methylation Infinium Beadchip array data and (**d**) gene expression from bulk RNA-seq data. The dimensional reduction of the variation in plots displays that replicate samples cluster into regions based on distinct cell identity profiles with only minimal overlap between treatment and control samples.

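In a principal component analysis of the 18 Sertoli, granulosa and PGCLC libraries, the first component took 70.9% of the variance and the second 24.2%. On the first component Sertoli libraries lay between 113.9 and 118.0, granulosa libraries between 93.5 and 97.0 and PGCLC libraries between -213 and -209. On the second, Sertoli libraries lay between 101.6 and 105.2, granulosa libraries between -112 and -109 and PGCLC libraries between 4.87 and 9.15. Nanog, a pluripotency factor, stood at 689 ± 18.4 CPM in vehicle iPSCs and 0.135 ± 0.0216 CPM in vehicle Sertoli cells (SD, n = 3). With the 6 vehicle and 1 μM iPSC libraries of the dose series included, the first 2 components took 70.4 and 14.4%.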

### Potential non-canonical signaling pathways disrupted by BPS exposure

To identify potential mechanisms by which BPS exposure may induce epimutations via disruption of non-canonical endocrine signaling pathways, we mined our RNA-seq data to identify genes dysregulated independently of expression of relevant hormone receptors or presence of nearby EREs. We identified a set of genes in all four cell types tested that displayed promoters enriched for apparent endocrine-signaling independent DMCs (Figure 6—figure supplement 1). Gene ontology (GO) analysis indicated that several of the 1957 genes we identified were associated with ubiquitin-like protease pathways, including 124 of 800 genes that regulate protein degradation and 5 of 9 genes involving 1-phosphatidylinositol-3 kinase activities, linked to the PI3K/AKT signaling pathway (Figure 6a).

**Figure 6.**
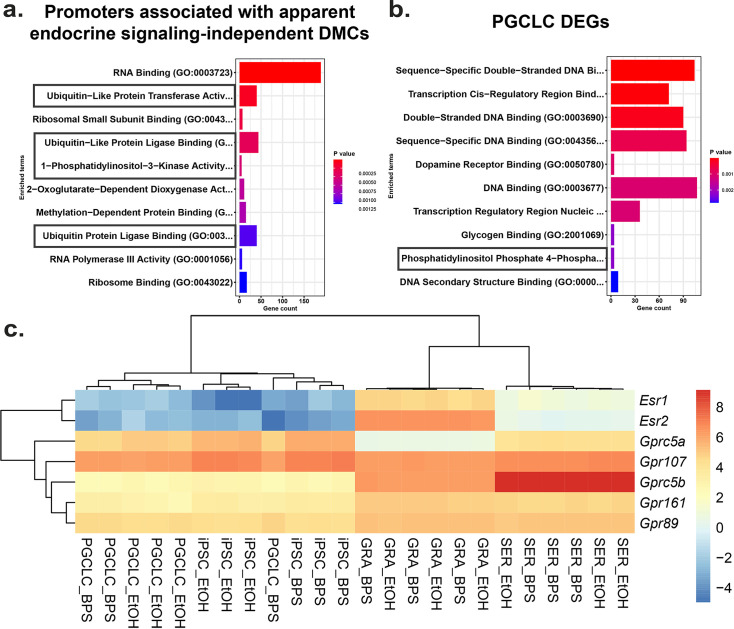
Potential involvement of non-canonical estrogen signaling pathways in BPS-induction of epimutations. Relative expression of genes (**a**) enriched for apparent endocrine-signaling independent promoter-region DMCs found in all cell types or (**b**) dysregulated in PGCLCs which lack expression of estrogen receptors. (**c**) Heatmap of relative expression of estrogen receptor genes (*Esr1* and *Esr2*) and G-coupled protein receptors (*Gprc5a*, *Gpr107*, *Gprc5b*, *Gpr161*, and *Gpr89*) in pluripotent, somatic, and germ cell types. *Gprc5a*, *Gpr107*, *Gprc5b*, *Gpr161*, and *Gpr89* all have been shown to bind to BPA or 17β-estradiol in rat models and represent potential G-coupled protein receptors which could lead to the induction of endocrine-signaling independent DMCs.

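The estrogen receptor genes stood highest in granulosa cells among the 4 cell types compared in vehicle (n = 3 libraries each). Esr1, which encodes estrogen receptor alpha, stood at 25.6 ± 0.504 CPM in granulosa cells and 1.86 ± 0.137 CPM in Sertoli cells (SD). It had 0 to 1 reads per library in iPSCs and 4 to 7 in PGCLCs. Esr2, which encodes estrogen receptor beta, stood at 89.8 ± 5.43 CPM in granulosa cells and 1.29 ± 0.188 CPM in Sertoli cells, with 3 to 4 reads per library in iPSCs and 4 to 8 in PGCLCs. Gprc5a, an orphan receptor induced by retinoic acid, stood at 50.0 ± 1.59 CPM in iPSCs, 30.2 ± 1.33 in PGCLCs, 18.8 ± 2.19 in Sertoli cells and 1.59 ± 0.0725 in granulosa cells. Its relative Gprc5b stood at 547 ± 1.27 CPM in Sertoli cells, 77.5 ± 1.84 in granulosa cells, 7.65 ± 0.304 in iPSCs and 6.15 ± 0.432 in PGCLCs. Gpr107, a Golgi protein, lay between 72.2 ± 1.59 CPM in PGCLCs and 120.3 ± 3.34 CPM in iPSCs. Gpr161, a receptor of the primary cilium, lay between 7.11 ± 0.997 CPM in PGCLCs and 31.3 ± 1.45 in granulosa cells, and Gpr89, a Golgi pH regulator, between 20.7 ± 0.542 in iPSCs and 36.8 ± 1.69 in granulosa cells. Among other nuclear receptors, the peroxisome proliferator receptor gene Pparg stood at 9.17 ± 0.436 CPM in Sertoli cells and 44.4 ± 2.25 CPM in granulosa cells. These levels between cell types were not tested.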

**Figure 6—figure supplement 1.**
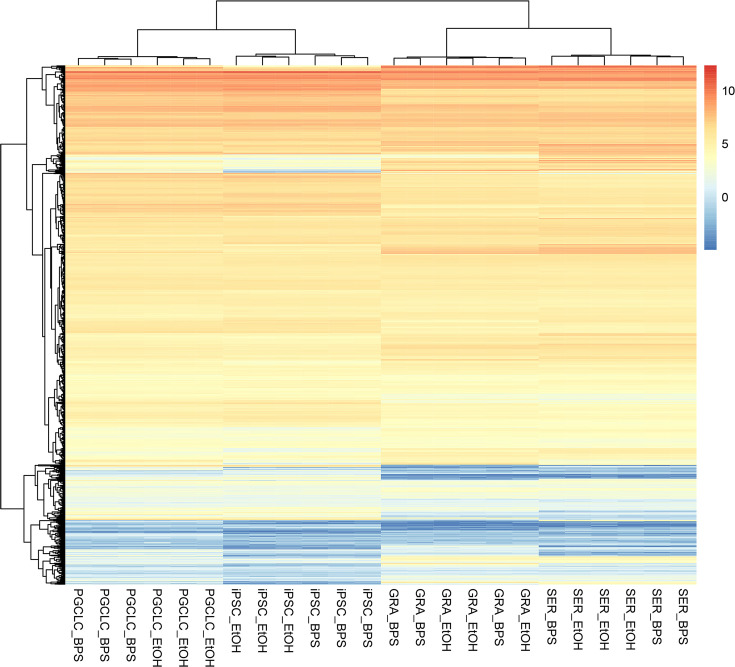
Differential expression of potential endocrine-signaling independent DMCs. Heatmap displaying the relative expression of genes with promoters enriched for apparent endocrine-signaling independent DMCs. The majority of these genes displayed a similar pattern of active expression in all cell types examined.

Previous reports have established a link between ubiquitin-like protease pathways and classical ER signaling (Beamish and Frick, 2022; Kabir et al., 2015), suggesting that genes related to ubiquitin-like protease pathways that have promoters lacking EREs may be regulated by factors that are themselves encoded by genes with promoters containing EREs, and so could be indirectly activated or repressed by disruption of classical ER signaling. However, involvement of PI3K/AKT pathway signaling has previously been linked to estrogen signaling through non-canonical G-protein coupled receptors such as GPER1, which was sufficient to induce estrogen signaling in ER KO mouse cell lines which lack the capacity for classical ER signaling (Filardo et al., 2002; Molina et al., 2017). To determine if our data support the suggestion that the non-canonical BPS-induced changes were linked to involvement of PI3K/AKT pathway genes, we performed GO analysis on the 1890 DEGs identified in PGCLCs in which epimutations appeared to be induced independent of classical ER signaling. 

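In PGCLCs exposed to 1 μM BPS, 4 of 8 measured genes on a list of phosphatidylinositol 4-phosphatases changed, 2 higher and 2 lower (2 and 2 when adjusted over the list alone). The list is not the paper's pathway and its members may differ, so the counts do not repeat the paper's. Sacm1l, the phosphatase that clears phosphatidylinositol 4-phosphate from the endoplasmic reticulum, went from 55.4 ± 2.02 to 66 ± 4.84 CPM (SD, n = 3; log2 fold change 0.25, standard error 0.0495, adjusted p = 0.00176), and Pip4p2, a lysosomal 4-phosphatase, from 52.8 ± 0.862 to 59.5 ± 0.798 CPM (0.17, adjusted p = 0.00308). Synj2, a synaptojanin, went from 9.52 ± 0.798 to 7.07 ± 0.648 CPM (-0.43, adjusted p = 0.00337) and Pip4p1, the relative of Pip4p2, from 75.2 ± 2.79 to 67.3 ± 1.70 CPM (-0.16, adjusted p = 0.00675). Inpp4a, Inpp5f, Mtmr14 and Synj1 did not pass the test. The list as a whole gave a camera adjusted p of 0.660. Of 10 measured PI3K subunit genes 3 rose and 0 fell (3 higher when adjusted over the list alone; camera adjusted p = 0.357): the catalytic subunit gene Pik3ca (0.23, adjusted p = 0.00243), the class II kinase gene Pik3c2a (0.17, adjusted p = 0.0137) and the regulatory subunit gene Pik3r3 (0.22, adjusted p = 0.0157). Pip4p1 no longer passed without vehicle replicate 3 (log2 fold change -0.13), Pik3c2a without vehicle replicate 1 (0.12), BPS replicate 2 (0.14) or BPS replicate 3 (0.15), and Pik3r3 without vehicle replicate 2 (0.20) or BPS replicate 2 (0.19). These 3 genes did not pass in a fit of all 42 libraries.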

Interestingly, we detected no apparent involvement of pathways involving ubiquitin-like proteases, but we did detect differential expression of four of seven genes associated with a pathway involving phosphatidylinositol-4 phosphatase signaling which intersects with the PI3K/AKT signaling pathway (Figure 6b). 

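Gper1, which encodes the membrane estrogen receptor GPER, had between 0 and 12 reads in the libraries of all experiments (median 4), with reads in 39 of 42 libraries and at most 0.341 CPM. In PGCLCs exposed to 1 μM BPS, Gpr161, the ciliary receptor, rose by 0.46 on the log2 scale (standard error 0.0968, adjusted p = 0.00266) and Gpr89 by 0.17 (adjusted p = 0.0350), whereas Gprc5a changed by -0.30 (adjusted p = 7.71e-04). In the same cells Gprc5b had a log2 fold change of -0.11 (adjusted p = 0.398) and Gpr107 of 0.05 (adjusted p = 0.411). In iPSCs at 1 μM the lowest adjusted p of the 5 genes was 0.0703 (Gprc5a, log2 fold change 0.20), followed by 0.258 (Gpr107, 0.08). In Sertoli cells the adjusted p ran from 0.333 (Gpr89, 0.09) to 0.747 (Gprc5b, 0.02), and in granulosa cells from 0.603 (Gpr161, -0.06) to 0.881 (Gpr89, 0.02). By limma 3 of the 5 genes thus passed in PGCLCs and 0 in iPSCs at 1 μM, Sertoli cells and granulosa cells, where 1, 0 and 0 had an unadjusted p under 0.05 (3 in PGCLCs, 1 in iPSCs, 0 in Sertoli cells and 0 in granulosa cells when adjusted over the list alone). Gpr89 no longer passed in PGCLCs without vehicle replicate 1 (0.13), vehicle replicate 2 (0.16), BPS replicate 2 (0.15) or BPS replicate 3 (0.18), after rescaling to the upper quartile or in a fit of all 42 libraries. Gprc5a passed in iPSCs at 1 μM when only the 6 libraries compared were fitted. At 50 μM in iPSCs Gprc5a (0.27, adjusted p = 0.00710) and Gpr107 (0.13, adjusted p = 0.0334) rose and Gpr89 fell (-0.24, adjusted p = 0.0166), and at 100 μM Gprc5a (0.24, adjusted p = 0.0121) and Gpr161 (0.27, adjusted p = 0.0320) rose and Gpr89 fell (-0.22, adjusted p = 0.0242), with 2 higher and 1 lower at each dose also when adjusted over the list alone. At 50 μM Gpr107 did not pass without any single one of the 6 libraries compared (0.11 to 0.15), Gpr89 without vehicle replicate 1, vehicle replicate 3 or BPS replicate 3 (-0.18 to -0.23) and Gprc5a without BPS replicate 3 (0.19). At 100 μM Gpr161 did not pass without vehicle replicate 3 or any single BPS replicate (0.17 to 0.29), Gpr89 without vehicle replicate 1, vehicle replicate 3 or BPS replicate 3 (-0.18 to -0.21) and Gprc5a without BPS replicate 2 (0.21).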

Finally, while we did not detect expression of *Gper1* transcripts, we did observe differential expression of genes encoding other less well studied G-protein-coupled receptors, including *Gprc5a*, *Gprc5b*, *Gpr89, Gpr107*, and *Gpr161* in all four cell types exposed to BPS. These receptors have all been previously shown to bind either BPA or 17β-estradiol in rat models and could be potential targets of non-canonical BPS-induced estrogen signaling (Figure 6c) as described in the following links: (Rat Genome Database, 2024a; Rat Genome Database, 2024b; Rat Genome Database, 2024c; Rat Genome Database, 2024d; Rat Genome Database, 2024e).

### Propagation of BPS-induced epimutations during transitions in cell fate

Transitions between pluripotent and germ cell fates, or vice versa, are accompanied by large-scale epigenetic reprogramming in vivo (Cantone and Fisher, 2013; Lee et al., 2014; Santos et al., 2002; Sanz et al., 2010), and these are recapitulated during similar transitions induced in vitro (Ishikura et al., 2016). To determine the extent to which BPS-induced epimutations persist during a pluripotent to germline transition in vitro, we first exposed iPSCs to 1 μM BPS and then differentiated the exposed iPSCs first into epiblast-like cells (EpiLCs) and then into PGCLCs, recapitulating the early germline epigenetic reprogramming event that normally occurs in vivo (Kurimoto and Saitou, 2018; Ohta et al., 2017; Figure 7a). 

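For this experiment RNA was sequenced from iPSCs exposed to 1 μM BPS or the ethanol vehicle for 24 h, and from the PGCLCs derived from each through 2 days as EpiLCs and 4 days in aggregates, with 3 replicates in each of the 4 groups. These iPSC libraries are separate from those of the dose series. Vehicle iPSC libraries held 28499755 to 35256192 reads (median 32926338) and BPS iPSC libraries 28588881 to 31356358 reads (median 29695067). Libraries of PGCLCs derived from vehicle iPSCs held 28203092 to 32775190 reads (median 32123519) and those of PGCLCs derived from exposed iPSCs 27316896 to 30949066 reads (median 30235069). The deposited values had been made in the same way as for the other libraries. The BPS and vehicle arms were compared in 1 limma fit of 6 libraries for iPSCs, over 15572 genes, and in another for derived PGCLCs, over 16268 genes. The test of whether the effect differed between iPSCs and derived PGCLCs was an interaction in 1 fit of the 12 libraries. The separate fits and the spread between replicates could change the counts, and a fit of the 12 libraries was run for comparison. On genes simulated at the spread of these libraries, a 1.5-fold change was recovered for 49.2% of changed genes in iPSCs and 61.2% in derived PGCLCs, and a 2-fold change for 84.8 and 93.9%. The simulation called 3 unchanged genes in derived PGCLCs, whereas another split of the real libraries called 1794. It therefore lacks structure that the real libraries hold, and its shares may not describe the real comparisons.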

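Cyp1a1 and Ccn2 were higher in iPSCs exposed to 1 μM BPS in the experiment carried on to PGCLCs, and were the only genes called there. Cyp1a1, the cytochrome P450 induced through the aryl hydrocarbon receptor, went from 5.92 ± 0.559 to 13.9 ± 1.17 CPM (SD, n = 3), a log2 fold change of 1.23 (standard error 0.108, adjusted p = 0.0487). Ccn2, a secreted matrix protein, lies on chromosome 10 from 24595442 to 24598683 and went from 34.6 ± 1.69 to 60.1 ± 1.12 CPM (log2 fold change 0.80, standard error 0.0656, adjusted p = 0.0487). Of 6 targets of the aryl hydrocarbon receptor 1 rose and 0 fell (3 higher when adjusted over the list alone; camera adjusted p = 0.00139, and adjusted p = 0.420 with an estimated correlation). Of 27 imprinted genes 0 passed (8 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00615, and adjusted p = 0.420 with an estimated correlation), with log2 fold changes of 1.29 for the growth factor gene Igf2 and 0.64 for the noncoding RNA Meg3. Of 15 WNT targets 0 passed (6 higher when adjusted over the list alone; camera adjusted p = 0.0370, and adjusted p = 0.420 with an estimated correlation). In total limma called 2 genes in exposed iPSCs and 0 in the PGCLCs derived from them, where 1744 and 2578 had an unadjusted p under 0.05 and limma-voom called 0 and 0. Another split of the derived PGCLC libraries, with vehicle replicate 2 beside BPS replicates 1 and 2, called 1794 genes. The groups did not overlap for 26.4 and 21.8% of genes, where chance gives 10%. The count in iPSCs was 1484 without BPS replicate 2, with 3 targets of the receptor, 9 imprinted genes and 5 WNT targets higher, and 0 without any other single library (vehicle replicate 1, 2 or 3 or BPS replicate 1 or 3), with a stricter filter, with the replicate number as a block or with the rRNA-type share as a covariate. A fit of the 12 libraries called 18 genes in iPSCs and 0 in derived PGCLCs, and a fit of all 42 libraries called 2046 and 721, and Cyp1a1 did not pass in either.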

We then used genome-wide analyses by EM-seq and RNA-seq to compare numbers of exposure-specific DMCs and DEGs, respectively, in PGCLCs derived from BPS-exposed iPSCs with those in the directly exposed iPSCs and found lower, but still substantial numbers of both (28,168 vs 38,105 DMCs, and 1437 vs 1637 DEGs in the derived PGCLCs compared to the directly exposed iPSCs, respectively; Figure 7b and c).

**Figure 7.**
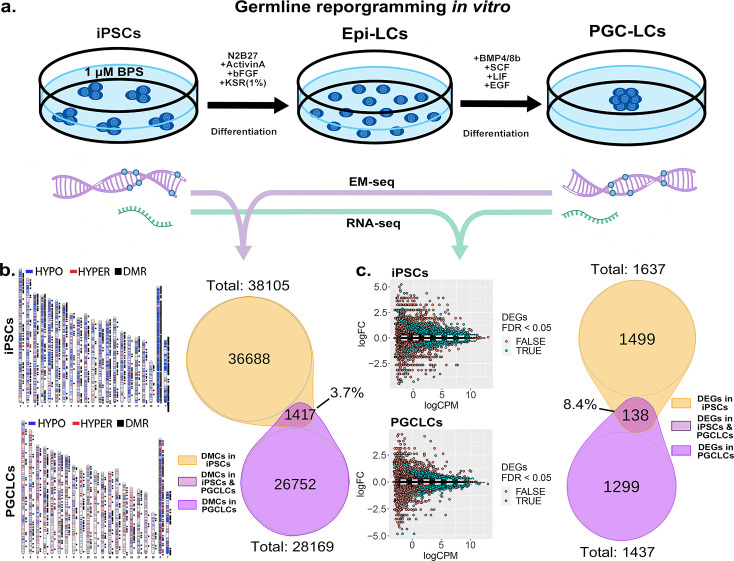
Persistence of BPS-induced epimutations through recapitulation of early germline reprogramming in vitro. (**a**) Schematic illustrating derivation of PGCLCs from iPSCs in vitro. iPSCs are first induced to form EpiLCs which are then induced to form PGCLCs. iPSCs were exposed to either ethanol +1 μM BPS or ethanol (carrier) only, then induced to undergo transitions to form EpiLCs and then PGCLCs. (**b**) DNA samples from BPS-exposed or control iPSCs as well as subsequently derived PGCLCs were assessed for exposure-specific DNA methylation epimutations by EM-seq. BPS-treated iPSCs showed 38,105 DMCs and subsequently derived PGCLCs showed 28,169 DMCs. Of those, only 1417 (3.7%) of the DMCs were conserved from the BPS-exposed iPSCs to the subsequently derived PGCLCs. (**c**) RNA samples from BPS-exposed or control iPSCs and subsequently derived PGCLCs were assessed for global gene expression patterns by RNA-seq. BPS-treated iPSCs showed 1637 exposure-specific DEGs and subsequently derived PGCLCs showed 1437 exposure-specific DEGs. Of those, only 138 (8.4%) were conserved from the BPS-exposed iPSCs to the subsequently derived PGCLCs. Figure 7—source data 1.Quality control metrics for EM-seq data.

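Ccn2 was the only gene that passed the test of a difference in response between exposed iPSCs and the PGCLCs derived from them, with a log2 difference (derived PGCLCs minus iPSCs) of -0.94 (standard error 0.111, adjusted p = 0.0229, limma interaction over 17247 genes). Of 100 splits of these libraries drawn, the real one included, 12 gave a count as large, up to 499 genes, 8 of them among the 85 that kept neither real grouping, so that chance is not excluded. At an unadjusted p under 0.05 there were 1936 such genes. In derived PGCLCs Ccn2 had a log2 fold change of -0.15 (adjusted p = 0.405) and Cyp1a1 of -0.10 (adjusted p = 0.899). No gene was called in both iPSCs and derived PGCLCs, since 0 were called in the latter (limma), and limma-voom also called 0 in both. Over the 14673 genes tested in both, log2 fold changes correlated at 0.0646 across genes, which are not independent replicates, with Spearman's rho of 0.0166 and 50.4% of genes changed in the same direction. In a fit of all 42 libraries 81 genes were called in both.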

**Figure 7—figure supplement 1.**
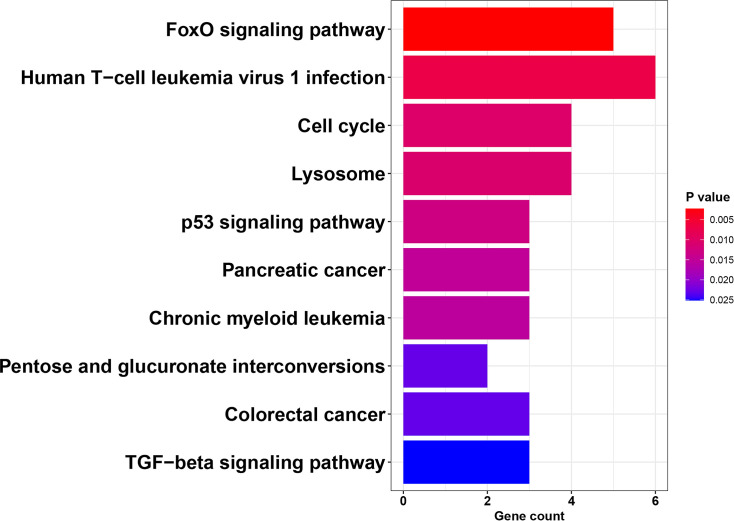
KEGG pathway analysis of DEGs detected in both iPSCs exposed to BPS and PGCLCs derived from the exposed iPSCs. Analysis of KEGG pathways associated with 138 BPS-induced DEGs that persisted during the transition in cell fate from BPS-exposed iPSCs to PGCLCs revealed genes primarily involved with cell cycle and apoptosis pathways.

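The 138 genes that the study lists as persisting were all tested in both cell types. Of them 105 had log2 fold changes of the same sign in exposed iPSCs and derived PGCLCs, 70 positive and 35 negative in both, and 33 had opposite signs. By limma 0 were called in iPSCs and 0 in derived PGCLCs, and 0 in both, where 120, 131 and 113 had an unadjusted p under 0.05. Adjusted over the list alone, 100 passed in iPSCs and 130 in derived PGCLCs, but the study chose the list on these samples, so that neither these counts nor the shared direction are independent evidence. The median absolute log2 fold change was 0.33 in iPSCs and 0.31 in derived PGCLCs, and 7 of the genes were on the list of imprinted genes. Without iPSC BPS replicate 2, 87 of the genes were called in iPSCs. A fit of the 12 libraries called 6 in iPSCs, and a fit of all 42 libraries called 118 in iPSCs, 74 in derived PGCLCs and 66 in both.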

**Figure 7—figure supplement 2.**
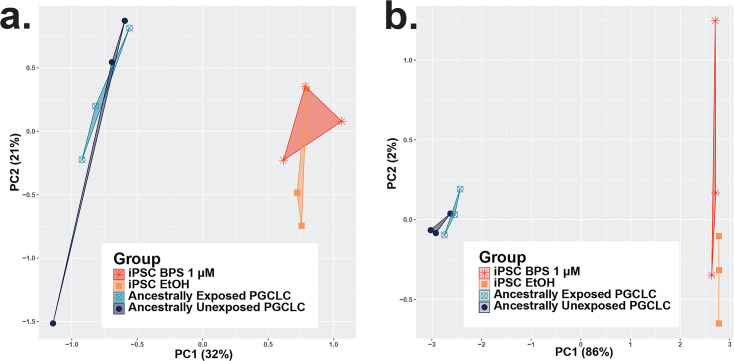
Consistency among iPSC and ancestrally exposed PGC-LC replicates and variation between RNA-seq and EM-seq experimental and control groups. Plots displaying principle component analyses of data from the persistence of epimutations through transitions in cell states based on (**a**) DNA methylation from EM-seq data and (**b**) gene expression from bulk RNA-seq data. Again, replicate samples clustered into regions based on distinct cell identity profiles. However, there is a lack of strong separation between treatment conditions in the second principle component. While the differences in all experiments were sufficient to produce DMCs/DMRs/DEGs, the separation between treatment conditions displayed by the PCA could likely be increased by a larger sample size and indicate a limitation of only having triplicate replicates for this study.

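In a principal component analysis of these 12 libraries the first component took 90.2% of the variance and the second 2.38%. On the first component iPSC libraries lay between 104.4 and 111.6 and derived PGCLC libraries between -124 and -93.0. On the second, vehicle iPSC libraries lay between 15.0 and 15.6 and BPS replicates 1, 2 and 3 at 6.05, -54.4 and 2.69, whereas derived PGCLC libraries lay between -3.17 and 3.56. Nanog stood at 729 ± 14.7 CPM in vehicle iPSCs and 305 ± 42.2 CPM in PGCLCs derived from them (SD, n = 3).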

**Figure 7—figure supplement 3.**
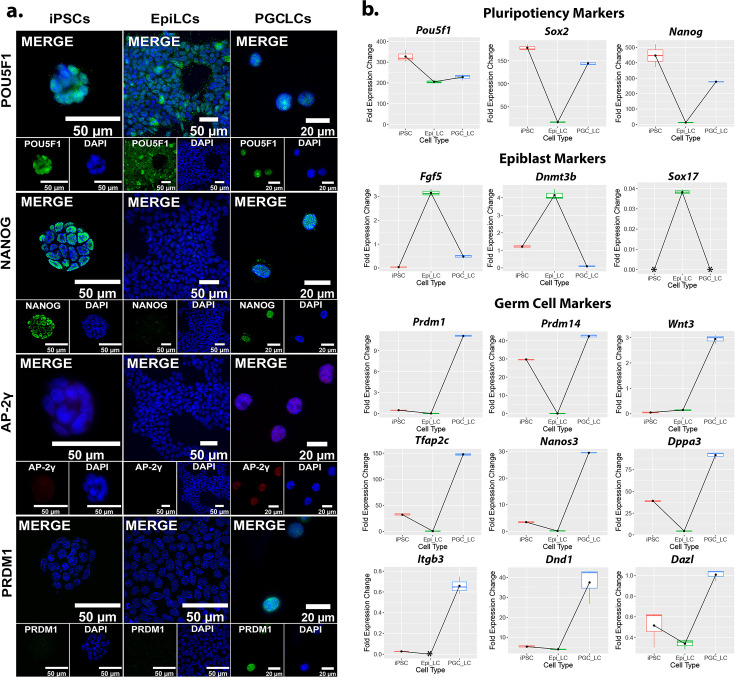
Relative expression of markers for PGCLC induction from iPSCs. (**a**) ICC of pluripotency and germ cell marker expression throughout the transition from iPSCs to PGCLCs. (**b**) qRT-PCR of pluripotency, epiblast, and germ cell markers indicating gene expression profiles during induction of PGCLCs from iPSCs. Each gene fold expression is relative to the housekeeping gene *Gusb* using the ∆Cq method. The symbol * indicates that the expression of transcripts in the sample was either non-existent or so low as to be undetectable by qRT-PCR.

**Figure 7—figure supplement 4.**
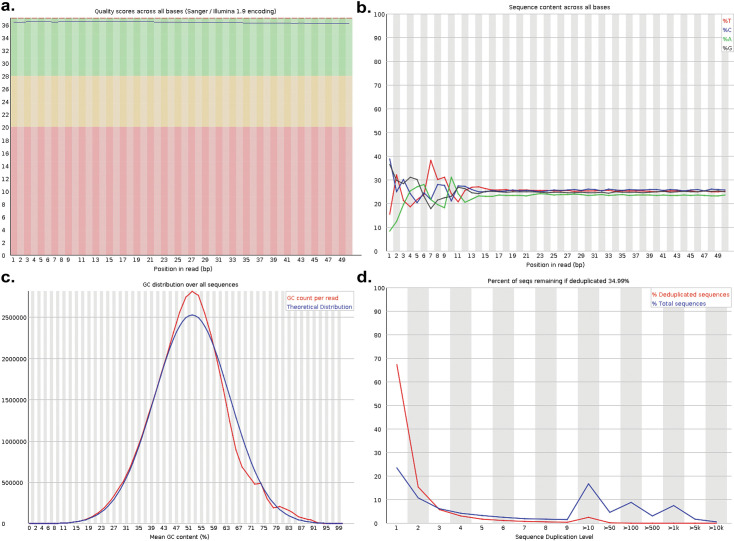
Quality control for RNA-seq data. RNA-seq quality control data from one of the three PGCLC replicates exposed to BPS as an example. (**a**) Base calls showed high-quality scores (phred scores >30) for all bases in reads. (**b**) Reads showed equal distributions of all four bases following the initial adaptor sequence and sufficient base complexity. (**c**) Distribution of GC sequences across reads aligned very closely with the theoretical distribution. (**d**) Duplication plot indicates deduplicated libraries contained ~67% unique sequences which indicates sufficient library complexity for subsequent downstream data processing.

When we compared the specific DMCs and DEGs that were detected in the BPS-exposed iPSCs with those that were detected in the subsequently derived PGCLCs, we found that >90% of each were not conserved during the pluripotent to germline transition in cell fate. Specifically, only 3.7% of the DMCs and 8.4% of the DEGs detected in the BPS-exposed iPSCs were also detected in the PGCLCs derived from the exposed iPSCs. 

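Among 17 genes of the cell cycle, apoptosis, lysosome and related pathways that belong to the study's list of genes changed in both exposed iPSCs and the PGCLCs derived from them, 0 were called by limma in either cell type. Without iPSC BPS replicate 2, 10 of them were called in iPSCs, a fit of the 12 libraries called 1 there (Plk2), and a fit of all 42 libraries called 14 in iPSCs, 7 in derived PGCLCs and 6 in both. Cdkn1a, which encodes the cell cycle inhibitor p21, had a log2 fold change of 0.13 (adjusted p = 0.459) in iPSCs and 0.21 (adjusted p = 0.194) in derived PGCLCs. For Ccnd2, cyclin D2, it was 0.47 (adjusted p = 0.328) in iPSCs and 0.32 (adjusted p = 0.233) in derived PGCLCs. The stress kinase gene Plk2 was at 0.48 (adjusted p = 0.165) in iPSCs and 0.19 (adjusted p = 0.207) in derived PGCLCs. Gadd45g, a growth arrest and DNA damage response gene, was at 0.56 and 0.36, the BMP-induced regulator Id2 at 0.68 and 0.40 and the NODAL antagonist Lefty2 at -0.24 and -0.28 on the log2 scale in iPSCs and derived PGCLCs. The kinase gene Lck, which may share reads with a second annotated copy, was at -0.38 and -0.53, the lymphotoxin receptor gene Ltbr at 0.50 and 0.33 and the spindle checkpoint gene Mad2l1 at -0.19 and -0.17. The lysosomal genes Tcirg1 and Gusb were at 0.32 and 0.35 and at 0.23 and 0.22, the fatty acid activating enzyme gene Acsl1 at -0.26 and -0.38 and the zinc transporter gene Slc39a14 at -0.30 and -0.27. The sign differed between the cell types for Tgfbr1, a TGF-beta receptor, at -0.29 and 0.27, Ap3m2, an adaptor protein subunit, at 0.31 and -0.34, the cathepsin gene Ctsz at 0.19 and -0.24 and the glutathione transferase gene Gstm7 at 0.77 and -0.41. The adjusted p of the 17 genes was at least 0.165 in iPSCs and 0.194 in derived PGCLCs. The study chose these genes on the same samples, so that their direction is not independent evidence.

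**Figure D4:**
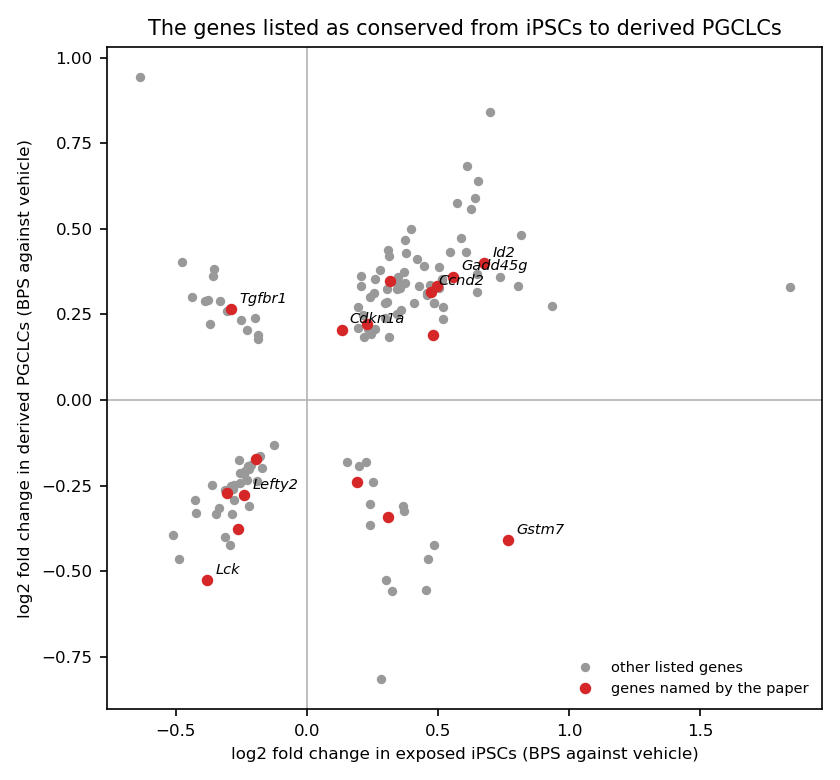
Log2 fold change of the 138 genes that the study lists as persisting, in iPSCs exposed to 1 μM BPS (horizontal axis) and in the PGCLCs derived from them (vertical axis). Each point is a gene, and the 17 genes of the named pathways are in red. Of the 138 genes 105 lie in the quadrants of equal sign and 33 in the others.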

Among the small portion of specific 138 DEGs (Supplementary file 1) that were conserved from exposed iPSCs to derived PGCLCs, several (12.32%) (*Cdkn1a*, *Ccnd2*, *Plk2*, *Tgfbr1*, *Gadd45g*, *Lck*, *Ltbr*, *Mad2l1*, *Ap3m2*, *Ctsz*, *Tcirg1*, *Gusb*, *Id2*, *Lefty2*, *Gstm*7*, Acsl1, Slc39a14*) were involved in cell cycle and apoptosis pathways which could potentially be linked to cancer development (Figure 7—figure supplement 1). Thus, of the 38,105 DMCs and 1637 DEGs induced by exposure of iPSCs to 1 µM BPS, 36,688 and 1499, respectively, did not persist during differentiation of iPSCs to form PGCLCs, and so were apparently corrected by germline reprogramming. Simultaneously however, 26,752 novel DMCs and 1299 novel DEGs appeared in the derived PGCLCs that were not present in the BPS-exposed iPSCs, so were apparently generated de novo during the germline reprogramming process. These results are consistent with the notion that germline epigenetic reprogramming corrected many of the epimutations that were present in the BPS-exposed pluripotent cells from which they were derived, but that exposure of cells to EDCs may disrupt the underlying chromatin landscape in a way that then interferes with subsequent reprogramming such that in addition to correcting many previously induced epimutations, the germline reprogramming process, acting on a disrupted chromatin landscape, also generates many novel epimutations de novo during the pluripotent to germline transition.

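In PGCLCs derived from BPS-exposed iPSCs, 20 of 20 measured HOX genes, which pattern the body axis, had positive log2 fold changes with a median of 0.56, and 16 were higher when adjusted over the list alone. Hoxb9 had a log2 fold change of 0.68 (standard error 0.110, adjusted p = 0.194) and Hoxa9 of 0.64 (adjusted p = 0.194). Of 20 p53 targets 17 were positive and 3 negative (9 higher and 1 lower when adjusted over the list alone), and the p53-induced cyclin gene Ccng1 stood at 462 ± 14.7 to 583 ± 33.5 CPM (0.34, adjusted p = 0.194), vehicle arm first. Of 29 imprinted genes 27 were positive (6 higher when adjusted over the list alone). Of 19 naive pluripotency genes 18 were negative (1 higher and 6 lower when adjusted over the list alone), with -0.55 for Dppa3, a maternal factor that marks early germ cells, and -0.38 for the pluripotency factor gene Pou5f1, and of 17 genes of germ cell specification 16 were negative (5 lower when adjusted over the list alone). Of 17 mesoderm and endoderm genes 16 were positive (0 higher and 0 lower when adjusted over the list alone). By limma 0 members of these lists passed over all genes. Camera gave adjusted p = 4.94e-12 for the HOX genes, 1.74e-06 for p53 targets, 9.25e-07 for imprinted genes, 1.79e-06 for naive pluripotency, 1.93e-05 for germ cell specification and 0.00255 for mesoderm and endoderm. These were adjusted p = 0.420, 0.420, 0.424, 0.571, 0.420 and 0.466 with an estimated correlation. Of the lists tested, 13 passed camera, against up to 17 in another split of these libraries, and 3 of the 10 splits reached at least 13. The median deviation of genes on chromosome 14 was -0.0508 on the log2 scale in vehicle replicate 2, -0.0364 and -0.0225 in BPS replicates 1 and 2, and 0.0246 to 0.0587 in the other 3 libraries. From the DMCs and DEGs that were lost and those that appeared in derived PGCLCs, the paper proposes that germline reprogramming corrected many epimutations, and that the exposure disturbed the chromatin so that others arose during reprogramming.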

## Discussion

While nearly 20 years of research on the effects of exposure of live animals to various EDCs and other environmental disruptive influences has clearly established the potential to perturb the epigenome in ways that can dysregulate normal gene expression patterns and predispose the development of disease states, the molecular mechanisms underlying these phenomena have remained largely undefined. Thus, the manner in which environmental exposures introduce biochemical changes in epigenetic programming, how such disruptions can be propagated within a tissue or throughout the soma of an exposed individual or enter that individual’s germ line, or how these disruptions predispose disease states in that individual, or how a resulting prevalence of epimutations can be transmitted to multiple subsequent generations despite generational epigenetic reprogramming, are all mechanistic questions that have remained unanswered despite more than 5000 publications on this topic since the early 2000s. The vast majority of those publications have described experiments in animal models – typically rodents. While informative, such live animal studies require months to years to complete, are cost-, labor-, and animal-intensive, and have not yielded substantial insight into the molecular mechanisms underlying the deleterious effects of environmentally induced epimutations.

In vitro model systems have proven to be very useful tools for deciphering molecular mechanisms related to normal development and homeostasis, or disruptions of those processes predisposing onset of disease. Examples include cell culture systems used to study developmental processes such as X-chromosome inactivation in mammals (Almeida et al., 2017; Patrat et al., 2009) or early embryogenesis (Bao et al., 2022; Lau et al., 2022), or to elucidate the cellular and molecular etiology of many different diseases based on the now popular ‘disease-in-a-dish’ approach (Davaapil et al., 2020; Song et al., 2023). While in vitro cell culture systems are, by nature, devoid of a majority of the physiological complexities present within the intact organism in vivo, this provides an actual advantage in that it facilitates deconvolution of those complexities while unequivocally focusing on only certain, specific aspects or cell types. However, this ultimately warrants validation of results discerned from studies of in vitro models to ensure they also reflect functions ongoing in the more complex and heterogeneous environment of the intact animal in vivo.

We assembled an in vitro system in which we combined the three cell types normally involved in (i) the initial exposure to disruptive environmental effects (somatic cells), (ii) the first phase of generational epigenetic reprogramming in the preimplantation embryo (pluripotent cells), and (iii) the second phase of generational reprogramming in the developing germ line (germ cells). This system allowed us to gain insights into multiple mechanistic aspects of environmentally induced epimutagenesis including the initial induction of epimutations by exposure of cells to the EDC, BPS, cell-type specific differences in susceptibility to BPS-induced epimutagenesis, factors that appear to contribute to that differential susceptibility, and the mechanism by which an epimutated state may persist across multiple generations despite generational reprogramming.

Here we have shown that exposure of homogeneous populations of cells maintained in culture to an EDC such as BPS can induce epimutagenesis and dysregulation of gene expression, and that this occurs in a partially additive dose-dependent manner, although the quantitative effect appears to plateau at higher doses. This afforded us the opportunity to test the relative effects of direct exposure of different specific cell types to a similar dose of BPS with no confounding effects imposed by interactions with other cell types or systemic effects of the sort that normally occur in the in vivo context. We found that somatic, pluripotent, and germ cell types do indeed show differences in direct susceptibility to induction of epimutations following exposure to BPS, both in terms of the quantity of epimutations induced and qualities of the resulting epimutations such as a predominance of hyper- versus hypomethylation, and the genomic locations where such epimutations tend to occur. Our results suggest that these differences reflect distinctions in the normal status of each cell type at the time of exposure. Thus, somatic, pluripotent, and germ cell types differ in the normal status of genome-wide patterns of accessible versus inaccessible chromatin, global DNA methylation, and expression of relevant endocrine receptors. Interestingly, our data suggest that all of these parameters can influence cell-type specific susceptibility to induction of epimutations by exposure to BPS, and that different combinations of these variables ultimately determine the quantity and quality of epimutations induced by exposure to BPS. We note that while our exposure dose of 1 µM of BPS was below that deemed safe by the EPA for exposure of humans to the similar EDC, BPA, that same dose may exert greater effects when used to expose cells in culture in the absence of any sort of mitigating metabolic effects that may accrue in intact animals or humans. Indeed, the potential to quantify the epimutagenic effects of different doses of an EDC on different cell types as shown in our study could be used in future studies to assess the relative effects of a specific dose of an EDC on a specific cell type when that cell type is exposed either in a homogeneous culture or within an intact animal.

Endogenous fetal germline cells (e.g. PGCs and prospermatogonia in males) normally display lower levels of global DNA methylation and higher levels of chromatin accessibility than pluripotent or somatic cell types (Hajkova, 2011), yet PGCLCs developed fewer epimutations following exposure to BPS than the other cell types. This appears to be explained by the fact that germline cells do not express either estrogen receptor, whereas pluripotent and somatic cell types express one or both of the two estrogen receptors, apparently rendering them more susceptible to induction of epimutations following exposure to the estrogen mimetic, BPS. This is consistent with the notion that EDCs impose disruptive effects by interfering with canonical endocrine signaling pathways, and that notion is further supported by our observation that, in the cell types that express one or both estrogen receptors, we observed a prevalence of BPS-induced epimutations in genomic regions containing nearby EREs, whereas in PGCLCs, which do not express either estrogen receptor, we did not observe a strong correlation between the locations of BPS-induced epimutations and genomic EREs.

Nevertheless, we did observe induction of epimutations in PGCLCs exposed to BPS, suggesting that while cell types expressing relevant endocrine receptors may display elevated susceptibility to EDC-induced epimutagenesis presumably based on disruption of canonical endocrine signaling, this is not the only mechanism by which EDCs can induce epimutations. Indeed, our results support the suggestion that there may be at least two types of epimutations induced by exposure to EDCs – one that is independent of canonical endocrine signaling and so occurs in all cell types regardless of expression of relevant endocrine receptors or the genomic location of relevant HREs, and another that does involve disruption of canonical endocrine signaling and so is elevated in cell types expressing relevant endocrine receptors and predisposes the induction of epimutations in genomic regions near relevant HREs. Beyond this, a comparison of the quantities of BPS-induced epimutations in pluripotent and somatic cell types, which both express one or both estrogen receptors, but which differ with respect to elevated genome-wide chromatin accessibility in pluripotent cells compared to much more limited chromatin accessibility in somatic cell types (Cantone and Fisher, 2013; Santos et al., 2002), suggests that chromatin accessibility also contributes to susceptibility to EDC-induced epimutagenesis.

One of our most intriguing findings was that, in addition to estrogen-receptor expressing somatic and pluripotent cell types developing more epimutations than non-estrogen-receptor expressing germ cells in response to exposure to BPS, the occurrence of epimutations in the former (somatic and pluripotent) cell types was predominantly in enhancer regions whereas that in the latter (germ) cell type was predominantly in gene promoters. As noted above, there was a significant increase in the occurrence of BPS-induced epimutations near EREs in somatic and pluripotent cell types compared to germ cells. A genome-wide analysis confirmed that ERE half-sites occur more frequently in enhancer regions than in promoter regions (Table 3 and Figure 3—figure supplement 4) supporting our suggestion that the higher prevalence of BPS-induced epimutations we observed in enhancer regions in somatic and pluripotent cell types was due to disruption of canonical hormone signaling.

Our finding that PGCLCs, which do not express endocrine receptors, still accrued epimutations following exposure to BPS indicates that in addition to inducing epimutations by disrupting canonical endocrine signaling pathways, exposure to EDCs can induce epimutations via mechanisms that do not involve disruption of such pathways. This notion is further supported by the occurrence of BPS-induced epimutations in genomic regions that do not include nearby EREs, even though a prevalence of the epimutations induced in PGCLCs were located in gene promoters. Pathway analysis of the genes in which promoter-region epimutations were induced by exposure of PGCLCs to BPS suggests an apparent endocrine-signaling independent group of genes that can become disrupted by exposure to an EDC via non-canonical signaling which may occur through the PI3K/AKT pathway via G-protein-coupled receptors. While we observed expression of a number of G-protein-coupled receptors known to bind to either 17β-estradiol or BPA, further studies will be required to determine if any of these contribute to susceptibility to BPS epimutagenesis.

As expected, disruption of normal epigenetic programming induced by exposure of cells to BPS also led to dysregulation of gene expression. Thus, RNA-seq analysis detected differentially expressed genes in all cell types exposed to BPS. Surprisingly, the greatest number of DEGs was detected in PGCLCs which was the cell type that developed the lowest overall number of epimutations in response to exposure to BPS. However, PGCLCs showed a higher prevalence of BPS-induced epimutations in gene promoter regions than was observed in any of the other cell types, so it appears that promoter-region epimutations impose the most direct impact on gene expression. As noted above, fetal germ cells normally display the lowest level of global DNA methylation of any cell type at any developmental stage. This is characteristic of the epigenetic ground state that accrues uniquely in developing germ cells (Hajkova, 2011), and is believed to reflect a generally more accessible chromatin state genome-wide in germ cells than in other cell types. Thus, it may be that the epigenetic ground state in developing germ cells renders this cell type uniquely susceptible to epimutagenesis in gene promoter regions, thereby predisposing a high level of dysregulation of gene expression in response to exposure to an EDC.

Finally, our in vitro system allowed us to follow the fate of BPS-induced epimutations through a major transition in cell fate from pluripotent to germline cells during which a portion of the normal generational germline epigenetic reprogramming process is known to occur (Kurimoto and Saitou, 2018). Thus, when we induced iPSCs previously exposed to 1 μM BPS to differentiate into PGCLCs, we found that a substantial prevalence of epimutations persisted during this transition. However, very few of the specific DMCs or the associated DEGs detected in the BPS-exposed iPSCs persisted in the subsequently derived PGCLCs. Specifically, only 3.7% of DMCs and 8.4% of DEGs were conserved between the BPS-exposed iPSCs and the subsequently derived PGCLCs. This suggests that exposure of cells to EDCs has the potential to disrupt epigenetic programming in a way that then interferes with subsequent generational reprogramming that normally accompanies either germline to pluripotent or pluripotent to germline transitions in cell fate. Recent in vivo studies have suggested that exposure of gestating female mice to the EDC tributyltin results in disruption not simply of the pattern of epigenetic modifications but also of the underlying chromatin landscape (Chamorro-García et al., 2021; Chang et al., 2022). In this context, our results are consistent with the suggestion that exposure of cells to EDCs can disrupt the underlying chromatin landscape (e.g. the pattern of A and B chromatin compartments) such that when the ‘normal’ reprogramming machinery then acts on this disrupted landscape it corrects many of the originally induced epimutations, but simultaneously induces many novel epimutations de novo. This would predispose ongoing abnormalities in the underlying chromatin landscape that would, in turn, lead to the recurring correction of many existing epimutations in concert with the genesis of many novel epimutations during each subsequent generation.

We note that, with the exception of our analysis of granulosa cells, all of our studies were carried out in ‘male’ XY-bearing cells. It remains possible that XX-bearing cells might differ from XY-bearing cells in the way(s) in which they respond to exposure to an EDC. However, the similarity we observed between responses of XX granulosa cells and XY Sertoli cells suggest this may not be the case – at least in cell types in which dosage compensation has been established by X-chromosome inactivation.

Taken together, our results demonstrate the utility of an in vitro cell culture approach for pursuing molecular mechanisms underlying environmentally induced disruption of normal epigenetic programming manifest as the formation of epimutations and dysregulated gene expression. This approach clearly affords unique potential to reveal mechanisms responsible for the initial induction of epimutations in response to direct exposure of cells to disruptive effects such as EDCs, as well as offering potential means to elucidate mechanisms by which environmentally induced epimutations are then propagated within the exposed individual and then to that individual’s descendants. Knowledge of these mechanisms will afford the best opportunity to understand how these defects may, in the future, be better diagnosed, treated, and/or prevented. With the ever-expanding catalog of potentially hazardous man-made compounds permeating our environment, it is increasingly important that we recognize the potential dangers such compounds may impose and maximize our ability to protect ourselves from those dangers.

## Materials and methods

### Animal procedures

Mice were used as the primary source of cells for the establishment of cultures for the analysis of differential cell-type specific susceptibility to exposure to the EDC BPS at the cellular level. All mice were euthanized prior to dissection and isolation of the tissue or cell type to be used for experiments. All animals were bred on-site and maintained in one of the UTSA on-campus vivaria under controlled temperature and humidity conditions in a fixed 12 hr light, 12 hr dark cycle with free access to 5V5R extruded food and non-autoclaved conventional RO water. 5V5R has been verified to contain a targeted level of 50 PPM total phytoestrogenic isoflavones (genistein, daidzein, and glycitein) and has been certified for use with estrogen-sensitive protocols limiting the effect of these plant-derived compounds. Euthanasia was performed by trained personnel using continuous CO_2_ exposure at a rate of 3 L/min until one minute after breathing had stopped. Euthanasia was confirmed by cervical dislocation. Tissue from euthanized mice was used to obtain somatic (Sertoli, granulosa, and mouse embryonic fibroblast [MEF]) cells, and primordial germ cells [PGCs]. Both Sertoli and granulosa cells were isolated from respective male and female mice euthanized at postnatal day 20 (P20). MEFs and PGCs were isolated from fetuses at embryonic day 13.5 postcoitum (E13.5).

### In vitro generation and/or culture of pluripotent, somatic, and germ cells

#### Pluripotent cell culture

Male mouse iPSCs were derived from a transgenic mouse line carrying the *tetO-4F2A* cassette obtained from The Jackson Laboratories (011011) (The Jackson Laboratory, ME USA). iPSCs can be induced from essentially any cell type carrying this reprogrammable cassette by exposure to Doxycycline for one week as previously described (Carey et al., 2010; Hochedlinger et al., 2005). For this project, iPSCs were reprogrammed from MEFs isolated from a single male (XY) E13.5 mouse fetus. Reprogrammed colonies were picked and expanded via sub-passaging. Validation of reprogrammed pluripotency was determined by positive immunocytochemical (ICC) staining for the pluripotent markers POU5F1, SOX2, NANOG, and FUT4 (Figure 1—figure supplement 5 and Figure 2—figure supplement 2). Karyotyping was done on each candidate iPSC line produced to confirm normal chromosome number and XY sex chromosome constitution of each line prior to aliquots being prepared for long-term storage in liquid nitrogen (Supplementary file 2). We selected a male (XY) iPSC line to be used for this project. Upon thawing, iPSCs were initially maintained on CF-1 feeder cells for a minimum of three passages. Cells were cultured in DMEM supplemented with 15% fetal bovine serum (FBS) and 1000 U/mL leukocyte inhibitory factor (LIF). Once pluripotent cells were stabilized in culture, they were transitioned to feeder-free conditions and were cultured in N2B27 media supplemented with 2i and LIF for two-three passages prior to use in chemical exposure experiments. A complete list of the media components along with catalog numbers can be found in Supplementary file 3.

#### Sertoli cell culture

Primary cultures of Sertoli cells were established as previously described (Karl and Griswold, 1990). Briefly, whole testes were dissected from ~5 juvenile littermate mice at P20. Following removal of the tunica albuginea from each individual testis, the bundles of seminiferous tubules were physically chopped using a sterile razor blade to break down the coiled structure of tubules increasing the surface area and rendering them easier to digest. These shortened fragments of seminiferous tubules were then digested in a mixture of 2.5% trypsin and 6.64 mg/ml DNaseI in DPBS for 25 min at 37 °C. After these enzymes were inactivated, the tubule sections were washed multiple times, then treated with a final enzymatic mixture of collagenase IV (0.70 mg/mL) and DNaseI (6.64 mg/mL) for 10 min to permeabilize the thick collagen layer on the exterior of the seminiferous tubules to allow the Sertoli cells to migrate out away from the tubules in culture. After checking the digested tubules under a microscope to confirm the collagen layer had been permeabilized, the digested tubules were spun down to wash away the enzymes, and then resuspended in Sertoli cell media containing retinoic acid from ScienCell (4521) (ScienCell Research Laboratories, CA USA). The digested tubules were plated into six culture flasks in order to have three replicates of both control and treated cells for each exposure experiment. To remove contaminating germ cells from this primary culture, the cells were treated with hypotonic shock treatment on the morning of the second day of culture, and the enriched Sertoli cells were washed and allowed to recover with fresh media for at least two hours. The enriched primary cultures of Sertoli cells were then ready to be used for chemical exposure experiments. The estimated purity of the culture was >80% based on ICC staining for the Sertoli cell markers SOX9 and WT1 (Figure 2—figure supplement 2). A full procedure for the establishment of primary cultures of Sertoli cells can be found in Supplementary file 4.

#### Granulosa cell culture

Primary cultures of granulosa cells were established by selecting early preantral primary follicles from enzymatically digested ovary tissue as described previously (Monti and Redi, 2016; Roy and Greenwald, 1996), followed by breaking selected primary follicles down into a single cell suspension that could be plated and maintained. To isolate preantral primary follicles we dissected ovaries from ~5 female littermate mice at P20 and then enzymatically digested the ovary using collagenase IV (560 U/pair of ovaries) for 25 min at 37 °C with constant agitation. This digestion was stopped by addition of buffer with 0.5% BSA and the mixture was spun down at 60 x *g* for 5 min to pellet the cells. The cells were resuspended in PBS with 0.5% BSA and transferred to a sterile petri dish under a stereomicroscope. Primary follicles were individually picked from the solution using a glass needle with suction control and moved into a clean droplet of PBS containing 0.5% BSA. Selected primary follicles were then spun down at 1000 x *g* for 5 min. After spinning, the supernatant was removed, and the cells were finger-vortexed to resuspend the pellet. The follicles were then digested to single cell suspension by addition of pre-warmed (37 °C) 0.25% trypsin and incubated for 5 min with regular pipetting followed by pelleting again at 1000 x *g* for 5 min. The trypsin-containing supernatant was removed, and the granulosa cells were resuspended in DMEM supplemented with 15% FBS and plated into ix culture flasks in order to have three replicates of both control and treated cells for each exposure experiment. The oocytes were non-adherent and were washed away on day 2 when changing the media. The estimated purity of the culture was >90% based on ICC staining for the granulosa cell marker FSHR and INHA (Figure 2—figure supplement 2). The granulosa cells were then ready to be used for EDC exposure experiments. A full procedure for the establishment of primary cultures of granulosa cells can be found in Supplementary file 5.

#### Primordial germ cell like cell culture

Mouse iPSCs were differentiated into PGCLCs as previously described (Hayashi et al., 2011). Briefly, iPSCs maintained in N2B27 supplemented with 2i and LIF under feeder-free conditions were differentiated to EpiLCs for two days by the addition of activin A and basic fibroblast growth factor (bFGF) to the N2B27 media. After 2 days, the EpiLC intermediate cells were passaged to low adherence round bottom plates for 4 days in GK15 media containing bone morphogenic protein 4 (BMP4), stem cell factor (SCF), epidermal growth factor (EGF), and LIF to induce the differentiation of a subset of cells (2–3%) in the resulting aggregate to become PGCLCs. 6 batches each being made up of six plates were required in order to obtain sufficient cell numbers for three replicates of both control and treated conditions. During this 4-day period, cell aggregates were ready for EDC exposure (see below). Following EDC exposure, cell aggregates were removed from the low adherence round bottom plates within each batch, dissociated into a single cell suspension, and PGCLCs were fluorescence-activated cell sorted (FACS) on a BD FACSAria II in the UTSA Cell Analysis Core to recover cells that were double-positive for FUT4 and ITGB3. A full list of the media components and catalog numbers for the differentiation of iPSCs to PGCLCs along with our FACS gating for double positive FUT/ITGB3 PGCLCs can be found in Supplementary file 3 and Figure 2—figure supplement 3, respectively. Additional data demonstrating validation of PGCLCs by qRT-PCR and ICC staining are shown in Figure 7—figure supplement 3.

### Immunocytochemistry (ICC)

Cells were immunolabeled as previously described (Rodig, 2022) to validate the purity of cell primary cultures using known cell specific markers (Figure 2—figure supplement 2) to detect the presence or absence of relevant endocrine receptors ERα and ERβ at the protein level. Pluripotent (iPS) and somatic (Sertoli and granulosa) cells were grown on 13 mm Thermanox plastic coverslips (174950) prior to fixation, permeabilization, and immunolabeling (Nalge Nunc International, NY USA). Non-adherent germ (PGC and PGCLC) cells were spun down onto poly-L-lysine coated slides (63410–01) at 400 RPM for one minute using a Thermo Shandon CytoSpin III Cytocentrifuge from Rakin (Electron Microscopy Sciences, PA USA & Rakin Biomedical Corporation, MI USA). Cells were fixed with 4% formaldehyde for 10 min at room temperature (RT) and then washed three times for five minutes each with ICC buffer (PBS containing 0.01% Triton X-100 detergent) to permeabilize the cell and nuclear membranes prior to blocking with 5% goat serum which was added to the ICC buffer and incubated for 1 hr at RT. Following blocking, primary antibodies, in ICC buffer, were added to the slides and left to incubate overnight at 4 °C. The following day, slides were washed three times with ICC buffer, and fluorescent secondary antibodies in ICC buffer were then added to the slides and left to incubate in the dark for 1 hr. After secondary antibody incubation, cellular nuclei were stained with DAPI at a 1:1000 dilution in ICC buffer for 7 min, followed by three final washes with ICC buffer for 5 min. Coverslips then were transferred to microscope slides and mounted with 5–10 μL of VECTASHEILD Antifade Mounting Medium (H-1000) and sealed with clear nail polish before being imaged on a Zeiss AXIO Imager.M1 Fluorescence Microscope (Vector Laboratories Inc, CA, USA and Zeiss Group, Oberkochen DE). Images were processed for contrast and brightness enhancement and for the addition of scale bars using Fiji (RRID:SCR_002285; Schindelin et al., 2012). Information about the primary and secondary antibodies along with catalogue numbers and dilutions used can be found in the Key resources table.

### Quantitative RT-PCR (qRT-PCR)

Total RNA was extracted from 3 replicate preps of cells as described previously (Rio et al., 2010) and treated with 1.5 U/μg total RNA RQ1 DNase1 (M6101) to remove contaminating genomic DNA (Promega Corporation, WI USA). Fifty ng of cleaned RNA was retrotranscribed with SuperScript III as recommended by the manufacturer (Invitrogen, MA, USA). Primers were designed using Primer-BLAST (RRID:SCR_003095; Ye et al., 2012) from NCBI. A complete list of all primer sequences used in this study can be found in Supplementary file 6. Relative expression levels of selected genes were assessed by real-time PCR using the PowerTrack SYBR Green Master Mix according to the manufacturer’s instructions (Applied Biosystems, MA USA) then run on a QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific, MA, USA) and analyzed with QuantStudio Design and Analysis Software. Each sample was normalized based on constitutive expression of the *Gusb* reference gene to obtain the ΔCt [(2-Ctgene-CtGusb)].

### BPS exposure design

Despite numerous studies illustrating the dangers of estrogenic mimetic EDCs, the EPA has currently not published any limits concerning the maximum acceptable dose of BPS below which exposure on a daily basis is considered to be safe. Thus for this study, we established our initial testing range of 1 μM, 50 μM, and 100 μM of BPS based on the limit established for BPA at ≤ 4.44 μM (Ribeiro et al., 2019) selecting 1 dose below the established safe limit and two doses that exceed that limit. For all cell types except PGCLCs, BPS was dissolved in absolute ethanol and added to media gassed with 5% CO_2_, 5% O_2_, and balanced N_2_ and then injected into three replicate sealed T-25 cell culture flasks and left to incubate for 24 hr (Figure 1—figure supplement 3). The media was gassed to ensure enrichment to 5% CO_2_, which is normally regulated by the cell incubator, limiting the potential for the pH to change in the media during this exposure period due to the absorption of CO_2_ by incubating cells. The concentration of either BPS dissolved in ethanol for treatment groups or ethanol vehicle alone for control groups made up 0.02% of the total media volume. Following 24 hr of exposure, media containing BPS was removed and cells were washed and allowed to recover in fresh untreated media (without BPS or EtOH) for 24 hr prior to harvesting. PGCLCs were not suitable for this exposure paradigm as EpiLCs undergo differentiation to PGCLCs in cell aggregates formed in low-adherence round-bottom 96-well plates and cannot be maintained in T-25 sealed flasks. Therefore, diluted BPS was added to PGCLC media and added to cells in three replicate batches of round-bottom 96-well plates to incubate for 24 hr prior to a shortened wash and ‘chase’ period of 8 hr prior to cell sorting.

### Methylation beadchip analysis

A total of 1 μg of extracted genomic DNA from each of three replicate exposure experiments for each cell type was bisulfite-converted with the EZ DNA Methylation Kit (D5001) and modified according to the manufacturer’s recommendations (Zymo Research, CA USA and Illumina, CA USA). These samples were run on the Infinium Mouse Methylation BeadChip Array following the Illumina Infinium HD Methylation protocol. This beadchip array includes 297,415 cytosine positions within the mouse genome (CpG sites, non-CpG sites, and random SNPs). The methylation score for each CpG is represented as a β-value which is a ratio of the fluorescence intensity ranging between 0 (unmethylated) and 1 (methylated). Arrays were scanned by HiScan (Illumina, CA, USA). Quality control (Figure 2—figure supplement 4) and downstream data processing of the.idat files was using the Sensible Step-wise Analysis of DNA Methylation BeadChips (SeSAMe) Bioconductor package (Ding et al., 2023; Triche et al., 2013; Zhou et al., 2022; Zhou et al., 2018). DNA methylation levels of differentially methylated cytosines (DMCs) are determined using mixed linear models. This general supervised learning framework identifies CpG loci whose differential methylation is associated with known control vs. treated co-variates. CpG probes on the array were defined as having differential changes that met both p-value and FDR ≤ 0.05 significant thresholds between treatment and control samples for each cell type analyzed. Additionally, we followed up our DNA methylation analysis of individual dCpGs by identifying differentially methylated regions (DMRs). DMRs were created by grouping all CpGs measured on the array into clusters using Euclidean distance (Ding et al., 2023; Triche et al., 2013; Zhou et al., 2022; Zhou et al., 2018). The p-values from the differential methylation of individual CpGs within the resulting CpG clusters were aggregated, and clusters were then filtered selecting for regions that contained a p-value ≤ 0.05 (Ding et al., 2023; Triche et al., 2013; Zhou et al., 2022; Zhou et al., 2018).

### RNA-seq

Total RNA was extracted from 3 replicate preps of cells using Trizol as previously described (Rio et al., 2010). Contaminating genomic DNA was removed by RQ1 DNase (M6101) treatment according to the manufacturer’s instructions (Promega Corporation, WI USA). RNA concentration was determined using Qubit (Q32855) and RNA integrity (RIN) scores were determined using tape station (5067–5576) according to the manufacturer’s instructions (Thermo Fisher Scientific Inc, MA, USA and Agilent Technologies, Inc CA, USA). Strand-specific RNA-seq libraries were prepared with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina sequencing (E7760S) according to the manufacturer’s protocol (New England Biolabs, MA, USA). Briefly, this process consisted of poly(A) RNA selection, RNA fragmentation, and double stranded cDNA generation using random oligo(dT) priming followed by end repair to generate blunt ends, adaptor ligation, strand selection, and polymerase chain reaction amplification to generate the final library. Distinct index adaptors were used for multiplexing samples across multiple sequencing lanes. Sequencing was performed on an Illumina NovaSeq 6000 instrument yielding sequences of paired end 2x50 base pair runs. Demultiplexing was performed with the Illumina Bcl2fastq2 program (Illumina, CA, USA).

### RNA-seq expression analysis

The quality of the fastq reads was checked using FastQC (RRID:SCR_014583; Andrews et al., 2023; de Sena Brandine and Smith, 2019; Figure 7—figure supplement 4). Reads were aligned to the mm10 mouse reference genome using the Rsubreads package to produce read counts (RRID:SCR_016945; Liao et al., 2019). These were then used for differential gene expression analysis using the edgeR package (RRID:SCR_012802; Chen et al., 2016; McCarthy et al., 2012; Robinson et al., 2010). Briefly, gene counts were normalized using the trimmed mean of M-value normalization (TMM) method before determining counts per million (CPM) values (Robinson and Oshlack, 2010). For a gene to be classified as showing differential gene expression between BPS-treated and EtOH vehicle-only control samples, a threshold of both a Benjamini-Hochberg adjusted p-value ≤0.05 and a false discovery rate (FDR)≤0.05 had to be met.

### EM-Seq

Genomic DNA was extracted from three replicates of cells as previously described (Sambrook and Russell, 2006). Smaller fragmented DNA (≤10 kb) and contaminating RNA were removed by cleaning the genomic DNA on a genomic DNA clean and concentrator-10 column (D4011), according to the manufacturer’s instructions (Zymo Research, CA, USA). DNA concentration was determined using a Qubit (Q32850) and genomic DNA (100 ng) was sheered using a Bioruptor and the size of the sheered DNA was determined using a TapeStation 4200 according to the manufacturer’s instructions in the UTSA Genomics Core (Diagenode Inc, NJ, USA and Agilent Technologies, Inc CA, USA). Large size (470–520 bp) EM-seq libraries were prepared with the NEBNext Enzymatic Methyl-seq kit (E7120S) according to the manufacturer’s protocol (New England Biolabs, MA, USA). Briefly, this process consisted of A-tailing, adaptor ligation, DNA oxidation by TET2 initiated by the addition of Fe (II), strand denaturization with formamide, deamination by APOBEC3A, polymerase chain reaction amplification, and bead selection to generate the final libraries. Distinct index adaptors were used for multiplexing samples across multiple sequencing lanes. Sequencing was performed on an Illumina NovaSeq 6000 instrument yielding sequences of paired end 2x150 base pair runs. Demultiplexing was performed with the Illumina Bcl2fastq2 program (Illumina, CA, USA).

### EM-Seq analysis of genome-wide DNA methylation patterns

EM-seq data was processed using the comprehensive wg-blimp v10.0.0 software pipeline (Lehle and McCarrey, 2023; Wöste et al., 2020). In brief, reads were trimmed prior to initiating the wg-blimp pipeline using Trim Galore (RRID:SCR_011847; https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Sequenced reads were aligned to the mm10 genome using gemBS (King et al., 2020; Merkel et al., 2019; Schilbert et al., 2020). The BAM files from alignment underwent a series of QC tests including read quality scoring by FastQC (RRID:SCR_014583; Andrews et al., 2023), overall and per-chromosome read coverage calculation, GC content, duplication rate, clipping profiles by Qualimap (RRID:SCR_001209; Okonechnikov et al., 2016), and deduplication by the Picard toolkit (RRID:SCR_006525; Figure 7—source data 1). Methylation calling was performed by MethylDackel (Ryan, 2023a; https://github.com/dpryan79/MethylDackel, copy archived at Ryan, 2023b) and statistically significant DMC/DMR calling was performed by the metilene (Jühling et al., 2016) and BSmooth (RRID:SCR_005693; Hansen et al., 2012) algorithms. Metilene uses a binary segmentation algorithm combined with a two-dimensional statistical test that allows the detection of DMCs/DMRs in large methylation experiments with multiple groups of samples. BSmooth uses a local-likelihood approach to estimate a sample-specific methylation profile, then computes estimates of the mean differences and standard errors for each CpG to form a statistic similar to that used in a t-test. Finally, potential regulatory regions were identified through the use of MethylSeekR (RRID:SCR006513; Burger et al., 2013). Results from the pipeline were displayed in the wg-blimp interactive results web browser that was built using the R Shiny local browser hosting framework (RRID:SCR_001626; Chang, 2023).

## Data Availability

Methylation beadchip, EM-seq, and RNA-seq data discussed in this publication have been uploaded and can be obtained from the SRA BioProject PRJNA1026145 and GEO accession GSE252723. The following datasets were generated: LehleJD LinY-H GomezA ChavezL McCarreyJR 2024DNA methylation dataNCBI BioProjectPRJNA1026145 LehleJD LinY-H GomezA ChavezL McCarreyJR 2024Gene expression dataNCBI Gene Expression OmnibusGSE252723

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	R26^rtTA^; Col1a1^2lox-4F2A^	The Jackson Laboratory	011011	
Cell line (*M. musculus*)	CF1 Mouse embryonic fibroblasts, MitC-treated	Thermo Fisher Scientific	A34959	
Chemical compound	Dulbecco’s Modified Eagle Medium (DMEM)	Thermo Fisher Scientific	10313021	High glucose, pyruvate, no glutamine
Chemical compound	Fetal bovine serum (FBS)	Thermo Fisher Scientific	10439024	Embryonic stem-cell FBS, qualified, USDA-approved regions
Chemical compound	Leukemia inhibitory factor (LIF)	Millipore Sigma	ESG1107	ESGRO Recombinant Mouse LIF Protein
Chemical compound	DMEM/F12	Thermo Fisher Scientific	21041025	No phenol red
Chemical compound	Insulin	Millipore Sigma	I1882	From bovine pancreas
Chemical compound	Apo-Transferrin	Millipore Sigma	T1147	From human
Chemical compound	Bovine Serum Albumin (BSA)	Thermo Fisher Scientific	15260037	Fraction V (7.5% solution)
Chemical compound	Progesterone	Millipore Sigma	P8783	
Chemical compound	Putrescine dihydrochloride	Millipore Sigma	P5780	
Chemical compound	Sodium selenite	Millipore Sigma	S5261	
Chemical compound	Neurobasal	Thermo Fisher Scientific	12348017	No phenol red
Chemical compound	B-27	Thermo Fisher Scientific	12587010	(50 X), minus vitamin A
Chemical compound	Penicillin-streptomycin	Thermo Fisher Scientific	15070063	(5,000 U/mL)
Chemical compound	GlutaMAX	Thermo Fisher Scientific	35050061	(100 X)
Chemical compound	2-Mercaptoethanol	Thermo Fisher Scientific	21985023	(1000 X)
Chemical compound	CHIR99021	BioVision	1677–5	
Chemical compound	PD0325901	Amsbio	04-0006-02	10 mM in DMSO
Chemical compound	Recombinant Human/ Murine/Rat Activin A	PeproTech	120–14	Insect derived
Chemical compound	Recombinant Human FGF-Basic (FGF-2/bFGF)	Thermo Fisher Scientific	13256–029	
Chemical compound	KnockOut Serum	Thermo Fisher Scientific	10828028	
Chemical compound	Glasgow's MEM (GMEM)	Thermo Fisher Scientific	11710035	
Chemical compound	Recombinant human bone morphogenetic protein 4 (BMP-4)	R&D Systems	314 BP-010	
Chemical compound	Recombinant mouse stem cell factor (SCF)	R&D Systems	455-MC-010	
Chemical compound	Recombinant human epidermal growth factor (EGF), carrier free (CF)	R&D Systems	2028-EG-200	
Chemical compound	Dulbecco’s phosphate- buffered saline (DPBS)	Thermo Fisher Scientific	14040133	
Chemical compound	Deoxyribonuclease I (DNaseI)	Millipore Sigma	DN25	From bovine pancreas
Chemical compound	Trypsin (2.5%)	Thermo Fisher Scientific	15090046	No phenol red
Chemical compound	Soybean trypsin inhibitor	Thermo Fisher Scientific	17075029	
Chemical compound	Collagenase type IV	Worthington	LS004188	From Clostridium histolyticum
Chemical compound	Sertoli Cell Medium	ScienCell Research Laboratories	4521	
Chemical compound	Ethanol (EtOH)	Fisher	BP28184	(200 Proof)
Chemical compound	BSA	Millipore Sigma	A9085	
Chemical compound	Heat inactivated (HI) FBS	Thermo Fisher Scientific	10082147	
Chemical compound	Trypsin-EDTA (0.25%)	Thermo Fisher Scientific	25200072	With phenol red
Chemical compound	Bisphenol S (BPS)	Millipore Sigma	43034–100 MG	
Chemical compound	Phenol:Chloroform:Isoamyl Alcohol (25:24:1, v/v)	Thermo Fisher Scientific	15593031	
Chemical compound	TRIzol	Thermo Fisher Scientific	15596026	
Chemical compound	Isopropanol	Thermo Fisher Scientific	327272500	
Chemical compound	Proteinase K Solution (20 mg/mL)	Thermo Fisher Scientific	25530049	
Chemical compound	MaXtract High Density	Quiagen	129046	Phase lock gel tubes
Chemical compound	Sodium Acetate Solution	Thermo Fisher Scientific	R1181	3 M, pH 5.2
Chemical compound	Glycogen (5 mg/ml)	Thermo Fisher Scientific	AM9510	
Chemical compound	NaCl	Thermo Fisher Scientific	J21618.36	
Chemical compound	Tris base	Millipore Sigma	77-86-1	
Chemical compound	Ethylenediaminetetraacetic acid (EDTA)	Millipore Sigma	E9884-100G	
Chemical compound	Sodium dodecyl sulfate (SDS)	Millipore Sigma	151-21-3	
Chemical compound	Triton X-100	Thermo Fisher Scientific	85111	
Chemical compound	RQ1 DNase	Promega	M6101	
Chemical compound	Propidium iodide	BioLegend	421301	FCy 5 μL/10^6^ cells
Antibody	ERα	Thermo Fisher Scientific	MA1-310	Host: mouse monoclonal, ICC 1:100
Antibody	ERβ	GeneTex	GTX70174	Host: mouse monoclonal, ICC 1:100
Antibody	INHA	Invitrogen	PA5-13681	Host: rabbit polyclonal, ICC 1:25
Antibody	FSHR	Affinity	AF5477	Host: rabbit polyclonal, ICC 1:250
Antibody	SOX9	Abcam	ab185966	Host: rabbit monoclonal, ICC 1:100
Antibody	GAPDH	Novus	NB300-221	Host: mouse monoclonal, ICC 1:100
Antibody	WT1	Novus	NBP2-67587	Host: rabbit monoclonal, ICC 1:100
Antibody	FUT4	GeneTex	GTX34467	Host: rabbit monoclonal, ICC 1:50
Antibody	NANOG	Abcam	ab80892	Host: rabbit polyclonal, ICC 1:100
Antibody	POU5F1	Abcam	ab19857	Host: rabbit polyclonal, ICC 1:200
Antibody	SOX2	Abcam	ab97959	Host: rabbit polyclonal, ICC 1:200
Antibody	ID4	Thermo Fisher Scientific	PA5-26976	Host: rabbit polyclonal, ICC 1:50
Antibody	AR	Santa Cruz	sc-7305	Host: mouse monoclonal, ICC 1:50
Antibody	PPARγ	Santa Cruz	sc-7273	Host: mouse monoclonal, ICC 1:200
Antibody	RXRα	Invitrogen	433900	Host: mouse monoclonal, ICC 1:200
Antibody	PRDM1	Thermo Fisher Scientific	14-5963-82	Host: rat monoclonal, ICC 1:50
Antibody	Goat Anti Mouse Alexa 647	Abcam	ab150119	Host: goat polyclonal, ICC 1:200
Antibody	Goat Anti Rabbit Alexa 488	Abcam	ab150081	Host: goat polyclonal, ICC 1:1000
Antibody	Goat Anti Rabbit Alexa 647	Abcam	ab150179	Host: goat polyclonal, ICC­­ 1:200
Antibody	Goat Anti Rat Alexa 647	Thermo Fisher Scientific	A21247	Host: goat polyclonal, ICC 1:200
Antibody	FUT4 (IgM, κ), brilliant violet 421	BD Horizon	562705	Host: mouse monoclonal, FCy 5 μL/10^6^ cells
Antibody	ITGB3 (IgG), PE	BioLegend	104307	Host: hamster monoclonal, FCy 1 μL/10^6^ cells
Antibody	IgM, κ Isotype control, brilliant violet 421	BD Horizon	562704	Host: mouse monoclonal, FCy 1.25 μL/10^6^ cells
Antibody	IgG Isotype control, PE	BioLegend	400907	Host: hamster monoclonal, FCy 1 μL/10^6^ cells
Commercial assay or kit	RNA Clean & Concentrator-5	Zymo Research	R1016	
Commercial assay or kit	Genomic DNA Clean & Concentrator-10	Zymo Research	D4011	
Commercial assay or kit	EZ DNA Methylation Kit	Zymo Research	D5001	
Commercial assay or kit	SuperScript III One-Step RT-PCR System with Platinum Taq DNA Polymerase	Thermo Fisher Scientific	12574026	
Commercial assay or kit	PowerTrack SYBR Green Master Mix for qPCR	Thermo Fisher Scientific	A46109	
Commercial assay or kit	Infinium Mouse Methylation BeadChip	Illumina	20041558	
Commercial assay or kit	RNA ScreenTape & Reagents	Agilent	5067–5576	
Commercial assay or kit	DNA ScreenTape & Reagents	Agilent	5067–5583	
Commercial assay or kit	Qubit dsDNA (Broad Range) BR Assay Kit	Thermo Fisher Scientific	Q32850	
Commercial assay or kit	Qubit RNA (high sensitivity) HS Assay Kit	Thermo Fisher Scientific	Q32855	
Commercial assay or kit	NEBNext Ultra II Directional RNA Library Prep Kit for Illumina	New England BioLabs	E7765	
Commercial assay or kit	NEBNext Poly(A) mRNA Magnetic Isolation Module	New England BioLabs	E3370	
Software, algorithm	ZEISS ZEN Microscopy Software	https://www.zeiss.com/microscopy/en/products/software/zeiss-zen.html	ZEN 3.7	RRID:SCR_013672
Software, algorithm	Primer-BLAST	https://www.ncbi.nlm.nih.gov/tools/primer-blast/		RRID:SCR_003095
Software, algorithm	QuantSudtio Design & Analysis Software	https://www.thermofisher.com/us/en/home/technical-resources/software-downloads/quantstudio-3-5-real-time-pcr-systems.html	QuantStudio v1.5.1	
Software, algorithm	Fiji	https://fiji.sc/	Fiji v1.54f	RRID:SCR_002285; Schindelin et al., 2012
Software, algorithm	Bfastq2	https://support.illumina.com/downloads/bcl2fastq-conversion-software-v2-20.html	Bcl2fastq2 v2.20	
Software, algorithm	FastQC	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/	FastQC 0.12.0	RRID:SCR_014583; Andrews et al., 2023; Smith and de Sena Brandine, 2021
Software, algorithm	Wg-blimp	https://github.com/MarWoes/wg-blimp	Wg-blimp v0.10.0	Lehle and McCarrey, 2023; Wöste et al., 2020
Software, algorithm	R-Project for Statistical Computing	http://www.r-project.org/	R 4.2.1	Packages: SeSAMe Ding et al., 2023; Triche et al., 2013; Zhou et al., 2022, Zhou et al., 2018, stringr RRID:SCR_022813; Wickham and RStudio, 2022, kintr RRID:SCR_018533; Xie et al., 2023, SummarizedExperiment Morgan et al., 2023, ggrepel RRID:SCR_017393; Slowikowski et al., 2023, pals Wright, 2023, wheatmap Zhou, 2022, magrittr Bache et al., 2022, ggplot2 RRID:SCR_014601; Wickham et al., 2023a, dplyr RRID:SCR_016708; Wickham et al., 2023b, tidyr RRID:SCR_017102; Wickham et al., 2023c ggvenn RRID:SCR_025300; Yan, 2023, RColorBrewer RRID:SCR_016697; Neuwirth, 2022, RIdeogram Hao et al., 2020, AnnotationDbi RRID:SCR_023487; Pagès et al., 2023, Mus.musculus Team, 2015, BSgenome.Mmusculus.UCSC.mm10 Team, 2021, GenomicRanges RRID:SCR_000025; Lawrence et al., 2013, universalmotif Tremblay, 2023, memes RRID:SCR_001783; Nystrom, 2023, plyranges RRID:SCR_021324; Lee et al., 2019, rtracklayer RRID:SCR_021325; Lawrence et al., 2009, Rsubread RRID:SCR_016945; Liao et al., 2019, edgeR RRID:SCR_012802; Chen et al., 2016; McCarthy et al., 2012; Robinson et al., 2010

# Supplementary material for: An in vitro approach reveals molecular mechanisms underlying endocrine disruptor-induced epimutagenesis
**Source:** eLife. 2024 Oct 3;13:RP93975. doi: 10.7554/eLife.93975
**Supplement:** Figure 7—source data 1.

| Sample | Insert Size (bp) | Median Coverage | Read Counts (Millions) | Aligned  Reads  (%) | Duplicate Reads  (%) | GC  (%) |
| --- | --- | --- | --- | --- | --- | --- |
| iPSC_E_1 | 320 | 37 X | 851.9 | 99.0 | 28.6 | 22 |
| iPSC_E_2 | 374 | 33 X | 752.6 | 99.1 | 26.4 | 22 |
| iPSC_E_3 | 378 | 38 X | 873.5 | 99.2 | 27.2 | 22 |
| iPSC_BPS_1 | 360 | 28 X | 626.7 | 99.1 | 23.6 | 22 |
| iPSC_BPS_2 | 330 | 30 X | 695.3 | 99.1 | 26.6 | 22 |
| iPSC_BPS_3 | 338 | 33 X | 755.8 | 99.1 | 27.7 | 22 |
| PGCLC_E_1 | 388 | 32 X | 707.9 | 99.0 | 25.6 | 23 |
| PGCLC_E_2 | 374 | 25 X | 559.4 | 99.0 | 24.0 | 22 |
| PGCLC_E_3 | 412 | 30 X | 673.5 | 99.2 | 24.9 | 22 |
| PGCLC_BPS_1 | 399 | 31 X | 672.9 | 99.1 | 25.6 | 22 |
| PGCLC_BPS_2 | 371 | 32 X | 753.3 | 99.1 | 28.6 | 22 |
| PGCLC_BPS_3 | 392 | 27 X | 599.3 | 99.1 | 23.6 | 22 |

# Supplementary material for: An in vitro approach reveals molecular mechanisms underlying endocrine disruptor-induced epimutagenesis
**Source:** eLife. 2024 Oct 3;13:RP93975. doi: 10.7554/eLife.93975
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Data availability |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Key resources table |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary file 6 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Materials and methods: Sertoli cell culture and Granulosa cell culture  Supplementary files 4 and 5 |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and methods: Animal procedures |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Supplementary files 4, and 5 |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | **N/A** |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Materials and methods: Sertoli cell culture, Granulosa cell culture, Primordial germ cell like cell culture, BPS exposure design, Methylation beadchip analysis, RNA-seq, and EM-seq |  |
| Define whether data describe technical or biological replicates. |  | N/A |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Ethics |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. |  | N/A |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Data availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Key resources table |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

# Supplementary material for: An in vitro approach reveals molecular mechanisms underlying endocrine disruptor-induced epimutagenesis
**Source:** eLife. 2024 Oct 3;13:RP93975. doi: 10.7554/eLife.93975
**Supplement:** Supplementary file 2. — iPSCs from reprogrammed MEFs were validated for a normal karyotype prior to use in this project.

**Supplementary file 2.**

**
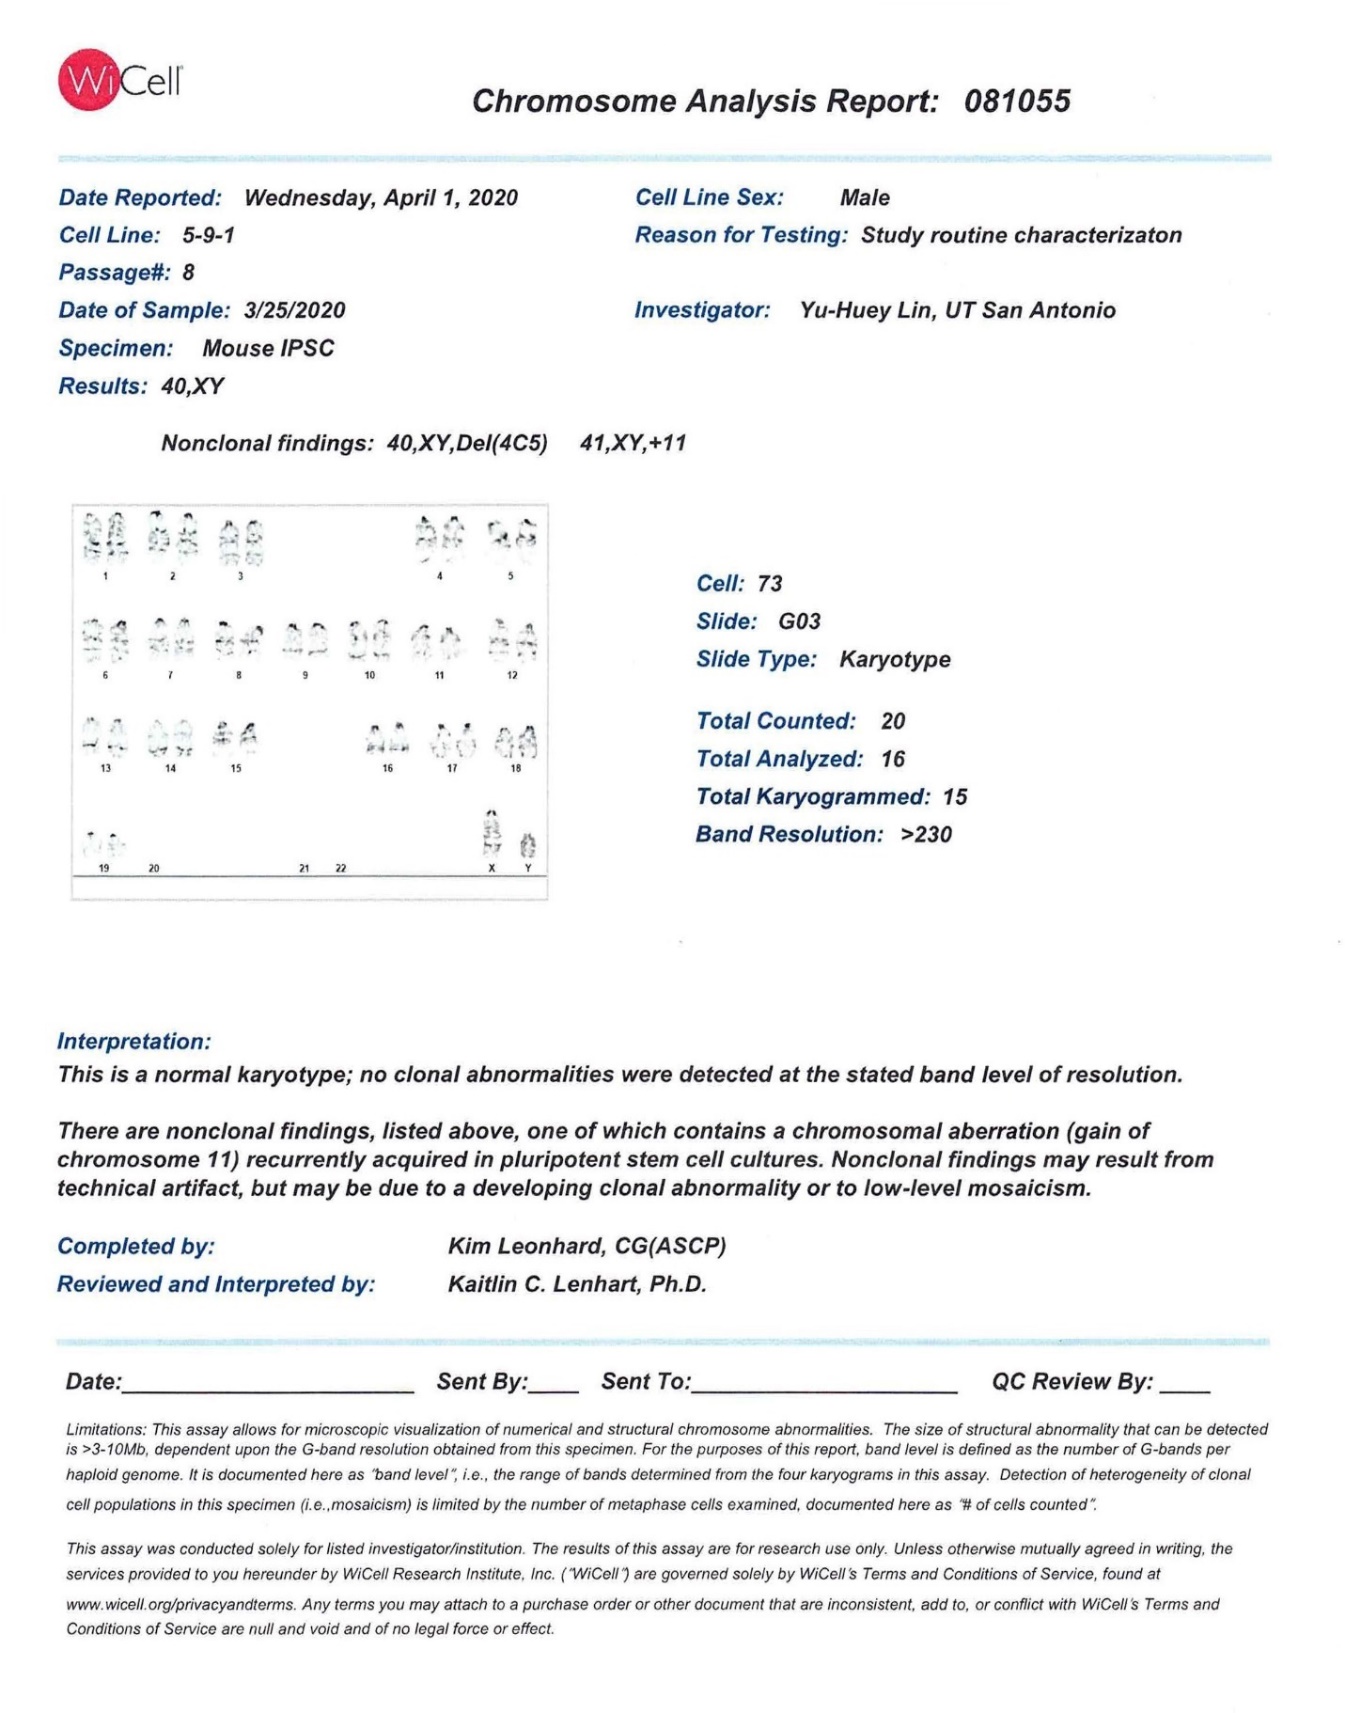
**

**Validation of normal karyotype analysis of MF5-9-1 iPSCs.** iPSCs from reprogrammed MEFs were validated for a normal karyotype prior to use in this project.

# Supplementary material for: An in vitro approach reveals molecular mechanisms underlying endocrine disruptor-induced epimutagenesis
**Source:** eLife. 2024 Oct 3;13:RP93975. doi: 10.7554/eLife.93975
**Supplement:** Supplementary file 3.

**Supplementary file 3.**

**iPSC, EpiLC, and PGCLC Culture Media Components**

Stock solutions to prepare before making media.

1. Insulin stock sol. (25 mg/mL), (Sigma I-1882):

100 mg in 4 mL (0.01 M HCl), overnight at 4C

aliquot 0.5 mL (total 8 tubes) 🡪 -20^o^C

1. Apotransferrin stock sol. (100 mg/mL), (Sigma T-1147):

500 mg in 5 mL (water), overnight at 4 C

aliquot 0.5 mL (10 tubes) 🡪 -20^o^C

1. Progesterone stock sol. (0.6 mg/mL) (Sigma P8783):

10 mg in 1 mL ethanol (10 mg/mL)

🡪 60 μL of stock (10 mg/mL) + 940 μL ethanol 🡪 filter through a 0.22 μm filter

aliquot 100 μL (10 tubes) 🡪 -20^o^C

1. Putrescine stock sol. (160 mg/mL) (Sigma P5780):

320 mg in 2 mL water 🡪 0.22 filter

aliquot 60 μL (~30 tubes) 🡪 -20^o^C

1. Sodium selenite stock sol. (3mM) (Sigma S5261, 10G, MW:172.49)

300 mM: 51.88 mg in 1 mL water 🡪 0.22 filter

10 μL (300 mM stock) + 990 μL water = 3 mM

aliquot 50 μL (~20 tubes) 🡪 -20^o^C

1. Activin A stock sol. (50 μg/mL) (120-14, total 10 μg/vial, need more)

20 μg (2 vials) + 400 μL water 🡪 5 μL aliquot (~40 tubes) 🡪 -20^o^C

1. bFGF stock sol. (10 μg/mL) (13256-029, 10 μg/vial)

10 μg (total) in 1 mL (10 mM Tris, pH 7.6 with 0.1 % BSA)

🡪 aliquot 20 μL 🡪 -20^o^C

1. Recombinant human BMP4 stock sol. (50 ug/mL) (314-BP-010)

60 ug (total) + 1200 μL (4 mM HCl with 0.1% BSA)

🡪 aliquot 105 μL (12 tubes total) 🡪 -80^o^C

1. Stem Cell Factor (SCF) stock sol. (50 ug/μL) (455-MC-010)

10 ug (total) + 200 μL (PBS with 0.1% BSA)

🡪 aliquot 21 μL (10 tubes total) 🡪 -80^o^C

1. Recombinant mouse EGF stock sol. (500 ug/mL) (2028-EG-200)

200 ug (total) + 400 μL (PBS with 0.1% BSA)

🡪 aliquot 10 μL (60 tubes) 🡪 -80^o^C

**iPSC media**

**N2B27 media for culturing iPSCs in feeder-free conditions**

**N2 media components (5 mL)**

| Name | Volume | Catalog  Number | Storage Temp |
| --- | --- | --- | --- |
| DMEM/F12 | 3.6 mL | 21041-025 | (4^o^C) |
| Insulin stock sol. | 0.5 mL | I-1882 | (-20^o^C) |
| Apotransferrin stock sol. | 0.5 mL | T-1147 | (-20^o^C) |
| 7.5% BSA sol. | 330 μL | 15260-037 | (4^o^C) |
| Progesterone stock sol. | 16.5 μL | P8783 | (-20^o^C) |
| Putrescine stock sol. | 50 μL | P5780 | (-20^o^C) |
| Sodium selenite stock sol. | 5 μL | S5261 | (-20^o^C) |

**N2B27 media components (1 L)**

| Name | Volume | Catalog  Number | Storage Temp |
| --- | --- | --- | --- |
| N2 | 5 mL | Table 1 | (RT) |
| DMEM/F12 | 495 mL | 21041-025 | (4^o^C) |
| Neurobasal | 480 mL | 12348-017 | (4^o^C) |
| B27 (50X) | 10 mL | 12587-010 | (-20^o^C) |
| Pen/Strep | 5 mL | 15070063 | (-20^o^C) |
| L-glutamine stock sol. | 5 mL | 35050061/Glutamax | (4^o^C) |
| β-ME stock sol., 50 mM | 1.8 mL | 21985-023 | (4^o^C) |

Make a 40 mL aliquot of N2B27 and store at -80^o^C.

**N2B27 2i-LIF media components (40 mL)**

| Name | Volume | Catalog  Number | Storage Temp |
| --- | --- | --- | --- |
| N2B27 | 40 mL | Table 2 | (-80^o^C) |
| CHIR99021 | 12 μL | 1677-5 | (-80^o^C) |
| PD0325901 | 3.2 μL | 04-0006-02 | (-80^o^C) |
| ESGRO | 4 μL | ESG1107 | (4^o^C) |

Store at 4^o^C for up to 2 weeks.

**EpiLC differentiation**

Plate coating solution.

1. Human plasma fibronectin (1 mg/mL, store at 4C) (1 mg/mL, FC010, 1 mg total = 1 mL),

Working solution: For a 12-well plate: dilute 10 μL fibronectin with 600 μL PBS to obtain 16.6 μL/mL fibronectin solution. Pipet the solution into one well of a 12-well plate, incubate for at least 1hr at 37^o^C and then aspirate the fibronectin solution just before plating iPSCs.

**N2 EpiLC differentiation (~5 mL)**

| Name | Volume | Catalog  Number | Storage Temp |
| --- | --- | --- | --- |
| N2B27 | 5 mL | Table 2 | (-80^o^C) |
| Activin A stock sol. | 2 μL | 120-14 | (-20^o^C) |
| bFGF stock sol. | 6 μL | 13256-029 | (-20^o^C) |
| KSR | 50 μL | 10828-028 | (-20^o^C) |

**PGCLC differentiation**

**GK15 (10 mL)**

| Name | Volume | Catalog  Number | Storage Temp |
| --- | --- | --- | --- |
| GMEM | 8.082 mL | 11710-035 | (4^o^C) |
| KSR | 1.5 mL | 10828-028 | (-20^o^C) |
| Non-EAA | 100 μL | 11140-050 | (4^o^C) |
| Sodium pyruvate | 100 μL | 11360070 | (4^o^C) |
| Pen/Strep | 100 μL | 15070 | (4^o^C) |
| L-glutamine | 100 μL | 35050061/Glutamax | (4^o^C) |
| β-ME, 50 mM | 18 μL | 21985-023 | (4^o^C) |

**PGCLC differentiation media (10 mL)**

| Name | Volume | Catalog  Number | Storage Temp |
| --- | --- | --- | --- |
| GK15 | 9.878 mL | Table 5 | (4^o^C) |
| BMP4 | 100 μL | 314-BP-010 | (-80^o^C) |
| SCF | 20 μL | 455-MC-010 | (-80^o^C) |
| LIF | 1 μL | ESG1107 | (-80^o^C) |
| EGF | 1 μL | 2028-EG-200 | (-80^o^C) |

**TrypLE wash media (75 mL)**

| Name | Volume | Catalog  Number | Storage Temp |
| --- | --- | --- | --- |
| 7.5% BSA sol. | 1 mL | 15260-037 | (4^o^C) |
| DMEM/F12 | 74 mL | 21041-025 | (4^o^C) |

# Supplementary material for: An in vitro approach reveals molecular mechanisms underlying endocrine disruptor-induced epimutagenesis
**Source:** eLife. 2024 Oct 3;13:RP93975. doi: 10.7554/eLife.93975
**Supplement:** Supplementary file 4.

**Supplementary file 4.**

**Preparation of primary cultures of Sertoli cells from mice**

**Materials:**

500 mL DPBS (Thermo Fisher: Cat. No. 14040133)

DNaseI. 6.64 mg/mL in DPBS (Sigma: Cat. No. DN-25)

Trypsin 2.5% (10X Gibco) (Gibco-BRL: Cat. No. 15090-046)

Soybean trypsin inhibitor, 3.4 mg/mL in DPBS (Gibco-BRL: Cat. No. 17075-011)

Collagenase type IV, 0.70 mg/mL (Worthinton: Cat. No. LS004188)

Sertoli cell media containing retinoic acid (ScienCell^TM^: Cat. No. 4521)

**Equipment:**

Pyrex Trypsinizing Flask 300 mL Standard Flask (Fisher Cat. No. 09-552-45)

**Procedure:** (maintain sterility throughout procedure)

1. **Preparation of testes tissue**
2. Sacrifice mice by CO_2_.
3. Wipe down abdomen with 70% EtOH.
4. Make abdominal incision.
5. Remove the testes and immerse in DPBS in a 50 mL conical tube.
6. Remove tubule bundle from tunica.
7. Place testes on parafilm, grasp at one end, and make a small incision in the tunica at the opposite end.
8. Push the tubules out of tunica by using the side of closed scissors.
9. Weigh flask with fresh DPBS (this is the DPBS volume from the first step below so you must estimate for now (W_1_): g
10. Place tubules in DPBS and weigh (W_2_): g
11. Calculate testes weight (W_T_) = (W_2_ - W_1_): g.
12. **Preparation of Sertoli cells**
13. Prepare Erlenmeyer flask by adding:
14. Trypsin, 10x (2.5 x W_T_) = mL
15. DPBS (22.5 x W_T_) = mL
16. DNaseI (100 x W_T_)= μL (Start with 100 μL of DNAse1 and then added 1 mL at the 20 min mark and another 1 mL at the 25 min mark.)
    DNaseI is very critical, always favor more rather than less and be certain about the concentration when preparing the stock. This along with the flask could be why you are having clumping problems.

Before adding tissue place in a clean petri dish and using a clean razor blade chop downward across the tissue and then rotate the plate 90^o^ and chop across the tissue again until the tissue loses its grape structure as a pre-processing step to help break up the tubules so they digest easily.

Add tissue to the flask. Cover flask with foil, incubate at 37^o^C for 25-30 min, with occasional swirling. During the last ten minutes, tissue should come apart rapidly. If after 20 min strings seen while swirling (this is very empirical when properly digesting the tissue will break up into pieces approx 2-3 mm in length and be independent of each other not clumped together), add DNaseI at (50 x W_T_ μL), after an additional 5 min add DNaseI at (25 x W_T_ μL).

1. When tubules are separated, move flask to sterile hood, let tubules settle for 5 mins. Then remove and discard overlying liquid. The solution will be very sticky and the tissue will want to come out with the supernatant. Don’t lose too many cells here, if you can not get all the supernatant off just go ahead and add the trypsin inhibitor, but use another 0.5 mL on top of what you have figured to compensate for the increased volume.
2. Add trypsin inhibitor (2.5 x W_T_)= mL. Swirl and incubate for 1 min.
3. Add (25 x W_T_) = mL fresh DPBS, swirl, allow to settle. (Wait to add this if you did not get much of the supernatant off before, too much volume will increase the buoyancy and not let the cells settle out.
4. Remove supernatant, add (20 x W_T_)= mL DPBS, swirl,

allow to settle.

1. Remove supernatant, add

a. (7.5 x W_T_)= mL DPBS

b. Collagenase (2.5 x W_T_)= mL

c. DNaseI (25 x W_T_)= μL (Add in 1mL here of DNaseI instead if below 1 mL)

1. Incubate in water bath at 37^o^C for 10 min. After 5 min, swirl continuously. (During the last 3 min aliquots are checked by microscope to monitor the release of peritubular cells. A drop of suspension is placed on a glass slide and the tissue is viewed under a coverslip at 10x mag. The coverslip is moved slightly and as the tissue moves peritubular cells can be seen to peel off. The tissue is very fragile at this stage and must not be allowed to over digest. Digestion is complete when the surface of large fragments no longer appears smooth.
2. Transfer tubules to 50 mL conical tube, wash the flask with DPBS, and centrifuge at 200xg for 2 min.
3. Remove supernatant, add 30-35 mL DPBS, and centrifuge again.
4. Repeat step 9.
5. Remove supernatant and resuspend and plate cells in Sertoli cell media containing retinoic acid from ScienCell^TM^.
6. Cells are incubated at 37^o^C in 5% CO_2_, in a humidified chamber. Medium is changed every 48 hours after 24-36 hours shock the cells with 10 mM Tris-HCl, pH 7.4 for 2 min. This will remove most of the contaminating germ cells. Make this media by dissolving 12.1g of Trisbase in 80 mL of ddH_2_O and adjust the pH to 7.4 with HCl. This will make a 1M stock. To make a 10 mM solution, add 1mL of this 1M stock to 99 mL of ddH_2_O and filter sterilize.

# Supplementary material for: An in vitro approach reveals molecular mechanisms underlying endocrine disruptor-induced epimutagenesis
**Source:** eLife. 2024 Oct 3;13:RP93975. doi: 10.7554/eLife.93975
**Supplement:** Supplementary file 5.

**Supplementary file 5.**

**Preparation of primary cultures of granulosa cells from mice protocol**

**Materials:**

70% EtOH (Fisher: Cat. No. BP8203)

500 mL DPBS (Thermo Fisher: Cat. No. 14040133)

BSA (Sigma: Cat. No. A9085)

Collagenase type IV (Worthinton: Cat. No. LS004188)

Glass Pipettes (Fisher: Cat. No. 13-678-20A)

DMEM/F12 (Gibco Cat. No. 21041-025)

FBS (Gibco Cat. No. 10082-147)

Penicillin/Streptomycin 100X (Gibco Cat. No. 15140-122)

0.25% Trypsin-EDTA (Gibco Cat. No. 25200-072)

**Procedure:**

1. **Preparation of media**
2. Prepare 50 mL of DPBS with 0.5% BSA by dissolving 0.25 g of lyophilized BSA powder into 50 ml of DPBS medium.
3. Collagenase type IV solution (540 U/pair of ovaries) in 3 mL of DPBS.
4. Prepare a glass pipette with a pointed tip that you can use to transfer the follicles. Set up an alcohol flame. Holding a glass pipette from both ends place the thicker section of glass just before the pipette tapers off over the hottest part of the flame. Rotate the tubing to make sure it is evenly heated. Continue to heat the glass until it starts to melt and becomes flexible. Then, with a quick motion, pull the glass so it forms a thin tube section. This will take some trial-and-error force that will give you the size that works best. Etch the glass and tap near the etched section to make a clean break in the tube. Finally, sterilize the tube and remove jagged edges by quickly running the completed tube through the flame. Attach the glass pipette to some form of controlled suctioning device (i.e. tubing connected to small syringe)
5. Prepare 50 mL of DMEM/F12 with 15% FBS by adding 7.5 mL of FBS and 0.25 mL of 100X Penicillin/Streptomycin stock solution to 42.25 mL of DMEM/F12 medium.
6. **Isolation of ovarian follicles from mice**
7. Sacrifice mice by CO_2_.
8. Wipe down abdomen with 70% EtOH.
9. Make abdominal incision.
10. Remove the ovaries and immerse in DPBS in petri dish.
11. Decap the ovaries by resecting away fat and connective membranes that surrounds and protect the ovary.
12. Transfer the decapped ovaries to a clean petri dish with DPBS and no BSA. This will help to clean off any contaminating hairs, or fat and blood droplets released while decapping the ovaries.
13. Section the ovaries into fourths by cutting them with the needle and forceps. This will help the collagenase digest the tissue and release follicles in the next step.
14. After the ovaries have been divided into fragments add them to the activated collagenase digest solution and let the ovaries digest for 25 mins under constant agitation.
15. At the end of 25 mins add in DPBS containing 0.5% BSA to inactivate the collagenase then centrifuge the tube at 60xg for 5 mins to pellet the follicles^214^.
16. After the tissue digest has finished spinning remove the supernatant and resuspend in 7 mL of DPBS with 0.5% BSA and transfer to a new petri dish to individually pick out follicles.
17. **Preparation of granulosa cells**
18. Take the petri dish containing resuspended ovarian tissue and place it under stereomicroscope.
19. Move the preantral follicles over to the clean droplet of DPBS with 0.5% BSA. It’s best to move only a few follicles over at a time as pulling up many follicles can cause them to sediment and stick to the inside of the glass pipette if they are pulled up too far inside.
20. Once you have moved over enough follicles, set up a 1.5 mL microcentrifuge tube containing 1 mL of 0.25% activated trypsin.
21. Gently swirl the dish containing the preantral follicles to get them to clump together in the center and collect them with a 1000 μL micropipette before transferring them to the droplet containing the trypsin EDTA.
22. Let the follicles digest for 5 minutes. Pipette the digesting cells to help break up the follicles during the incubation period.
23. Spin tube at 1000xg for 5 mins to pellet the granulosa and oocyte cells.
24. Remove the supernatant and resuspend pellet in DMEM/F12 supplemented with 15% FBS and plate cells.

# Supplementary material for: An in vitro approach reveals molecular mechanisms underlying endocrine disruptor-induced epimutagenesis
**Source:** eLife. 2024 Oct 3;13:RP93975. doi: 10.7554/eLife.93975
**Supplement:** Supplementary file 6.

**Supplementary file 6.**

**qRT-PCR primers**

| Gene | Forward | Reverse | Efficiency |
| --- | --- | --- | --- |
| *Pou5f1* | TTCAGCCAGACCACCATCTGT | GGTTCTCATTGTTGTCGGCTTC | 106.02% |
| *Nanog* | GTGCTTGCTTGTCCTTGGAG | AGCTGGCATCGGTTCATCAT | 103.86% |
| *Tfap2c* | AGGCATCTCATTTCTGCGGG | CACGGACAGGCTTAGAGGTC | 101.37% |
| *Prdm1* | GAAAAATGGGAGCCCCGACA | AAGACGGAAGGGGACTGTGA | 92.60% |
| *Prdm14* | ACAGCCAAGCAATTTGCACTAC | TTACCTGGCATTTTCATTGCTC | 104.57% |
| *Sox2* | TTGGGAGGGGTGCAAAAAGA | TTCTAGTCGGCATCACGGTT | 98.20% |
| *Sox17* | CAAAGCGAAGATTGCAGGGT | TTTCCAGTCCCTGGTCAGTC | 107.78% |
| *Fgf5* | TACGTGGCCCTGAACAAGAG | TGGAACAGTGACGGTGAAGG | 108.72% |
| *Dnmt3b* | GCTTTGCTTCACTGGGTCTC | AACTGATGGGGTACTGACGC | 98.12% |
| *Wnt3* | CCTGGACCACATGCACCTAAA | CGGAGGCACTGTCGTACTTG | 95.11% |
| *Nanos3* | CACTACGGCCTAGGAGCTTGG | TGATCGCTGACAAGACTGTGG | 90.56% |
| *Dppa3* | TGAACGGGACAGTGAGCCA | AGCCAGGGCAGCGTACAAT | 99.12% |
| *Itgb3* | ACGGGACTTTTGAGTGTGGG | GCTGAGAGGGTCGGTAATCC | 100.54% |
| *Dnd1* | AATGGGTTAAGCAGAGCCTGT | AGGGCAAGGTTCCTCACAAC | 96.18% |
| *Dazl* | GCAGAGAACCTTTGTACCCAC | TAGCAAGGTGCTGTTCCAGTG | 102.75% |
| *Gusb* | GCAGCCCTTCGGGACTTTAT | TCCTCAACACCACTCTCATGTC | 97.17% |

How the deposited data were processed for this re-analysis (not part of the article)

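Gene expression was measured by RNA-seq in 42 mouse libraries, 3 per group. They came from iPSCs exposed to the ethanol vehicle or to 1, 50 or 100 μM BPS (the dose series), from Sertoli cells, granulosa cells and PGCLCs exposed to the vehicle or 1 μM BPS, and from a propagation experiment with exposed iPSCs and the PGCLCs derived from them. The condition and replicate number of every library came from the sample labels and the methods. The DNA methylation data of the study were not used here.

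The authors deposited log2 values of CPM for 22186 genes. The authors selected poly(A) RNA, made strand-specific libraries, checked reads with FastQC, aligned and counted them on mm10 with Rsubread, and scaled and converted the counts with TMM and CPM in edgeR. The paper's key resources table gives FastQC 0.12.0, R 4.2.1 and bcl2fastq2 2.20. The versions of Rsubread and edgeR, the gene annotation, the strand setting of the counting and any filter on low counts are not given in the sources used here. The values show that a CPM of 0.0313 had been added before the log, which is worth 1 read in the average library, so that a gene with 0 reads stands at -5.00 in every library. All 42 libraries had been scaled together, with factors of 0.878 to 1.11. Fold changes are on this log2 scale, which understates the change of genes with few reads.

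Undoing the log and dividing by the value of 1 read gave whole reads, within 0.05 reads, for 99.9% of the values in the library with the lowest share. The recovered depth was 26693847 to 44524376 reads per library. Every pair of replicates differed by more than the sampling noise of their reads (lowest mean chi-square per gene 2.02, over genes with at least 20 reads). Symbols were used as given, and 1222 of them carry a suffix that marks a second copy, whose reads may be shared. The other 20964 were all found in the RefSeq annotation of GRCm38, which gave the coordinates.

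Each dose of the dose series was compared with the vehicle in 1 fit of 12 libraries, and every other comparison was a fit of its own 6 libraries. The tests were linear models with moderated variances and a mean-variance trend (limma 3.58.1 in R 4.3.3) over genes with a CPM of at least 0.5 in at least 3 libraries of the fit. A gene was called at a two-sided Benjamini-Hochberg adjusted p of 0.05 or less, the threshold of the methods. Differences in response between cell types were tested as interactions. Overlaps of calls were tested by Fisher's exact test, one-sided, and the effect of the vehicle libraries shared by the doses was simulated. For 38 gene lists, limma's camera compared the members with all other genes at an inter-gene correlation of 0.01 and at an estimated correlation, with p adjusted over all lists and comparisons. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

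The comparisons, gene lists, tests and most of the alternatives were fixed before the data were examined. That plan was written for linear CPM with 1 added and foresaw that log values would be used as deposited. The genes named were, for each comparison, the 10 called genes with the largest increase and the 10 with the largest decrease among those with a mean CPM of at least 5 and no overlap between the groups' libraries, 25 genes that the paper names, and up to 4 members with the smallest adjusted p of each list described. The symbols in the study's list of persisting genes had been seen before this rule was written. Other genes were named where a count was small or where they explain a count, after their values were seen.

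Alternatives chosen in advance were an added CPM of 0.25 and 4, no filter, a CPM of at least 5, rescaling by median ratios or to the upper quartile, the replicate number as a block, other sets of libraries in the fit, leaving out each library in turn, the estimated correlation and a principal component analysis on the 500 most variable genes. Added after the values were seen were an added CPM of 1, limma-voom on the recovered reads, a fit of all 42 libraries, the share of rRNA-type transcripts as a covariate and the comparisons between doses. Other count models for the recovered reads were planned but not run.

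The tests were checked on simulated data with known changes at the spread of the real libraries. Of 67 genes changed 1.5-fold, 91.0, 83.6 and 92.5% were recovered at 1, 50 and 100 μM in the dose series, 89.6% in Sertoli cells, 91.0% in granulosa cells and 86.6% in directly exposed PGCLCs. For a 1.25-fold change these shares were 59.7, 56.7, 61.2, 70.2, 74.6 and 62.7%, and in the propagation experiment 4.48% in iPSCs and 25.4% in derived PGCLCs. Unchanged genes called by mistake numbered 3 (derived PGCLCs) to 15 (directly exposed PGCLCs) per comparison, of 16268 and 16335 genes. A regrouping of the real derived PGCLC libraries called 1794 genes. The simulated rates therefore leave out structure of the real libraries and may not describe their power or false calls. In the interactions a 1.5-fold change was recovered for 28.4% of genes between iPSCs and derived PGCLCs and for 68.7% between Sertoli and granulosa cells.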

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

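The tests of explanations and the regrouping of libraries given here were chosen only after the results were seen, whereas the comparisons, interactions and gene lists they bear on were planned, apart from the comparisons between doses.

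Differences in response between groups passed the limma interaction test in several pairs. The response to 1 μM BPS differed between exposed iPSCs and the PGCLCs derived from them for 1 gene (Ccn2), between Sertoli and granulosa cells for 164 genes, between Sertoli cells and PGCLCs for 2527 and between granulosa cells and PGCLCs for 1836. Of 100 splits drawn, the real one included, 12, 5, 2 and 2 gave a count as large, and the highest other counts were 499, 847, 3610 and 2128. Chance is therefore not excluded for the first pair, where 8 of the 85 splits that kept neither real grouping were among those as large. For the 2 pairs with PGCLCs the shares lie under 0.05, but these shares do not measure chance alone and cannot exclude it. The 82 and 83 splits that kept neither real grouping reached at most 3 and 37 genes, far below the real counts. The 7 splits that kept only the PGCLC grouping against regrouped Sertoli cells reached 2427 genes, and 0 were as large as the real count. Of the 9 against regrouped granulosa cells 1 was as large, at 2128 genes. Each of these 7 and 9 splits called genes. Chance in the grouping of the somatic libraries is therefore not excluded for these pairs. The 2 pairs with PGCLCs also cannot separate cell type from recovery time (8 h against 24 h without BPS) or from exposure in aggregates against flasks. For Sertoli against granulosa cells the other splits as large all carry a real grouping, 1 with the labels of one cell type exchanged and 3 with the Sertoli grouping kept (up to 441 genes), so that this share does not measure chance alone either, and 0 of 74 splits that kept neither grouping reached 164. Between the 2 iPSC experiments at 1 μM the real count was 0 (693 at an unadjusted p under 0.05), reached by all 100 splits, and the highest other count was 1305. Each of the splits with 847, 3610 and 1305 genes kept both real groupings and exchanged the labels of 1 of them, which tests the sum of the responses and not their difference. The split with 2128 genes kept the real grouping of the PGCLCs and regrouped the granulosa cells, and in the 2 pairs with PGCLCs 53 and 47 of the other splits called genes. Among splits that kept neither real grouping the highest counts were 4 for Sertoli against granulosa cells, 3 and 37 for the pairs with PGCLCs, 25 between the iPSC experiments and 251 for iPSCs and derived PGCLCs. The last of these, and the 499 genes of a split that kept only the iPSC grouping, point to a structure of these libraries beyond the treatment.

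Signals also appeared in genes that the paper does not discuss. Cyp1a1, with a log2 fold change of 1.45 in iPSCs at 100 μM, 18 of 22 lower hypoxia and glycolysis genes in directly exposed PGCLCs, 18 of 27 higher cell cycle genes in Sertoli cells and 7 of 17 higher NRF2 genes in granulosa cells lay beyond the level of the vehicle libraries. Without Sertoli BPS replicate 1, vehicle replicate 2 or vehicle replicate 3 the cell cycle genes were 3, 9 and 11, and without granulosa vehicle replicate 3, BPS replicate 1 or BPS replicate 3 the NRF2 genes were 3, 2 and 3.

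The 6 libraries of a comparison can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real count of DEGs against the highest of the other splits was 1397 against 13 in iPSCs at 1 μM, 4314 against 0 in iPSCs at 50 μM, 5023 against 0 in iPSCs at 100 μM, 820 against 5 in Sertoli cells, 409 against 11 in granulosa cells, 4354 against 0 in directly exposed PGCLCs and 2 against 0 in iPSCs of the propagation experiment, each reached by 1 split, the real one. In derived PGCLCs it was 0 (2578 at an unadjusted p under 0.05 by limma, and 0 calls by limma-voom) against 1794, reached by all 10 splits, and the split that calls 1794 genes, vehicle replicate 2 and BPS replicates 1 and 2 against the other 3 libraries, points to a structure of these samples other than the treatment. Between doses it was 1 against 0 (50 and 1 μM), 9 against 0 (100 and 50 μM) and 72 against 16 (100 and 1 μM), each reached by 1 split. Gene lists past the camera test with a preset correlation numbered 15 against 10 in iPSCs at 1 μM (reached by 1), 10 against 11 in iPSCs at 50 μM (reached by 3), 7 against 10 in iPSCs at 100 μM (reached by 3), 9 against 12 in Sertoli cells (reached by 2), 3 against 8 in granulosa cells (reached by 6), 10 against 9 in directly exposed PGCLCs (reached by 1), 13 against 2 in iPSCs of the propagation experiment (reached by 1) and 13 against 17 in derived PGCLCs (reached by 3).

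Genes on chromosomes 6, 8 and 14 moved together between the derived PGCLC libraries, a signal in genes the paper does not discuss: the median deviation of chromosome 14 was 0.0587, -0.0508 and 0.0481 on the log2 scale in vehicle replicates 1 to 3 and -0.0364, -0.0225 and 0.0246 in BPS replicates 1 to 3, a range of 0.110. GC content or gene length bias is argued against, since the range stayed at 0.104 after each library's trend was removed, and so is BPS exposure of the parental iPSCs as the cause between these 6 libraries, since the lowest vehicle library lay -0.0754 from the highest BPS library where a separation would be above 0. Extra copies of these chromosomes in part of the cells are a candidate explanation. With chromosomes 6, 8 and 14 each split at the middle, all 6 parts had a larger range than any other chromosome (at most 0.0556). In directly exposed PGCLCs 0 parts did. These 3 chromosomes already had the largest ranges over the same libraries, so the split shows only that both parts of each moved. It does not test the number of copies. All vehicle libraries lay above all BPS libraries on chromosomes 14 and 6 in the iPSCs of the same experiment, by at least 0.0484 and 0.0353, in the dose series (0.0130 and 0.00362) and in directly exposed PGCLCs (0.00376 and 0.0116), but not in Sertoli cells (-0.00689 and -0.00362) or granulosa cells (-6.63e-04 and -0.0109), and in those iPSCs chromosome 7 had a larger range (0.112) than chromosome 14 (0.0861). After the trend was removed, chromosome 6 overlapped in the dose series (vehicle replicate 2 at 1.7e-05, 1 μM replicate 3 at 0.00211). Chromosome 14 then overlapped in directly exposed PGCLCs (vehicle replicate 2 at -0.00358, BPS replicate 2 at 0.00355). Chromosome 14 in the dose series, chromosome 6 in directly exposed PGCLCs and both in those iPSCs stayed apart. The paper states that the line had a normal karyotype before use, and no DNA was examined here.

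In iPSCs of the propagation experiment, BPS replicate 2 stood apart on the second principal component, and 1484 genes were called without it, against 2 with it. Loss of the Y chromosome in part of the cells is argued against, since Eif2s3y stood at 45.9 CPM in this library and at 37.6 to 42.5 in the other 5, although Ddx3y was at 37.9 (53.8 to 58.4), Uty at 20.2 (28.4 to 33.9) and Kdm5d at 2.27 (3.29 to 4.20). GC content or gene length bias stays open, since the trend took 24.0% of the variance of its deviations, above the highest other library's 18.0% but by less than a factor of 2. After the trend was removed over 13693 genes (87.9% of those tested), 0 were called, as before (0), with 1658 at an unadjusted p under 0.05 by limma. No other biological explanation was tested, and the other BPS replicates had the same treatment.

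Germ cell transcripts had lower values in BPS-treated Sertoli cells: 20 of 20 germline genes known to be silenced by methylation were negative, with a weighted mean of -0.28 on the log2 scale, and 1 fell, Dazl, from 9.97 to 6.57 CPM (-0.61, adjusted p = 0.00658). A larger share of Sertoli cells stays open: 4 Sertoli cell markers fell and 0 rose, but 0 fell without BPS replicate 1 or in a fit of all 42 libraries, Wt1 stood at 377 and 383 and Sox9 at 336 and 335 CPM without and with BPS, and the markers of fibroblasts (10 of 10), of smooth muscle and peritubular myoid cells (7 of 7) and of spermatogenic cells (6 of 6) were negative. Fewer germ cells among the Sertoli cells may account for the pattern but cannot be told apart from other causes, since the fall was uneven over the genes (heterogeneity p = 0.00156 from a chi-square test over genes) and this rests on Piwil2, at 28.7 CPM in the vehicle (p = 0.625 from the same chi-square test without it). The list gave 7 lower when adjusted over the list alone and camera adjusted p = 5.08e-06 (adjusted p = 0.470 with an estimated correlation), and the genes that fell were 3, 2 and 4 without vehicle replicates 1 and 3 and BPS replicate 3, and 0 without BPS replicate 1 (Dazl at -0.59) or in fits of 18 or 42 libraries, and 3 with an added CPM of 1 or 4. The Sertoli protocol includes a Tris shock that removes most germ cells, and an effect of BPS on germ cells left in the cultures stays open as untested.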

How the results depend on the processing

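The fit of all 42 libraries, limma-voom, the rRNA-type covariate and the added CPM of 1 were tests chosen only after the results were seen, and the others were planned. Of 654 results for named genes (354 called), 369 kept their direction and side of the threshold under every alternative run and 0 reversed. Over all alternatives, named genes kept both 10843 times, lost the call 659 times and gained it 183 times, gene lists kept theirs 661 times, lost it 106 times and reversed 2 times, and counts and shares stayed 370 times and moved 77 times. An added CPM of 1 or 4, no filter and both rescalings moved none of the counts of DEGs, overlaps and interactions by more than 1.5 times. The stricter filter, the replicate block and limma-voom did not move the interaction counts by that much either. Interactions were not refitted with single libraries left out, with other sets of libraries or with the rRNA-type covariate. Their stability under those settings, which moved counts of DEGs most, is therefore not known. Low depth limits genes with few reads, for which a change is understated. The planned edgeR quasi-likelihood, edgeR likelihood ratio and DESeq2 fits were not run, and limma-voom on the recovered reads was run in their place.

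With the stricter filter, the replicate block, limma-voom or the rRNA-type covariate, DEGs in iPSCs of the propagation experiment went from 2 to 0 and the DEGs shared with the dose series from 2 to 0. With the stricter filter the median log2 fold change of the 2-cell-like list reversed from 1.09 to -0.0976 at 1 μM in the dose series and from 1.21 to -0.0898 in the propagation experiment, where fewer of its genes were tested. The replicate block gave 1298 DEGs in Sertoli cells (820) and, apart from the counts above, moved no other by more than 1.5 times; in no comparison did every pair of libraries with one number correlate above 0.1, and the number of replicate numbers whose libraries correlated best with each other was 2 of 3 at 50 and at 100 μM, 1 in derived PGCLCs and 0 elsewhere, so the libraries share only a number. With the rRNA-type covariate there were 2814 DEGs at 50 μM (4314), 442 in Sertoli cells and 60 in granulosa cells (409), 557 shared by cell types (853) and 142 with the iPSCs of the propagation experiment in place of the dose series (353). With 6 libraries per fit in the dose series, 1 μM gave 723 DEGs (1397) and the 3 doses shared 698 (1274). With all libraries of an experiment in 1 fit, there were 100 DEGs in granulosa cells, 18 in iPSCs of the propagation experiment, 532 shared by cell types, 11 shared with the dose series and 6 of the study's persisting genes called in iPSCs (0). With all 42 libraries in 1 fit, these 5 values were 38, 2046, 185, 384 and 118, with 207 DEGs in Sertoli cells, 1619 in directly exposed PGCLCs (4354), 721 in derived PGCLCs (0), 233 shared by cell types with the propagation iPSCs, 81 shared by exposed iPSCs and derived PGCLCs (0), and 74 and 66 persisting genes called in derived PGCLCs and in both (0 and 0). With an estimated correlation 0 list tests passed (77). The first principal component took 37.4% of the variance in the dose series with an added CPM of 0.25 and 39.6% on the 500 most variable genes (34.9%), 71.4 and 85.4% in cell types with iPSCs (70.4%), 91.6 and 97.6% in the propagation experiment (90.2%), and 79.9% on 500 genes in the 3 cell types (70.9%).

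Without 1 library at a time, DEGs ranged over 602 to 2134 at 1 μM, 2449 to 4233 at 50 μM, 3322 to 4271 at 100 μM, 43 to 1239 in Sertoli cells, 134 to 402 in granulosa cells, 3053 to 5091 in directly exposed PGCLCs, 0 to 1484 in iPSCs of the propagation experiment and 0 to 0 in derived PGCLCs, the DEGs shared by the doses over 567 to 1693, by cell types over 574 to 1141 or 131 to 923 with the propagation iPSCs, by both iPSC experiments over 0 to 484, and the persisting genes called in iPSCs over 0 to 87 and with one direction over 104 to 105 (105). Counts moved by more than 1.5 times by 1 replicate were at 1 μM 602 without vehicle 1, 675 without vehicle 2, 2134 without BPS 2, 645 without BPS 3, at 50 μM 2765 without vehicle 1, 2449 without BPS 3, at 100 μM 3322 without vehicle 1, in Sertoli cells 1239 without vehicle 1, 186 without vehicle 2, 291 without vehicle 3, 43 without BPS 1, 238 without BPS 2, in granulosa cells 134 without vehicle 3, 167 without BPS 1, 232 without BPS 2, and in iPSCs of the propagation experiment 1484 without BPS 2 and 0 without any other. Except where fewer genes were tested, the cause was not tested.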

Differences from the paper's values

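The fit of all 42 libraries, limma-voom, the rRNA-type covariate and an added CPM of 1 were tests chosen only after the values were seen, and the other alternatives were set before the data were examined. Counts of DEGs stand at the adjusted p of 0.05 that the methods state, and the paper's tool for the test was not run.

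For Sertoli cells the paper reports 35 DEGs, 3 lower and 32 higher, where 820 were called here, 232 lower and 588 higher. Without BPS replicate 1 the total was 43 and the higher genes 25, within 1.5 times the paper's values, while the lower genes (18) and the values under every other alternative were not. For granulosa cells the paper reports 2 DEGs, 0 lower and 2 higher, against 409, 103 and 306 here, and no alternative came within 1.5 times (lowest total 38, in the fit of all 42 libraries). For directly exposed PGCLCs the paper's values are 1890 DEGs, 844 lower and 1046 higher, against 4354, 1843 and 2511. Without vehicle replicate 2 or 3 the lower genes were 1198 and 1227, within 1.5 times the paper's value, and no other alternative set in advance brought any of the 3 values there. In the fit of all 42 libraries, chosen after seeing the values, they were 1619, 675 and 944, within 1.5 times the paper's. The average share of a cell type's DEGs that another type shares is 13.26% in the paper and 35.5% here. With the iPSCs of the dose series no alternative set in advance came within 1.5 times of it, and the fit of all 42 libraries, chosen after seeing the values, gave 14.9%. With the iPSCs of the propagation experiment, also set in advance, it was 32.0%. Without any single 1 of their vehicle replicates 1, 2 and 3 and BPS replicates 1 and 3 it was 19.5%. That lies within 1.5 times only because those fits called 0 iPSC DEGs, whose undefined share was averaged in as 0%. The other 3 cell types alone averaged 26%, not within 1.5 times. With those iPSCs the rRNA-type covariate, chosen after seeing the values, gave 19.6%, also with 0 iPSC DEGs averaged in as 0%. The fit of all 42 libraries, chosen after seeing the values too, gave 15.7% with 2046 iPSC DEGs, within 1.5 times. The paper's text does not define its value for DEGs. For DMCs it describes the matching average as an overlap between 2 or more cell types. Read for DEGs as the genes called in at least 2 cell types among those called in any, the value was 14.1% here, within 1.5 times. This reading was chosen after seeing the values. For the 3 doses, where the paper's value is 80.45%, the average share here was 81.1% and this reading gave 56.6%. The paper's table of DEGs by cell type does not say which iPSC libraries it used, and its value for iPSCs is within 1.5 times of that of the dose series. Here the dose series gave 1397 DEGs at 1 μM, 480 lower and 917 higher. The fit of all 42 libraries, chosen after seeing the values, gave 1092, 395 and 697. The percentages in the paper's table of DEGs with DMCs do not match its cell type value at this dose. Its tables may therefore rest on different fits or libraries. Which genes the paper called in these cell types is not listed in the sources used here, so how many of them a setting drops was not counted.

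In the propagation experiment the paper reports 1637 DEGs in exposed iPSCs, 1437 in the PGCLCs derived from them, 138 conserved (8.4% of the iPSC DEGs), 1499 not persisting and 1299 present only in the derived PGCLCs. Here limma called 2, 0, 0 (0%), 2 and 0, with 1744 and 2578 genes at an unadjusted p under 0.05 in the iPSCs and the derived PGCLCs. Without BPS replicate 2 of the iPSCs the first value was 1484 and the genes not persisting 1484, within 1.5 times the paper's, and no other alternative set in advance brought any of these values there. In the fit of all 42 libraries, chosen after seeing the values, the iPSC DEGs were 2046 and those not persisting 1965, within 1.5 times the paper's, and this fit drops 20 of the study's 138 persisting genes in iPSCs, 64 in derived PGCLCs and 72 in both. The derived PGCLC DEGs (721), conserved genes (81, 3.96%) and genes present only in derived PGCLCs (640) of that fit were not within 1.5 times.

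The paper states that the somatic cell types had orders of magnitude fewer DEGs than iPSCs and PGCLCs. The counts here were 820 in Sertoli cells and 409 in granulosa cells against 1397 in iPSCs at 1 μM and 4354 in directly exposed PGCLCs, with PGCLCs highest, as the paper states. iPSCs came next in a fit of 12 libraries, but a fit of 6, the number used for the other cell types, called 723 genes in iPSCs, fewer than in Sertoli cells, as did the fit of 12 without vehicle replicate 1 (602), vehicle replicate 2 (675) or BPS replicate 3 (645). The paper states that Gprc5a, Gprc5b, Gpr89, Gpr107 and Gpr161 were differentially expressed in all cell types exposed to BPS. At 1 μM, 3 of the 5 passed in PGCLCs (Gprc5a at -0.30, Gpr89 at 0.17 and Gpr161 at 0.46 on the log2 scale) and 0 in iPSCs, Sertoli cells and granulosa cells (limma; 1, 0 and 0 higher when adjusted over the list alone). Gprc5a passed in iPSCs at 1 μM with the replicate number as a block and in a fit of 6 libraries, and at this dose no alternative called another of the 5 in these cell types. The statement gives no dose, and in iPSCs 3 of the 5 passed at 50 μM, Gprc5a (0.27) and Gpr107 (0.13) higher and Gpr89 (-0.24) lower, and 3 at 100 μM, Gprc5a (0.24) and Gpr161 (0.27) higher and Gpr89 (-0.22) lower, values that go with the paper's statement for these genes in iPSCs. Each of these calls was lost when 1 or more single libraries were left out in turn. Gpr89 did not pass in PGCLCs without vehicle replicate 1 (0.13), vehicle replicate 2 (0.16), BPS replicate 2 (0.15) or BPS replicate 3 (0.18). The paper states that Gper1 transcripts were not detected, while 39 of 42 libraries held reads of Gper1, with 0 to 12 reads per library. The highest level was 0.341 CPM, below the CPM of 0.5 required for testing here. The paper's threshold for detection is not given, so this need not be a difference. The paper names 17 persisting DEGs of cell cycle and apoptosis pathways, and 0 of these were called by limma in iPSCs or derived PGCLCs here. Without BPS replicate 2, Acsl1, Ap3m2, Ccnd2, Id2, Lck, Lefty2, Mad2l1, Plk2, Slc39a14 and Tcirg1 were called in iPSCs, and Plk2 in a fit of all 12 libraries of the experiment. In the fit of all 42 libraries, chosen after seeing the values, Ap3m2, Ccnd2, Cdkn1a, Ctsz, Slc39a14 and Tcirg1 were called in both, Acsl1 in derived PGCLCs, and Gadd45g, Gstm7, Gusb, Id2, Ltbr, Mad2l1, Plk2 and Tgfbr1 in iPSCs.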

Other observations

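The comparisons, gene lists and tests given here were planned, apart from the fits of all 42 libraries and limma-voom, which were tests chosen after the results were seen.

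In iPSCs of the dose series, genes of the unfolded protein response and heat shock fell: 3, 7 and 8 of 18 were lower and 0, 1 and 1 higher at 1, 50 and 100 μM (5, 7 and 9 lower and 1, 1 and 1 higher when adjusted over the list alone). Herpud1, which takes part in degrading misfolded proteins of the endoplasmic reticulum, had log2 fold changes of -0.38, -0.60 and -0.55 (adjusted p = 0.00216, 8.18e-06 and 1.77e-05 by limma), and Hspa5, the main chaperone there, went from 671 to 546 CPM at 100 μM (-0.30, adjusted p = 4.09e-04). The other genes that fell at 1 μM were the chaperone gene Hsph1 and the disulfide isomerase gene Pdia4, and the gene that rose at 50 and 100 μM was the co-chaperone gene Bag3, which did not pass at 50 μM without BPS replicate 3. Camera gave adjusted p = 0.0314, 0.0195 and 7.49e-04, and adjusted p = 0.603, 0.586 and 0.466 with an estimated correlation. At 1 μM 1 gene of the list fell without vehicle replicate 1, vehicle replicate 2 or BPS replicate 3, and 6 without BPS replicate 2. Of 9 BMP targets 2, 4 and 3 were higher and 0 lower (3, 4 and 3 higher when adjusted over the list alone), among them Id2, an inhibitor of differentiation (0.92, 1.17 and 0.72 on the log2 scale), and the ligand gene Bmp4 (0.42, 0.55 and 0.61), with Tfap2a at 50 and 100 μM and Id3 at 50 μM. Their camera adjusted p was 0.0314, 0.0170 and 0.0762, so that the list did not pass at 100 μM (adjusted p = 0.470, 0.449 and 0.530 with an estimated correlation), and at 1 μM Bmp4 did not pass without vehicle replicate 1 (0.35), vehicle replicate 2 (0.39) or BPS replicate 3 (0.36). Of 11 HOX genes, the patterning genes of the body axis, 3, 7 and 5 rose and 0 fell (6, 7 and 6 higher when adjusted over the list alone), Hoxd9, Hoxb4 and Hoxc10 at 1 μM, these and Hoxd8 and Hoxb9 at 100 μM, with Hoxb9 at 5.51 to 7.87 CPM at 50 μM (0.51, adjusted p = 0.00256). Camera gave adjusted p = 0.00213, 0.00111 and 0.0145 for them, and adjusted p = 0.421, 0.420 and 0.468 with an estimated correlation. At 1 μM 1 rose without vehicle replicate 1 or BPS replicate 3, at 50 μM 4 without either of vehicle replicate 1 and BPS replicate 3, and at 100 μM 3 without vehicle replicate 1, BPS replicate 1 or BPS replicate 2, and with the stricter filter 0, 1 and 1.

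In directly exposed PGCLCs, 7 of 18 genes of the unfolded protein response and heat shock rose and 1 fell (10 and 1 when adjusted over the list alone; camera adjusted p = 0.00132, and adjusted p = 0.468 with an estimated correlation). Hspa8, a chaperone present in all cells, went from 1937 to 2493 CPM (0.36, adjusted p = 3.41e-07 by limma), and the gene that fell was the small heat shock protein gene Hspb1 (-0.18). The higher genes were 4 without vehicle replicate 1 or BPS replicate 2, after rescaling to the upper quartile and in a fit of all 42 libraries. Of 16 NRF2 genes 6 fell and 1 rose (6 and 1 when adjusted over the list alone; camera adjusted p = 0.0223, and adjusted p = 0.470 with an estimated correlation), the latter the ferritin gene Fth1 (0.14), and 1 fell in a fit of all 42 libraries. Of 6 targets of the aryl hydrocarbon receptor 3 fell, Tiparp (-0.30), Nqo1 (-0.29) and Ahrr (-0.75), and 0 rose (3 lower when adjusted over the list alone; camera adjusted p = 0.0244, and adjusted p = 0.420 with an estimated correlation). Ahrr did not pass without vehicle replicate 1 (-0.77), vehicle replicate 2 (-0.73), vehicle replicate 3 (-0.74) or BPS replicate 1 (-0.61) or in the fit of all 42 libraries, and Nqo1 not in fits of 18 or 42 libraries. Of 17 germline genes that methylation is known to silence 8 fell and 0 rose (10 lower when adjusted over the list alone; camera adjusted p = 2.53e-04, and adjusted p = 0.420 with an estimated correlation), with 4 without vehicle replicate 2, 5 without BPS replicate 2, 2 with the stricter filter or in a fit of 18 libraries, and 0 in a fit of all 42. Of 5 sex chromosome genes 2 fell, Eif2s3y (-0.33) and Ddx3y (-0.19; 4 lower when adjusted over the list alone; camera adjusted p = 0.0147, and adjusted p = 0.420 with an estimated correlation), and 0 in fits of 18 or 42 libraries. In Sertoli cells 2 of 10 genes of germ cell specification fell, Dazl and the integrin gene Itgb3 (-0.21; 4 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.00293, and adjusted p = 0.420 with an estimated correlation), with 0 without BPS replicate 1 and 1 without vehicle replicate 2 or BPS replicate 2. In granulosa cells 2 of 23 hypoxia and glycolysis genes rose, the aldolase gene Aldoa (0.11) and the isomerase gene Gpi1 (0.10; 5 higher when adjusted over the list alone; camera adjusted p = 0.00808, and adjusted p = 0.468 with an estimated correlation), with 0 without vehicle replicate 3 or BPS replicate 1 and 1 without vehicle replicate 2 or BPS replicate 2.

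In the PGCLCs derived from exposed iPSCs no gene was called by limma (2578 at an unadjusted p under 0.05, and 0 calls by limma-voom), but camera placed some lists to one side. Of 27 cell cycle genes 23 had negative log2 fold changes (camera adjusted p = 1.02e-05, and adjusted p = 0.457 with an estimated correlation; 1 lower when adjusted over the list alone), as had 19 of 22 genes of cholesterol synthesis (camera adjusted p = 1.56e-04, and adjusted p = 0.470 with an estimated correlation; 0 lower), while 16 of 17 estrogen targets (camera adjusted p = 0.00358, and adjusted p = 0.424 with an estimated correlation; 1 higher) had positive values. In the exposed iPSCs of that experiment the HOX genes (9 of 10 positive, camera adjusted p = 4.53e-04, and adjusted p = 0.420 with an estimated correlation; 1 higher when adjusted over the list alone) and the p53 targets (15 of 19 positive, camera adjusted p = 0.00811, and adjusted p = 0.420 with an estimated correlation; 1 higher) stood to the positive side.

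iPSCs were exposed to 1 μM BPS in both the dose series and the propagation experiment, each with its own vehicle libraries. Across 15438 genes, which are not independent replicates, the log2 fold changes of the 2 experiments had a Pearson r of 0.498 and a Spearman rho of 0.477, and 66.8% had the same sign. They shared 2 DEGs, Ccn2 and Cyp1a1, where independent lists would share 0.174 (Fisher's exact test, one-sided, p = 0.00757, adjusted p = 0.0163 over the pairs of comparisons). The response differed for 0 genes by limma, with 693 at an unadjusted p under 0.05. Without BPS replicate 2 of the propagation experiment the shared DEGs were 484, and in a fit of all 42 libraries 384.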
